# Longitudinal analysis of lipid changes in the sciatic nerve caused by overexpression of PMP22 in murine models of CMT1A

**DOI:** 10.1016/j.jlr.2026.101018

**Published:** 2026-03-11

**Authors:** Tom P. Hellings, Naima Lamzira-Arichi, Jeroen P. Vreijling, Hailiang Mei, Davy Cats, Tom B. Kuipers, Rico J.E. Derks, Marieke Heijink, Niek Blomberg, Iulia Sidorov, Martin Giera, Frank Baas, Kees Fluiter

**Keywords:** lipidomics, genomics, cholesterol/Cell and tissue, plasmalogens and sphingolipids

## Abstract

Charcot-Marie-Tooth type 1A (CMT1A), a prevalent progressive demyelinating peripheral neuropathy is caused by a duplication of the peripheral myelin protein (PMP22) gene. PMP22 is crucial for formation of compact myelin, but the mechanism by which PMP22 overexpression results in CMT1A pathogenesis remains elusive. Emerging evidence points to the role of PMP22 in lipid metabolism as a key modulator of disease progression. Here we show that C3 and C22 mouse models, carrying 5 and 10 additional copies of the human PMP22 gene, have PMP22 dose-dependent lipidomic and transcriptomic alterations. Both models show a decrease in membrane-associated lipids (e.g. phospholipids and sphingolipids) and an increase in neutral lipids (e.g. cholesteryl esters) from three weeks of age. Notably, while cholesteryl ester concentrations are elevated, particularly in C22 mice, total cholesterol levels were significantly reduced, accompanied by the downregulation of key genes involved in cholesterol biosynthesis. Significant decreases were also observed in phospholipids and sphingolipids, including ceramide and sphingomyelin, with a proportional shift towards shorter fatty acid chains in sphingomyelin due to altered ceramide synthase expression. Plasmalogen concentrations decreased with shifts in the proportion of specific plasmalogen species, aligning with impaired synthesis. These lipidomic changes, impacting myelin-associated lipids and fatty acid compositions, underscore their critical role in the dysmyelination observed in CMT1A. Our findings suggest potential avenues for dietary interventions, such as specific fatty acid and plasmalogen supplementation to improve myelination in CMT1A.

Charcot-Marie-Tooth (CMT) disease is the most common hereditary peripheral neuropathy, affecting approximately 1 in 2500 individuals. Among the various subtypes, CMT1A is the most prevalent (1, 2). Patients with CMT1A have distal muscle atrophy, weakness, and, in severe cases, loss of motor functions and sensory impairments. These symptoms usually manifest within the first two decades of life. Histologically, CMT1A is marked by the loss of peripheral myelinated nerves and frequent segmental demyelination accompanied by the proliferation of Schwann cells. This leads to characteristic “onion bulb” formations around the axons (3, 4, 5). CMT1A is caused by a 1.5 Mb duplication on chromosome 17p11.2, which contains the peripheral myelin protein-22 (*PMP22*) gene (6, 7). PMP22 is a tetraspan membrane glycoprotein highly expressed in myelinating Schwann cells (8, 9, 10). It plays a crucial role in organizing membrane domains rich in cholesterol and sphingolipids, which are essential for compact myelin formation (10).

Although *PMP22* duplication is the established genetic cause of CMT1A, the precise mechanism by which its overexpression leads to demyelination remains elusive. One emerging hypothesis implicates PMP22 in lipid metabolism regulation. PMP22 can bind with cholesterol through specific motifs, cholesterol-recognition amino acid consensus (CRAC) and its inverse CARC (10). Furthermore, PMP22 interacts with two rate-limiting enzymes in cholesterol synthesis, 24-dehydrocholesterol reductase (DHCR24) and 7-dehydrocholesterol reductase (DHCR7) (11). These interactions suggest both direct and indirect roles for PMP22 in lipid regulation. Dysregulation of *PMP22* expression perturbs lipid homeostasis, as *PMP22* knockout mice and fibroblasts from CMT1A patients show increased cholesteryl ester (CE) accumulation, likely due to reduced cholesterol efflux, which is primarily attributed to decreased ATP-binding cassette transporter (ABCA1)-mediated transport in CMT1A cells (12, 13). These accumulations localize near the nucleus within lysosomes and are associated with downregulation of genes involved in triglyceride and cholesterol synthesis (12, 13). Consistent findings in rodent CMT1A models further support this lipid dysregulation. Genes involved in lipid and sterol biosynthesis are significantly downregulated (14, 15). Since cholesterol biosynthesis is a rate-limiting step in myelin production (16), this downregulation could contribute to disease pathology. Moreover, Schwann cell precursors (SCPs) derived from induced pluripotent stem cells (iPSCs) of patients with CMT1A exhibit abnormal lipid handling compared to isogenic controls (15), indicating that lipid dysregulation may begin early in development.

Understanding these alterations is essential for unraveling the underlying disease mechanisms and progression in CMT1A. Previous studies have shown that increasing lipid intake can improve outcomes, enhance axon myelination, and reduce pathological macrophage infiltration and cell proliferation (14, 17). A deeper understanding of PMP22-related lipid metabolism could inform targeted dietary supplementation strategies, including specific fatty acids or lipid species and optimal timing for intervention.

To explore these mechanisms further, we employed two well-characterized mouse models of CMT1A: C22 mice (with 10 additional copies of human *PMP22*) and C3 mice (with 5 additional copies). Both models display low nerve conduction velocities and peripheral nerve demyelination, closely mimicking the human condition (18). The C3 model exhibits milder symptoms than the C22, allowing for analysis of dose-dependent effects of *PMP22* overexpression on lipidomic and transcriptomic profiles, as well as disease severity (18, 19).

Our analysis reveals significant changes in the lipid profile, most notably a reduction in membrane-associated lipids, alterations in the fatty acid composition of the remaining lipid fractions, and an increase in CE and triglycerides (TG). These lipidomic shifts align with changes observed in the transcriptome, offering a plausible explanation for the demyelinating phenotype seen in these animals. Moreover, we observed a dose-dependent effect of the transgene *PMP22* expression, with C22 mice showing more pronounced alterations compared to the C3 mice. Importantly, these findings may extend beyond CMT1A and offer insights into other neurodegenerative diseases. Increasing evidence points to similar lipidome disturbances in disorders such as Alzheimer’s (AD) and Parkinson’s disease (PD), including reductions in sphingomyelin (SM) and phospholipid levels, as well as shifts in comparable fatty acid profiles (20, 21).

## Materials and methods

### Animals

All animal experiments were done under the supervision of the institutional animal welfare body after ethical approval by the institutional ethical committee and the central (national) commission for animal experiments according to EU directive 2010/63/EU. The C22-*PMP22* mouse model (C22 mice) (19) and its spontaneous partial revertant, the C3-*PMP22* mouse model (C3 mice) (18), were both bred heterozygously using wild-type (WT) males × heterozygous females and kept at Janvier-labs (Le Genest Saint-Isle, France). C22 carries 10 copies of a yeast artificial chromosome (YAC) carrying the human *PMP22* gene; C3 mice have 5 copies. All animals were housed socially with at least three mice per cage. The animal room was maintained at a temperature of 21°C ± 2°C, with a relative humidity between 45% and 65%, and a 12 h–12 h light–dark cycle. All cages were provided with sawdust as bedding material, and food (commercial rodent diet) and drinking water were provided ad libitum. To verify the genotype and copy number of human *PMP22*, we used droplet digital PCR (ddPCR) as reported previously (15). The C3 mice have a C57BL/6J background. While the C22 mice have an FVB/NRJ background, two different control (WT) lines were used. Both sciatic nerves of 10 animals per group at each time point were collected by Janvier-labs and sent to the LUMC (Leiden) on dry ice. A schematic overview of the methods and usage of the sciatic nerves is visualized in Figure 1.

**Fig. 1:**
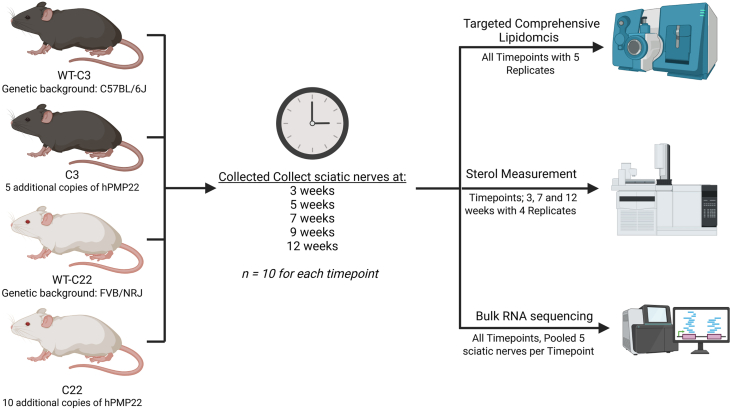
Experimental set-up. A schematic overview of the multi-omics approach. Ten mice from each group, C3, C22, and their respective background-matched controls, were utilized. The C3 mice had a C57BL/6J background, depicted as black mice, and the C22 had a FVB/NRJ background, depicted as white mice. Sciatic nerves were collected at 3, 5, 7, 9, and 12 weeks of age. Targeted lipidomics analyses were conducted with five biological replicates at each time point. Sterol quantification was performed on four replicates per group at 3, 7, and 12 weeks. Bulk RNA sequencing was carried out on a single pooled sample per group and time point. Figure was created in https://BioRender.com.

### Analysis of the transcriptome

#### Sample preparation and RNA isolation

For RNA isolation, we pooled the sciatic nerves of 4–5 animals (males and females) per group per time point. The sciatic nerves were homogenized in 1.5 ml Trizol (Life Technologies) and with a Micro-Dismembrator S (Braun Biotech International) for 1 min at 3,000 RPM. After homogenization, we added 300 μl chloroform (VWR) to separate the RNA from the cell debris. The upper phase was mixed with 2-propanol (VWR) and incubated for 10 min. The RNA was pelleted and washed with ethanol, which was air-dried after removal of supernatant. The RNA was purified using the NucleoSpin XS-kit (Macherey-Nagel) and the manufacturer's protocol was followed without the optional filtrate step. All 25 samples were stored at −80 degrees Celsius.

#### RNA sequencing

The RNA sequencing was performed by GenomeScan (Leiden). The samples were treated with DNAse on column, libraries were made using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs). All samples had an RQN score above 7.7. The samples were poly(A) enriched and sequenced on a NovaSeq6000 sequencing, 150 bp Paired-End. Resulting in ∼ 12 GB and around 40 million reads. At least 80% of the datasets should have a Q-score of 30 or higher.

#### RNA mapping and analysis

R-studio version 3.6.3 (2020-02-29) was used for mapping the sequence data and analyzing the raw count data. RNAseq reads were processed using the open-source BIOWDL RNAseq pipeline v5.0.0 developed at the LUMC (https://doi.org/10.5281/zenodo.5109461). This pipeline performs FASTQ preprocessing (including quality control, quality trimming, and adapter clipping), alignment, read quantification, and optionally transcript assembly. FastQC (v0.11.9) was used for checking raw read quality control (QC). Adapter clipping was performed using Cutadapt (v2.10) with the default settings. RNAseq read alignment was performed using STAR (v2.7.5a) on a customized mouse reference genome by adding the transgene YAC locus sequence (human GRCh38 chr17:14929773-15372292) to mouse GRCm39. UMI-based alignment deduplication was performed using umi_tools (v1.1.1). The gene read quantification was performed using HTSeq-count (v0.12.4) with the Ensembl gene annotation version 110, including both all mouse genes and human genes presented in the YAC locus.

Using the gene read count matrix, count per million (CPM) was calculated per sample on all annotated genes. Genes with a log2CPM higher than 1 in at least 25% of all samples are kept for downstream analysis. For the differential gene expression analysis, the dgeAnalysis R-shiny application (https://doi.org/10.5281/zenodo.6979653) was used. EdgeR (v3.28.1) with trimmed mean of M-values (TMM) normalization was used to perform differential gene expression analysis. Benjamini-Hochberg false discovery rate (FDR) was computed to adjust *P*-values obtained for each differentially expressed gene. In addition to the differential gene expression (DGE) analysis, we conducted a time course analysis. For this, the genes were filtered for expression using edgeR's (version 4.2.1) "filterByExpr" function with the default arguments. Counts were then normalized using TMM normalization. Time was represented in the design matrix as a cubic spline produced by the "ns" function of the splines package (version 4.4.1) with 3 degrees of freedom. Per group, *P*-values were calculated for the coefficients of these splines using EdgeR's "glmQLFit" and "glmQLFTest" to identify genes with a time-dependent effect. To identify genes with different time effects between groups, additional coefficients were added to represent the combination of time and group. Again, "glmQLFit" and "glmQLFTest" were used to calculate *P*-values. *P*-values were adjusted using FDR correction. Ingenuity Pathway Analysis (IPA) core analysis (Ingenuity Systems, Qiagen) was used to analyze RNA sequence data and visualize pathways by means of pathway analysis incorporated in IPA (22).

To estimated cell type composition, the bulk RNA sequencing data set was deconvoluted using MuSiC (23), using the single-nuclei data set from Gerber, Pereira (9). To check whether there are differences in the estimated cell types between the groups. There were no major differences in estimated cell type populations between the C3 and the corresponding WT (Supplemental Fig. S1).

### Analysis of the lipidome

#### Targeted comprehensive lipidomics (lipidyzer) and data analysis

Shotgun lipidomics analysis across 17 lipid classes was accomplished by differential mobility spectroscopy coupled with tandem mass spectrometry operated with the shotgun lipidomics assistant software (DMS-SLA platform) (24, 25). The system consisted of a Shimadzu Nexera series LC, coupled to a Sciex QTrap 6500+ equipped with a SelexIon device (Sciex). One sciatic nerve per animal of 5 different mice per group per time point was homogenized and spiked with internal standards (IS), covering 74 deuterated lipid species (UltimateSPLASH™ ONE (Avanti) in combination with oleic acid-d9 (dFA 18:1), C13-dihydroceramide-d7 (d18:0-d7/13:0), C15-glucosyl(β)ceramide-d7 (d18:1-d7/15:0), C15-lactosyl(β)ceramide-d7 (d18:1-d7/15:0), and 15:0-18:1-d7-PA) across 17 different lipid classes (with known concentration for each of them). Lipids were subsequently extracted using a methyl tert-butyl ether (MTBE) (Honeywell Riedel-de Haën) based protocol. Each lipid species was quantified by the SLA software based on its average intensity divided by the average intensity of the most structurally similar IS multiplied by its corresponding concentration. A detailed preparation procedure and the DMS-SLA setting can be found elsewhere (24, 25). Similarly, water blanks and plasma QC were prepared using either LC-MS grade water or human citrate plasma (Sigma P9523) (24, 26). The data was normalized to the protein concentration present in each sample (Supplemental Fig. S2). The data was filtered via http://isoda.online/ (27), lipid species absent in at least 80% of one of the groups at a concentration higher than two times the blank. The total number of lipid species measured was 1071, which was reduced to 866 after filtering. We did not substitute the missing values in the reaming list when depicting our data, as we deem it biologically relevant, especially in the depiction of specific lipid species. Our data had an overrepresentation of TG lipids, while this lipid class is less informative with regard to the demyelinating phenotype observed in CMT1A. Consequently, we removed the TG class from the initial data, the total concentration and TG concentration are shown in Supplemental Fig. S3. The data of C3 and C3-WT including TG can be interactively viewed via; https://cpm-lumc.shinyapps.io/soda-light/?experimentId=NLA_919 and for the C22 and C22-WT via https://cpm-lumc.shinyapps.io/soda-light/?experimentId=NLA_917.

#### Cholesterol measurement

For the analysis of cholesterol and its precursors, nerves were weighed (Supplemental Fig. S4), to normalize the output. Stainless steel beads (0.9–2.0 mm, Next Advance) and reagents were added sequentially to each nerve, after each addition the sample was homogenized in a bullet blender (Next Advance) for 3 min. Sequentially the following reagents were added: 20 μl water (Honeywell Riedel-de Haën), 20 μl ethanol (Supelco, Germany), and 100 μl ethanol containing internal standards (5 μg/ml each of cholestane (Supelco), desmosterol-d6 (Avanti Polar Lipids), and 25-OH-cholesterol-d6 (Avanti Polar Lipids), and 100 μg/ml cholesterol-d7 (Avanti Polar Lipids)). After homogenization, 40 μl ethanol and 20 μl aqueous NaOH solution (10 M) (Sigma) were added. The samples were flushed with nitrogen, vortexed, and incubated at 70°C for 1 h. Thereafter, sterols were extracted using MTBE, and the organic extract was dried using sodium sulfate (Fluka). The extract was subsequently concentrated to dryness under a gentle stream of nitrogen and sterols were silylated using 50 μl derivatization reagent (N-methyl-N-(trimethylsilyl)trifluoroacetamide containing 1% trimethylchlorosilane (ThermoFisher) and N-(trimethylsilyl)imidazole (ThermoScientific) 10:1 (v/v)). Finally, 450 μl MTBE was added. The so-prepared samples were analyzed by GC-MS as described elsewhere (28). Sterols were quantified in single-ion monitoring mode using external calibration lines.

#### Sample preparation and MALDI MS imaging of free cholesterol with MALDI-2-timsTOF flex

A sciatic nerve of C3, WT-C3, C22 and WT-C22 mice at 12 weeks of age were embedded in hydroxypropyl methyl cellulose (HMPC) and poly vinyl pyrrolidone (PVP) (29). Embedded tissue was cryo-sectioned at 10 μm thickness (using a CM3050 S, Leica Biosystems) and mounted onto one indium tin oxide (ITO) slide (VisionTek Systems Ltd). The slide was vacuum freeze-dried for 15 min, after which 18 layers of 500 μg/ml cholesterol-D7 (Avanti) in absolute ethanol were sprayed on the tissues using the SunCollect sprayer (20 μl/min flow rate, 30 mm Z position, 2 mm line distance, x and y linear velocity = medium 1). After which, 2,5-dihydroxybenzoic acid (DHB) matrix in pure acetone (50 mg/2 ml) was sublimated using HTX sublimator (HTX Technologies, LLC). The MALDI-2-timsTOF flex instrument acquired positive ion mode spectra with a mass range of m/z 200–500, using 5 μm spatial resolution (22% laser power and 15 shots per pixel). MALDI-2 mode was used with a trigger delay of 5.0 μs and an acquisition speed of 1 kHz. Red phosphorus was used for calibration, after which data acquisition was performed using TIMSontrol and flexImaging 7.3. The Mass Spectrometry Imaging data were loaded into SCiLS Lab (Version 2026a Pro, Bruker Daltonics). The data were normalized against the peak area of the cholesterol-D7 (m/z 376.39) internal standard. MS images were generated for the cholesterol ion (m/z 369.35).

#### Statistical analysis

All data was tested for normality of the residuals with a Shapiro-Wilk test. Two-way ANOVA followed by a Tukey post-hoc test was performed on the lipidomics data using GraphPad Prism (version 10.2.3, GraphPad Software, Boston, Massachusetts USA, www.graphpad.com). To visualize the proportional shifts in CMT1A, directional analysis of the lipidome was conducted in BioPan (30). LipidLynxX was used to change the nomenclature of the lipid species for BioPan usage (31). The annotation level was reduced by summing all the fatty acid chains of the lipid species to make it one. This resulted in 288 lipid species used in the analysis, and 89 being unprocessed. The data of each mouse model was averaged to see general trends in lipidome changes. The z-score was calculated by computing a weight value to determine the direction of the synthesis pathway. This is done by calculating a ratio of product over reactant for the control and the condition of interest. For each weighted edge, a *t* test is conducted; by assuming normality, the *P*-value can be converted to a z-score (30).

## Results

### Reduced cholesterol synthesis and sterol concentration in the sciatic nerve of CMT1A mouse models

Cholesterol is a major component of myelin and vital for the formation of compact myelin. Consequently, a downregulation of cholesterol synthesis and concentration can severely impact the CMT1A pathology. 

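RNA of the whole sciatic nerve was sequenced as 25 libraries, 1 for each of 5 groups at 3, 5, 7, 9 and 12 weeks of age. The groups were C3, WT-C3, C22, WT-C22 and C3 mice that also lack c-Jun in Schwann cells, a group the paper does not report on. Each library came from a pool of animals of both sexes, and the labels give all libraries the same batch. There was no second pool of a group at the same age, so the 5 ages of a group served as its replicates (n = 5), and every SD and standard error (SE) covers the change with age as well as the variation between pools. The C3 and WT-C3 mice were C57BL/6J and the C22 and WT-C22 mice FVB/NRJ, so that copy number and strain change together between the models. The authors aligned the reads to GRCm39 with the human locus of the transgene added and deposited the number of fragments counted on each Ensembl gene, after removal of duplicates and without normalization. Between 9001002 and 16264172 fragments were counted on genes per WT-C3 library (median 13416665), between 2140142 and 49072746 per C3 library (median 26226737), between 20071744 and 27653118 per C22 library (median 25413196), between 10196601 and 41376508 per WT-C22 library (median 26202616) and between 20619191 and 31717449 per library of the C3 mice without c-Jun (median 26141165). The lowest of these is the C3 library of 9 weeks. The median library had 24663235 counts on genes. As in the paper, genes with a log2 CPM above 1 in at least 25% of the libraries were kept, which left 13993 of 56956 genes. Counts were scaled by the TMM method of edgeR and each model was compared with its own control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper's text names the edgeR package for its comparisons but no model terms, and age was not a term in the comparisons made here. A gene counted as differentially expressed at an adjusted p under 0.05. Symbols and positions are those of GENCODE M39 on GRCm39, the build of the alignment, which is a newer annotation than the Ensembl 110 release of the counts. Intervals and errors cover these pools only, and a gene at or under 3 counts in a library is at the limit of detection.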

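The genes of the IPA pathways are not listed in the paper, so 20 enzymes of the pathway from acetyl-CoA to cholesterol were taken as a list of their own, and all 20 were expressed. In C3 compared to WT-C3, the median log2 fold change of the list was -1.05 (camera adjusted p = 6.26e-15), with camera's preset correlation between genes of 0.01 and adjustment over the 33 lists tested. Of its members, 17 of the 20 were lower at an adjusted p under 0.05 over all genes, 18 when adjusted over the list alone. In C22 compared to WT-C22, the median was -2.15 (camera adjusted p = 1.87e-22), and all 20 were lower both over all genes and adjusted over the list alone. The mean log2 CPM of the list was 6.54 ± 0.26 against 7.51 ± 0.42 in C3 and WT-C3 and 5.46 ± 0.12 against 7.36 ± 0.44 in C22 and WT-C22 (SD, n = 5 libraries), lower at 5 of 5 ages in each model. For either difference an exact two-sided permutation test gave p = 0.00794, the smallest p that 5 libraries against 5 allow. The setting that moved these list results most was an estimated correlation between genes in place of the preset one, under which the adjusted p of camera was 0.31 in C3 and 0.21 in C22. With fry, which needs no preset correlation, the adjusted p was 0.00723 in C3 and 0.000257 in C22. Fry asks whether the genes of a list change at all, and camera whether they change more than other genes. A pass in fry therefore does not offset the result of camera with an estimated correlation. Every list that passed camera's threshold in C3 or C22 also passed in fry, and with the estimated correlation only the list of repair Schwann cell genes in C3 did. With each library left out in turn the camera adjusted p of the cholesterol list stayed between 2.25e-22 and 7.79e-11 in C3 and between 7.38e-31 and 2.69e-19 in C22. Oleate biosynthesis, listed in Table 1, was examined with a list of 10 genes, whose median log2 fold change was -0.66 (camera adjusted p = 6.07e-05) in C3 and -0.63 (camera adjusted p = 1.86e-05) in C22. Of these 10 genes, 7 were lower in each model over all genes, and 8 in C3 and 7 in C22 adjusted over the list alone.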

We show severe downregulation in cholesterol biosynthesis and the super-pathway of cholesterol biosynthesis in C3 and C22 (Table 1). 

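Hmgcs1 (ENSMUSG00000093930) lies on chromosome 13 from 120151915 to 120170470. Sqle (ENSMUSG00000022351) lies on chromosome 15 from 59186869 to 59203043. Lss (ENSMUSG00000033105) lies on chromosome 10 from 76367298 to 76392976. Cyp51 (ENSMUSG00000001467) lies on chromosome 5 from 4123416 to 4154751. Dhcr7 (ENSMUSG00000058454) lies on chromosome 7 from 143376740 to 143402149. Hmgcs1, Sqle, Lss, Cyp51 and Dhcr7 are drawn in Fig. 2A and encode enzymes of the cholesterol pathway. For Hmgcs1 the means were 995 ± 203 CPM in C3 and 2004 ± 735 in WT-C3 (SD, n = 5), a log2 fold change of -1.01 (SE 0.22, edgeR adjusted p = 0.00778). The means were 375 ± 26.3 CPM in C22 and 1771 ± 753 in WT-C22 (SD, n = 5), a log2 fold change of -2.24 (SE 0.25, edgeR adjusted p = 3.28e-05). In C3 the log2 fold change was -1.03 (SE 0.19, edgeR adjusted p = 0.00287) for Sqle and -1.12 (SE 0.24, edgeR adjusted p = 0.00654) for Cyp51. Lss changed by -1.07 (SE 0.30, edgeR adjusted p = 0.0223) in C3, and its adjusted p was 0.0531 and 0.0508 without each of the C3 libraries of 5 and 7 weeks. Dhcr7 was lower at 4 of 5 ages in C3 and not differentially expressed there, with a log2 fold change of -0.45 (SE 0.23, edgeR adjusted p = 0.169). It passed when age was added as a block, though the C3 and WT-C3 libraries of an age did not resemble each other at every age. The other 4 of these genes were lower at 5 of 5 ages in C3, and all 5 were in C22. In C22 the log2 fold changes were -2.19 (SE 0.19, edgeR adjusted p = 4.35e-06) for Sqle, -2.45 (SE 0.26, edgeR adjusted p = 2.41e-05) for Lss, -2.21 (SE 0.24, edgeR adjusted p = 2.65e-05) for Cyp51 and -1.13 (SE 0.18, edgeR adjusted p = 0.000482) for Dhcr7. In the test of the difference between the changes in C22 and C3, Sqle fell further in C22 by -1.18 (SE 0.28, edgeR adjusted p = 0.00767) and Hmgcs1 by -1.25 (SE 0.35, edgeR adjusted p = 0.023), though without the WT-C22 library of 3 weeks the adjusted p of Hmgcs1 was 0.0502. For Lss this difference was -1.40 (SE 0.42, edgeR adjusted p = 0.0354), and its adjusted p was between 0.0505 and 0.0792 without each of the C3 libraries of 3, 5 and 7 weeks, the WT-C3 libraries of 5, 7, 9 and 12 weeks, the C22 libraries of 3, 5, 7 and 12 weeks and the WT-C22 libraries of 3 and 5 weeks in turn. For Cyp51 it was -1.1 (SE 0.36, edgeR adjusted p = 0.0496), with an adjusted p of 0.054 with median-ratio size factors, 0.0513 with scaling by library size only, 0.0614 with no filter on low counts, 0.0621 with the filterByExpr filter and 0.0809 with all 25 libraries fitted together (from 0.0183 to 0.0809 over the 7 alternatives without an age term that kept all libraries). It lay between 0.0553 and 0.111 without each of the C3 libraries of 3, 5 and 7 weeks, the WT-C3 libraries of 5, 7, 9 and 12 weeks, the C22 libraries of every age and the WT-C22 libraries of 3, 5 and 7 weeks in turn. The difference for Dhcr7, -0.69 (SE 0.32, edgeR adjusted p = 0.179), did not pass the threshold.

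**Figure D1:**
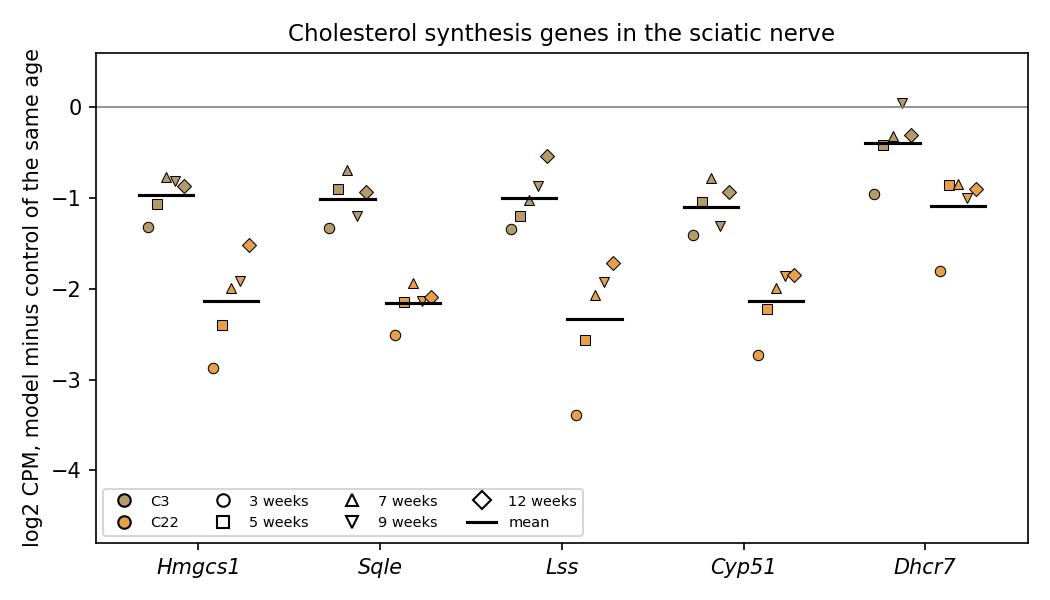
Log2 ratio of TMM-scaled CPM in C3 over WT-C3 and in C22 over WT-C22, by gene, for 5 genes of cholesterol synthesis. Each point is 1 library over the control library of the same age, with a marker for the age and a line for the mean. In C3, 24 of 25 points lie below 0, with Dhcr7 at 9 weeks at 0.05, and in C22 all 25 do, from -3.39 to -0.84.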

A consistent downregulation of individual genes involved in the cholesterol synthesis pathway is observed in C3 and C22 compared to their corresponding WT counterparts (Fig. 2A, B), which is in line with previous work (15). 

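The effect of age was tested in each group with a natural cubic spline with 3 degrees of freedom, in 1 edgeR quasi-likelihood fit of all 25 libraries, over the 15298 genes that filterByExpr kept, and a linear slope gave the direction. Each group has 1 library per age, so a single library can set a slope. In WT-C3 the linear slopes of Hmgcs1, Sqle, Lss, Cyp51 and Dhcr7 were all negative, from -0.19 per week (SE 0.02) for Lss to -0.10 per week (SE 0.02) for Sqle on the log2 scale. The adjusted p of the spline in edgeR was 0.0122 for Hmgcs1, 0.0367 for Sqle, 0.00209 for Lss, 0.0301 for Cyp51 and 0.00465 for Dhcr7. In WT-C22 the slopes ran from -0.17 per week (SE 0.02) for Hmgcs1 to -0.10 per week (SE 0.03) for Dhcr7, and the edgeR spline test gave adjusted p values from 0.00276 for Lss to 0.0236 for Sqle, so that all 5 genes passed in each control. DESeq2's likelihood ratio test moved these adjusted p values furthest and kept all calls. It gave 3.04e-21 for Lss to 4.72e-06 for Sqle in WT-C3 and 2.04e-21 for Hmgcs1 to 7.44e-06 for Sqle in WT-C22. The alternative that lost the most calls was a fit of only the 10 libraries of C3 and WT-C3 or of C22 and WT-C22. It left Lss past the threshold in WT-C3, with an adjusted p of 0.0286, and the other 4 genes there between 0.0593 and 0.2, while in WT-C22 all 5 still passed. With 2 degrees of freedom, Sqle in WT-C3 was at 0.0575. The 3-week library carried much of the slopes in the linear fit. Without it, each of the 5 genes lost its slope past the threshold in WT-C3, with adjusted p values between 0.0905 for Lss and 0.703 for Sqle, and in WT-C22 so did Sqle, Cyp51 and Dhcr7, between 0.0577 and 0.418. Without the 12-week library, Sqle, Cyp51 and Dhcr7 did in WT-C3, between 0.078 and 0.208, and Sqle and Dhcr7 in WT-C22, at 0.098 and 0.074. No slope of these genes in either control changed sign under any of these settings. Over all genes, the spline test found an effect of age on 105 genes in WT-C3 and 430 in WT-C22.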

In the control mice, expression levels of genes involved in the cholesterol synthesis pathway are negatively correlated with age, showing a downward trend from 3 weeks of age. 

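In C3, the edgeR spline test found an effect of age on Lss (adjusted p = 0.0168) and Dhcr7 (adjusted p = 0.043), with slopes of -0.10 per week (SE 0.02) and -0.07 per week (SE 0.03) in log2. In the fit of only the C3 and WT-C3 libraries neither passed, with adjusted p values of 0.113 and 0.205, and with 2 degrees of freedom Dhcr7 did not, at 0.16. For Hmgcs1 the adjusted p was 0.0693 and for Cyp51 0.0878, whereas their linear slopes of -0.08 per week (SE 0.02) and -0.10 per week (SE 0.02) had adjusted p values of 0.00802 and 0.0221. Sqle had a slope of -0.07 per week (SE 0.02) in C3 with a spline adjusted p of 0.122. Under DESeq2's likelihood ratio test Hmgcs1, Sqle and Cyp51 passed in C3, at 0.000393, 0.0387 and 0.00242, and Hmgcs1 also with 2 degrees of freedom, at 0.0178, out of ranges from 0.000393 to 0.256 for Hmgcs1, 0.0387 to 0.391 for Sqle and 0.00242 to 0.221 for Cyp51. Without the C3 library of 3 weeks the linear slopes of Hmgcs1, Lss and Cyp51 in C3 lost their calls, at adjusted p values from 0.204 to 0.389, and without that of 12 weeks too, from 0.0635 to 0.118. In C22 none of these 5 genes passed, with spline adjusted p values from 0.2 for Sqle to 0.851 for Lss, and from 0.0971 to 1 over the other settings. The slope of Lss in C22 was 0.009 per week (SE 0.02) and turned to -0.008 without the library of 3 weeks. A group that passes and a group that does not can still have the same slope, so the difference between the time courses of a model and its control was tested as well. Between C22 and WT-C22 this test gave an adjusted p of 0.0468 for Lss and from 0.112 to 0.575 for the other 4 genes. The call of Lss was lost with the log2 CPM filter (0.0593) and in the fit of 10 libraries (0.0738), out of a range from 3.94e-08 to 0.0738 over 5 alternatives. Hmgcs1 passed with 2 degrees of freedom (0.0217) and in DESeq2 (3.76e-06), against up to 0.172, and Dhcr7 in DESeq2 alone (0.0273, against up to 0.373). With linear slopes in the same comparison, the adjusted p was 0.00802 for Hmgcs1 and 0.00962 for Lss. Without the 3-week or the 12-week library of C22 or WT-C22 neither linear difference passed, with adjusted p values from 0.0671 to 0.164, and in the fit of 10 libraries Lss did not (0.0528). Between C3 and WT-C3 no difference passed, with adjusted p values of at least 0.55 for these 5 genes and of at least 0.295 over all other settings.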

While in the sciatic nerve of the C22 and C3 mice, the expression of rate-limiting enzymes (*Sqle* and *Dhcr24* in the C3 and *Hmgcr*, *Lss*, and *Dhcr24* in the C22) was unaffected by age (Supplemental Fig. S5A, B).

**Table 1:** Differential expression of lipid synthesis pathways in the sciatic nerves of CMT1A mice models compared to controls

Lipid Metabolism Pahtways	C3 versus WT-C3		C22 versus WT-C22	
	-log(*P*-value)	Z-score	-log(*P*-value)	Z-score
Cholesterol biosynthesis	11.5	−3.77	12.9	−4.26
Superpathway of Cholesterol Biosynthesis	10.4	−4.12	11.3	−4.58
Glycerophospholipid biosynthe sis	2.25	−2.29	2.78	−2.74
Sphingolipid metabolism	6.89	−1.07	7.23	−2.07
Oleate Biosynthesis II	2.51	−2.24	3.3	−2.65

Bulk RNA sequencing data of the sciatic nerve of C3 and C22 and corresponding controls are analyzed with ingenuity pathway analysis (IPA). Showing significant downregulation in multiple pathways: Cholesterol biosynthesis, Super pathway of Cholesterol Biosynthesis, Glycerophospholipid biosynthesis, Sphingolipid metabolism, Oleate Biosynthesis II in C3 and C22 compared to the corresponding control.

**Fig. 2:**
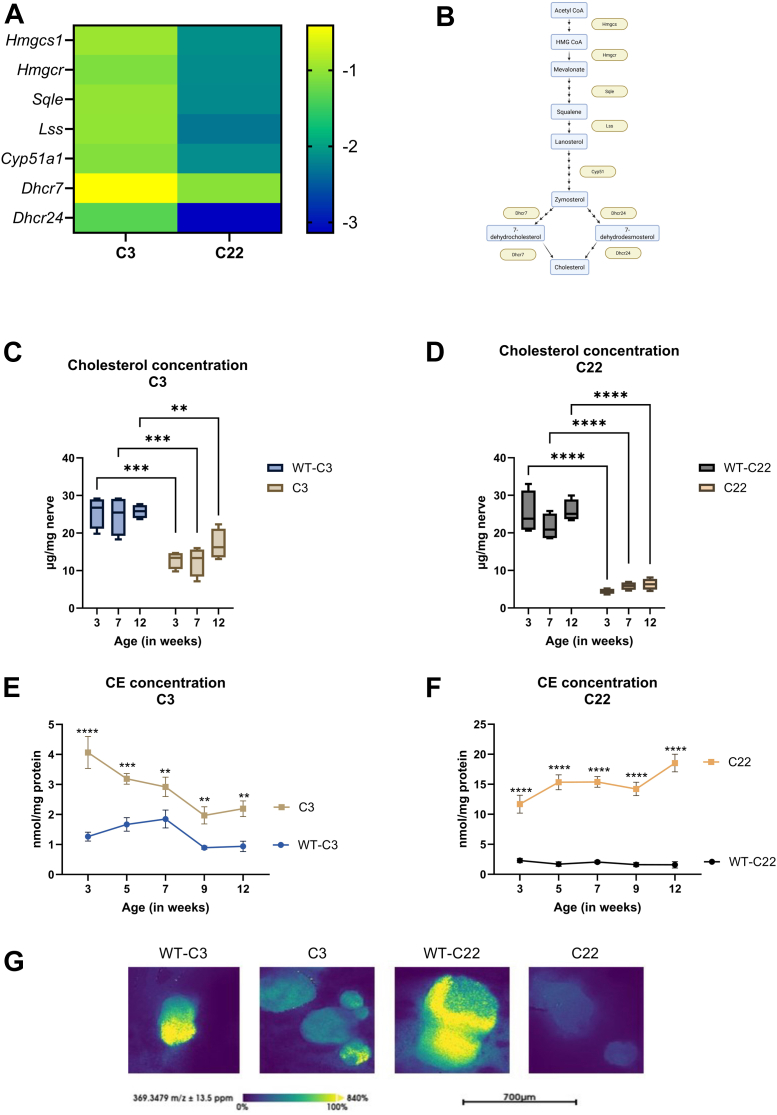
Cholesterol and cholesteryl ester over time in the sciatic nerve of two different CMT1A mice models with downregulated expression of rate limiting enzymes. A: A heatmap of the log2(Fold change) of differentially expressed genes in C3 and the C22 compared to the corresponding controls of rate-limiting genes involved in the de novo synthesis of cholesterol. B: Visualized is a simplified synthesis pathway of cholesterol from Acetyl CoA towards cholesterol with important genes within this synthesis pathway and cholesterol precursors. The figure was created in https://BioRender.com. C & D: The cholesterol concentration in the sciatic nerve normalized for the weight of the sciatic nerve (in mg) of C3 and C22 compared to age-matched controls. E & F) Cholesteryl ester (CE) concentration normalized to the protein concentration (in mg) in C3 and C22 compared to age matched controls. Data is visualized by means of a boxplot ± SEM and bar graph ± SEM, analysis was performed using a two-way ANOVA with a Tukey post hoc analysis (∗*P* < 0.05, ∗∗*P* < 0.002, ∗∗∗*P* < 0.0002, ∗∗∗∗*P* < 0.0001). G) MALDI MS image of free cholesterol was taken of the sciatic nerve of 12-week-old C3 and C22 and corresponding controls. A clear reduction of free cholesterol is observed in C3, with an even more pronounced effect in C22. MGCS(1), 3-Hydroxy-3-Methylglutaryl-CoA Synthase 1; HMGCR, 3-hydroxy-3-methylglutaryl CoA reductase; SQLE, Squalene Epoxidase; LSS, Lanosterol synthase; CYP51, Lanosterol 14α-demethylase; DHCR7, 7-Dehydrocholesterol Reductase; DHCR24, 24-Dehydrocholesterol Reductase.

To further substantiate our findings, we show significantly reduced cholesterol concentrations in the sciatic nerves of C3 and C22 relative to wildtype counterparts across all time points (Fig. 2C, D). The CE concentration was significantly elevated in both C3 and C22 mice across all time points (Fig. 2E, F). We do observe a decrease in CE concentration over time in the C3 animals, while in the C22 the CE accumulation increases over time (Fig. 2E, F). MALDI MS images of free cholesterol (m/z 369.35) on coupes of the sciatic nerves, showing a reduction of free cholesterol in both C3 and C22 mice compared to corresponding WT (Fig. 2G). Notably, these differences are amplified by a higher *PMP22* copy number. The concentrations of cholesterol precursors; lathosterol and cholestanol, were lower in C3 compared to age-matched WT (Supplemental Fig. S6A). However, desmosterol concentration did not differ between C3 and WT (Supplemental Fig. S6A). In C22 mice, zymostenol, desmosterol and lathosterol concentrations were below the detection limit. Cholestanol was lower compared in the C22 at 7 and 12 weeks of age compared to age-matched WT (Supplemental Fig. S6B).

### PMP22 dose-dependent decrease in myelin-associated lipids and increase in neutral lipids

The lipid concentration measured with the Lipidyzer, excluding TG, is consistently lower in both the C3 and C22 relative to their wildtype counterparts (Fig. 3A, B). The overall decrease in lipids is due to a lower concentration of myelin-associated lipids, phospholipids and sphingolipids (Fig. 3C, D). Diglycerides (DG) and free fatty acids (FFA) are less affected in C3 and C22 (Fig. 3C, D). In contrast, the CE concentration in the C3 and C22, suggesting a shift in cholesterol metabolism towards lipid storage rather than remyelination. All observed changes are more pronounced in C22 compared to C3 mice. Notably, myelin-associated lipids in the C3 are lower at 3 weeks of age, when myelination still occurs, compared to the sciatic nerves of the C3 at 12 weeks of age (Fig. 3C, D).

**Fig. 3:**
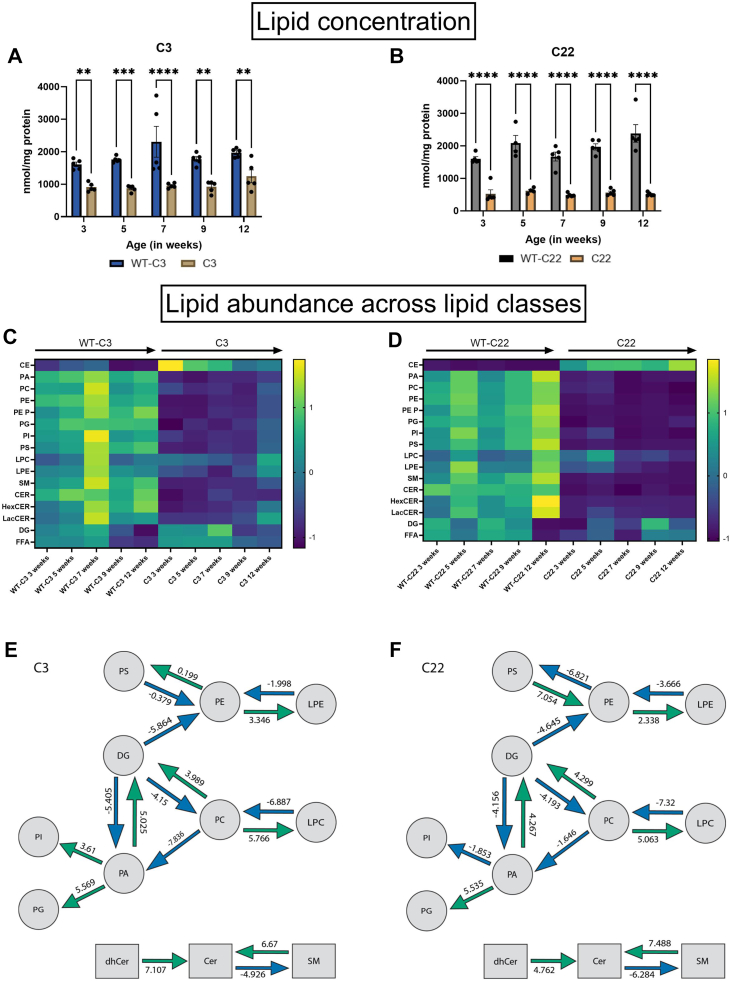
Altered lipid concentration and synthesis pathways based on the lipidome of two different CMT1A models compared to controls. A & B: Lipid concentration of the sciatic nerve of the C3 and the C22 at 5 time points (3, 5, 7, 9 and 12 weeks of age) compared to matched controls. Data is visualized as bar graph ± SEM, analysis was performed using a two-way ANOVA with a Tukey post hoc analysis (∗∗*P* < 0.002, ∗∗∗*P* < 0.0002, ∗∗∗∗*P* < 0.0001). C & D: Heatmap of the z-scores of the lipid class concentration corrected for protein concentration for the C3 and C22, and the corresponding control. E & F: BioPan analysis showed changes in both the C3 and C22 compared to controls. The z-scores were calculated by computing a weight value to determine the direction of the synthesis pathway. For each weighted edge a *t* test is conducted; by assuming normality, the *P*-value can be converted to a z-score. CE, cholesteryl esters; CER, Cerides; dhCER, dihydroceramide; HexCER, Hexosylceramid and LacCER, Lactosylceramid; LPC, Lyso-phosphatidylcholine; LPE, Lyso-phosphatidyl-ethanolamines; PA, phosphatidate; PC, phosphatidylcholine; PE, phosphatidylethanolamine; PE p-, plasmenylethalomines; PG, Phosphatidylglycerols; PI, Phosphatidyl-inositol; PS, Phosphatidyl-serine; SM, Sphingomyeline.

To gain insight into the proportional shifts of the lipidome, we conducted directional analysis using BioPan. We observed significant shifts in activated and inactivated lipid metabolism pathways for the C3 and C22 compared to the corresponding WT (Fig. 3E, F). In both the C3 and the C22 the conversion from SM to ceramide (CER) was in the top 5 most activated pathways (Fig. 3E, F). This activation was accompanied by a shift from dihydroceramide (dhCER) to CER, while the conversion from CER towards SM was suppressed in the C3 and C22 compared to the corresponding WT (Fig. 3E, F). The conversion from phosphatidylcholine (PC) to lysophosphatidylcholine (LPC) and from phosphatidylethanolamine (PE) to lysophosphatidylethanolamine (LPE) was increased in both C3 and C22 mice, while the conversion from LPC to PC and from LPE and PE was decreased in both the C3 and the C22 compared to the corresponding wildtype (Fig. 3E, F). Showing that there is a proportional shift towards lysophospholipids as a result of *PMP22* overexpression.

### Reduced phospholipid concentration and shift toward phosphatidylcholine in the CMT1A mouse models

Given the substantial alterations observed in phospholipid profiles in the C3 and C22, we wanted to further investigate this by looking at phospholipid synthesis and proportional shift within the lipidome. A clear decrease in the sum of phospholipid species (normalized to protein concentration) in the C3 and C22 compared to the corresponding WT was observed (Supplementary Fig. S7A, B). This overall reduction is supported by changes in the transcriptome, showing severe down regulation of the Glycerophospholipid biosynthesis pathway in IPA, a synthesis pathway of numerous phospholipids and plasmalogens (Table 1), this is supported by the reduced gene expression in the phospholipid synthesis pathway as shown in Figure 4A, B. Among the various phospholipid classes, PC is the most abundant. 

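Of a list of 31 genes of glycerophospholipid synthesis, which is not the gene set of IPA, 30 were expressed. In C3 their median log2 fold change was -0.19 (camera adjusted p = 0.0375), and 8 genes were lower and 1 higher over all genes, 9 and 1 adjusted over the list alone. In C22 it was -0.18 (camera adjusted p = 0.0216), with 10 genes lower and 2 higher both over all genes and adjusted over the list alone. The mean log2 CPM of the list was 5.43 ± 0.02 against 5.59 ± 0.08 in C3 and WT-C3 and 5.36 ± 0.07 against 5.6 ± 0.03 in C22 and WT-C22 (SD, n = 5 libraries), and the control library was the higher one at every age. The C3 result passed camera's threshold by little, and its adjusted p was 0.0538 without the C3 library of 12 weeks and 0.09, 0.06 and 0.0537 without the WT-C3 library of 3, 5 or 9 weeks. No difference between the changes of the list in C22 and C3 passed camera's threshold (median -0.17, adjusted p = 0.394). For the 7 genes drawn in Fig. 4B the median difference was -0.17 and did pass (camera adjusted p = 0.013). With an estimated correlation it did not (0.508). The paper drew these 7 genes as differentially expressed in the same libraries, so that pass is not independent support. Etnk1 (ENSMUSG00000030275) lies on chromosome 6 from 143112947 to 143178033. Etnk1, an ethanolamine kinase also drawn in Fig. 4B, had a log2 fold change of -0.38 (SE 0.08, edgeR adjusted p = 0.00753) in C3 and -0.46 (SE 0.08, edgeR adjusted p = 0.000732) in C22.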

PC constitutes a larger proportion of the lipidome in both the C3 and C22 compared to the controls (Fig. 4C, D). Notably, the proportional increase occurs despite the impaired synthesis of PC in the C3 and C22. 

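Pcyt1b (ENSMUSG00000035246) lies on chromosome X from 92698469 to 92793557. Cept1 (ENSMUSG00000040774) lies on chromosome 3 from 106409424 to 106455737. Chpt1 (ENSMUSG00000060002) lies on chromosome 10 from 88288348 to 88340029. Pcyt1b encodes an enzyme that makes CDP-choline, and Cept1 and Chpt1 encode the paralogous enzymes that use it to make PC. The log2 fold change of Pcyt1b was -0.54 (SE 0.08, edgeR adjusted p = 0.00105) in C3 and -2.01 (SE 0.16, edgeR adjusted p = 2.95e-06) in C22, lower at 5 of 5 ages in each, and the fall in C22 was the larger one by -1.49 (SE 0.19, edgeR adjusted p = 1.79e-05). Cept1 changed by -0.28 (SE 0.07, edgeR adjusted p = 0.0129) in C3 and by -0.31 (SE 0.08, edgeR adjusted p = 0.00758) in C22. Its adjusted p in C3 was 0.0673 with scaling by library size only and 0.0843 with no filter on low counts (from 0.00235 to 0.0843 over the 7 alternatives without an age term that kept all libraries). In C22 it was 0.195 with scaling by library size only (from 0.000799 to 0.195 over the 7 alternatives without an age term that kept all libraries). Chpt1 had a log2 fold change of -0.54 (SE 0.16, edgeR adjusted p = 0.03) in C3 and was lower at 5 of 5 ages. That call depended on the setting, as the adjusted p was 0.0706 with scaling by library size only and 0.0637 with all 25 libraries fitted together (from 0.00484 to 0.0706 over the 7 alternatives without an age term that kept all libraries). It lay between 0.0592 and 0.0771 without each of the C3 libraries of 3, 5 and 7 weeks and the WT-C3 libraries of 7, 9 and 12 weeks in turn. In C22, Chpt1 had a log2 fold change of -0.63 (SE 0.24, edgeR adjusted p = 0.0556) and was lower at 5 of 5 ages. It passed with age as a block, but without an age term it was not differentially expressed in C22. There its adjusted p was 0.019 in DESeq2, 0.0327 in edgeR's likelihood ratio test and 0.0235 with all 25 libraries fitted together (from 0.019 to 0.157 over the 7 alternatives without an age term that kept all libraries), and 0.00424 and 0.0268 without each of the C22 library of 9 weeks and the WT-C22 library of 3 weeks. The changes of Chpt1 in the 2 models did not differ in the test of the difference (edgeR adjusted p = 0.909).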

The expression of three key enzymes: choline/ethanolamine phosphotransferase (*Cept1*), the paralog choline phosphotransferase 1 (*Chpt1*), and phosphate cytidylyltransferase 1B (*Pcyt1b*), are downregulated compared to WT controls. However, PC degradation is also reduced in the C22, as the expression of phosphatidylserine synthase 1 (*Ptdss1*) and sphingomyelin synthase 1 is down in both the C3 and C22 (Fig. 4B). Moreover, the expression of an enzyme catalyzing the hydrolysis of PC and PE phospholipase A2 (*Pla2*) is decreased in both C3 and C22 compared to WT, with only *Plag6* expression being upregulated in the C3 nerves (Supplementary Fig. S8). This suggests that the proportional shift towards PC is a result of hampered degradation of lipids. In addition, the proportional concentration of LPC was elevated in the C3 nerves compared to the corresponding WT. 

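Ptdss1 (ENSMUSG00000021518) lies on chromosome 13 from 67080833 to 67164574. Ptdss1 had a log2 fold change of -0.23 (SE 0.12, edgeR adjusted p = 0.169) in C3, lower at 5 of 5 ages, which did not pass the threshold, and of -0.38 (SE 0.10, edgeR adjusted p = 0.0113) in C22, lower at 4 of 5 ages. In C3 it passed with age as a block. With scaling by library size only, the adjusted p of Ptdss1 in C22 was 0.0674, out of 0.00208 to 0.0674 over the 7 alternatives without an age term that kept all libraries. The difference between its changes in C22 and C3 was -0.17 (SE 0.16, edgeR adjusted p = 0.591). Sgms1 (ENSMUSG00000040451) lies on chromosome 19 from 32097497 to 32367505. Sphingomyelin synthase 1, encoded by Sgms1, fell by 0.62 in C3 (SE 0.08, edgeR adjusted p = 0.000466) and by 1.23 in C22 (SE 0.08, edgeR adjusted p = 3.41e-07), at 5 of 5 ages in each, and the fall in C22 was larger by -0.63 (SE 0.11, edgeR adjusted p = 0.00064). Sgms1 stood apart from the rest of its group in the C3 library of 9 weeks and the WT-C22 library of 12 weeks.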

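Of 21 genes listed as phospholipase A2 family members, 8 were expressed in the nerve, and their median log2 fold change was -0.47 (camera adjusted p = 0.0304) in C3 and -0.38 (camera adjusted p = 0.0152) in C22. In C3, 4 of the 8 were lower and 1 higher over all genes (5 and 1 adjusted over the list alone), and in C22 4 were lower and 0 higher in either count. Pla2g5 (ENSMUSG00000041193) lies on chromosome 4 from 138526553 to 138590916. Pla2g5 had 6.05 ± 2.66 CPM in C3, 16.5 ± 6.21 in WT-C3, 0.813 ± 0.27 in C22 and 21 ± 3.73 in WT-C22 (SD, n = 5). Its log2 fold change was -1.58 (SE 0.34, edgeR adjusted p = 0.0072) in C3 and -4.70 (SE 0.23, edgeR adjusted p = 5.85e-08) in C22, and the fall in C22 was larger by -3.13 (SE 0.44, edgeR adjusted p = 6.09e-05). Pla2g7 (ENSMUSG00000023913) lies on chromosome 17 from 43878846 to 43923289. Pla2g7 changed by -0.58 (SE 0.09, edgeR adjusted p = 0.00136) in C3 and by -0.77 (SE 0.15, edgeR adjusted p = 0.00137) in C22. Pla2g12a (ENSMUSG00000027999) lies on chromosome 3 from 129672211 to 129690319. Pla2g12a changed by -0.51 (SE 0.12, edgeR adjusted p = 0.0109) in C3 and by -0.23 (SE 0.09, edgeR adjusted p = 0.0454) in C22, but the C22 call did not hold, with an adjusted p of 0.527 with scaling by library size only, 0.0932 in edgeR's likelihood ratio test, 0.131 with no filter on low counts and 0.0609 with all 25 libraries fitted together (from 0.0277 to 0.527 over the 7 alternatives without an age term that kept all libraries). It lay between 0.0538 and 0.111 without each of the C22 libraries of 3, 7, 9 and 12 weeks and the WT-C22 libraries of 3, 5, 7 and 9 weeks in turn. The difference between the changes of Pla2g12a was 0.26 (SE 0.14, edgeR adjusted p = 0.275), and without the C3 library of 12 weeks its adjusted p was 0.032. Pla2g6 (ENSMUSG00000042632) lies on chromosome 15 from 79170418 to 79212631. Pla2g6 was higher in C3, with a log2 fold change of 0.37 (SE 0.11, edgeR adjusted p = 0.0274) and higher at 5 of 5 ages. Its adjusted p there was between 0.058 and 0.0653 without each of the C3 libraries of 5 and 7 weeks and the WT-C3 libraries of 9 and 12 weeks in turn. In C22, Pla2g6 had a log2 fold change of 0.04 (SE 0.08, edgeR adjusted p = 0.693), and the difference between the models, -0.34 (SE 0.13, edgeR adjusted p = 0.108), did not pass.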

For the C22 the relative concentration was higher except at 12 weeks of age (Supplementary Fig. S9A, B). The downregulation in *Pla2* expression and increase in LPC concentration is accompanied with changes in LPC and PC lipid species. In which palmitoleic acid (16:1) and oleic acid (18:1) are less abundant in both the C3 and C22 compared to the corresponding controls (Supplementary Fig. S10A–D). In the PC lipid class the proportion shifted towards poly unsaturated fatty acids, this shift is more pronounced in C22 mice compared to C3 mice (Supplementary Fig. S10A, B). Within the LPC lipid class the reduction of 16:1 and 18:1 are accompanied by a relative increase of palmitic acid (16:0) and stearic acid (18:0) (Supplementary Fig. S10C, D), which is in line with the reduce *Pla2g5* expression (Supplementary Fig. S8). However, the increase in LPC with poly unsaturated fatty acids was only consistently present in the C22. 

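Lpcat2 (ENSMUSG00000033192) lies on chromosome 8 from 93581919 to 93645910. Lpcat2 had a log2 fold change of 0.40 (SE 0.11, edgeR adjusted p = 0.0179) in C3, higher at 5 of 5 ages. In C22 the log2 fold change was 0.17 (SE 0.13, edgeR adjusted p = 0.315), higher at 3 of 5 ages, which passed only with scaling by library size alone, where it was 0.35 with an adjusted p of 0.0293 (up to 0.397 over the 7 alternatives without an age term that kept all libraries). The changes in the 2 models did not differ in the test of the difference (-0.25 (SE 0.18, edgeR adjusted p = 0.425)).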

Contrary, we observed elevated expression of lysophosphatidylcholine acyltransferase 2 (*Lpcat2*), an enzyme catalyzing the reacylation of LPC to PC (Supplementary Fig. S8).

**Fig. 4:**
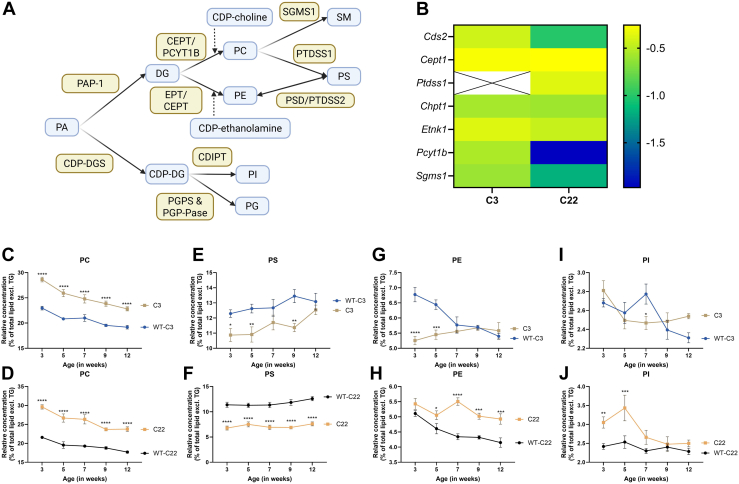
Concentration of phospholipids measured in the sciatic nerve of two different CMT1A mouse models. A: Visualized is a simplified synthesis pathway of phospholipids from phosphatidic acid (PA) towards multiple phospholipids. Figure was created in https://BioRender.com. B: A heatmap of the log2(Fold change) of differentially expressed genes in C3 and the C22 compared to the corresponding controls, showing reduced expression of genes involved in phospholipid synthesis in the C3 and C22 mice compared to the corresponding controls. C-J: Concentration per mg protein divided by the lipidome (excluding TG) of multiple phospholipid species over time in the sciatic nerve of the CMT1A mice models C3, C22 and the corresponding control. Data is visualized as the mean ± SEM, analysis was performed using a two-way ANOVA with a Tukey post hoc analysis (∗*P* < 0.05, ∗∗*P* < 0.002, ∗∗∗*P* < 0.0002, ∗∗∗∗*P* < 0.0001). CDP-DG, CDP-diacylglycerol; CDP-DGS, CDP-DG synthase; CDS1/2, CDP-diacylglycerol synthase half; CEPT, 1,2-diacylglycerol cholinephosphotransferase; CHPT1, Choline Phosphotransferase 1; DG, diacylglycerol; EPT, ethanolaminephosphotransferase; ETNK1, Ethanolamine Kinase 1; PAP-1, phosphatase-1; PC, phosphatidylcholines; PCYTB1B, Phosphate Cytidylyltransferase 1B Choline; PE, phosphatidylethanolamine; PGP-Pase, PGP phosphatase; PGPS, PGP synthase; PI, phosphatidylinositol; PS, phosphatidylserine; PTDSS1, Phosphatidylserine Synthase,1; PTSS1, Phosphatidylserine synthase 1; SGMS1, SM synthase-1.

Phosphatidylserine (PS), the second most abundant phospholipid in the sciatic nerve, has a lower relative concentration in the C3 mice at 3, 5 and 9 weeks (Fig. 4E), while it is lower for all timepoints in the C22 compared to WT (Fig. 4F). 

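Pisd (ENSMUSG00000023452) lies on chromosome 5 from 32893210 to 32943185. Ptdss2 (ENSMUSG00000025495) lies on chromosome 7 from 140702295 to 140737528. PS decarboxylase is encoded by Pisd, which the paper calls Psd1, and PS synthase 2 by Ptdss2. Pisd had a log2 fold change of 0.09 (SE 0.08, edgeR adjusted p = 0.451) in C3 and 0.11 (SE 0.11, edgeR adjusted p = 0.466) in C22. With scaling by library size only it was 0.28 in C22 with an adjusted p of 0.0307 (up to 0.569 over the 7 alternatives without an age term that kept all libraries). Ptdss2 had a log2 fold change of -0.17 (SE 0.08, edgeR adjusted p = 0.169) in C3 and -0.008 (SE 0.08, edgeR adjusted p = 0.947) in C22. The sign in C22 had no direction to read, since it turned to 0.16 with scaling by library size only, to 0.00029 with no filter on low counts and to between 0.02 and 0.03 without the C22 library of 9 or 12 weeks or the WT-C22 library of 3 or 12 weeks.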

The genes *Psd1* and *Ptdss2*, encoding for key enzymes converting PS to PE, are not differentially expressed. While, as previously stated, the expression of *Ptdss1* (encoding for PSS1, a key enzyme for the conversion of PC to PS) is lower in C22 mice (Fig. 4B), potentially leading to this overall shift. Within the PS, there is a reduced proportion of 18:1 fatty acid in the C3 and the C22 compared to the controls, which is accompanied by a proportional increase in 18:0 fatty acids (Supplementary Fig. S11A, B).

PE is synthesized from diacylglycerol by ethanolamine phosphotransferase (EPT) and CEPT1, of which *Cept1* is significantly lower expressed in the C3 and C22 (Fig. 4B). In line, the proportion of PE is lower at 3 and 5 weeks of age in the C3. However, in the C22 the proportion of PE is higher from 5 weeks of age compared to the corresponding WT (Fig. 4G, H). The LPE concentration is significantly higher in the C3 at 12 weeks and at 3, 5 and 7 weeks in the C22 compared to the control (Supplementary Fig. S12A, B). Within the PE lipid class, we observed a consistent reduction of 18:1 PE, while 18:0 and 16:0 were increased in the C3 and the C22 (Supplementary Fig. S12C, D). The LPE lipid species showed an increase in poly-saturated fatty acids, especially at 3 weeks of age (Supplementary Fig. S12E, F).

Although the proportion of phosphatidic acid (PA) in the lipidome of the sciatic nerve is low, the concentration of PA is decreased in the C3 at 3, 5 and 12 weeks, but higher in the C22 at 3, 7, and 12 weeks compared to corresponding WT mice (Supplementary Fig. S13A, B). The PA lipid species shift towards shorter fatty acids for both the C3 and the C22 compared to the corresponding wild types (Supplementary Fig. S13C, D). 

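Cds2 (ENSMUSG00000058793) lies on chromosome 2 from 132105057 to 132153970. Cds2 had a log2 fold change of -0.42 (SE 0.10, edgeR adjusted p = 0.0132) in C3 and -0.99 (SE 0.10, edgeR adjusted p = 1.24e-05) in C22, lower at 5 of 5 ages in each. The fall in C22 was larger by -0.59 (SE 0.14, edgeR adjusted p = 0.0103), though with scaling by library size only the adjusted p of that difference was 0.0515, the largest of the 7 alternatives without an age term that kept all libraries (lowest 0.00213). Cds1 (ENSMUSG00000029330) lies on chromosome 5 from 101912718 to 101971729. Cds1 went the other way. Its log2 fold change was 0.55 (SE 0.18, edgeR adjusted p = 0.0462) in C3, higher at 5 of 5 ages, and 0.70 (SE 0.16, edgeR adjusted p = 0.00467) in C22, higher at 5 of 5 ages. The rise of Cds1 in C3 was near the threshold, with an adjusted p of 0.0653 with no filter on low counts (from 0.0127 to 0.0653 over the 7 alternatives without an age term that kept all libraries). It lay between 0.0589 and 0.11 without each of the C3 libraries of 3, 5 and 7 weeks and the WT-C3 libraries of every age in turn.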

The conversion from PA to CDP-diacylglycerol (CDP-DG) occurs through CDP-DG synthase (CDP-DGS), encoded by CDP-diacylglycerol synthase 1 and 2 (*Cds1* and *Cds2*), of which *Cds2* is downregulated in the C3 and C22 (Fig. 4A, B). Subsequently, CDP-DG can be converted to phosphatidylinositol (PI). In the C3, we observe a lower percentage of PI at 7 weeks of age in the sciatic nerve compared to the control, while C22 have a higher percentage at 3 and 5 weeks of age (Fig. 4I, J). However, the synthesis of PI is downregulated in both the C3 and C22 mice compared to WT (Fig. 4A, B).

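Cdipt (ENSMUSG00000030682) lies on chromosome 7 from 126574782 to 126582587. PI synthase is encoded by Cdipt. Its log2 fold change was -0.39 (SE 0.06, edgeR adjusted p = 0.000512) in C22, lower at 5 of 5 ages, and -0.19 (SE 0.09, edgeR adjusted p = 0.129) in C3, lower at 5 of 5 ages, which did not pass. Without the C3 library of 9 weeks, the one with the fewest counts, it was -0.25 in C3 with an adjusted p of 0.0325, where the 7 alternatives without an age term that kept all libraries gave 0.0884 to 0.356. The difference between the models was -0.21 (SE 0.11, edgeR adjusted p = 0.236).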

In summary, *PMP22* overexpression causes a consistent downregulation in phospholipid concentration with a proportional shift towards PC and LPC. Moreover, there are distinct changes in fatty acid composition with a notable increase in LPE with a shift to poly-unsaturated lipids and PS and PE with an increased level of unsaturated fatty acids, already present from 3 weeks of age. Combined with the altered transcriptomics, *PMP22* overexpression causes changes in the Lands Pathway, a pathway important in the modulation of the fatty acids of the phospholipids, and the Kennedy pathway (32).

### Sphingomyelin and ceramide concentrations and synthesis are severely affected in CMT1A mouse models

Sphingolipids (SLs) contain a sphingoid base (sphingosine (d18:1) or sphinganine (d18:0)) and a fatty acid N-acyl chain. SM and CER are both SLs and are metabolically interconnected. They play crucial roles as signaling lipids for myelination and contribute significantly to lipid raft formation (33, 34). The N-acyl chain composition affects the properties of CER and SM, among which is their preference for different phases, surface topography, and transmembrane binding capacity (34).

For the C3 and C22 mouse models, the concentration of CER and SM is lower at all ages (Supplementary Fig. S14A–D). Relative SM and hexosylceramide (HexCer) concentrations remain consistently lower in both the C3 and C22 compared to WT (Fig. 5A–D). However, the relative CER concentration corrected for the total lipidome is higher in C3 at 7 weeks and in the C22 at 12 weeks of age compared to WT (Fig. 5E, F). The relative lactosylceramide (LacCER) concentration is higher in the C3, except for 7 weeks of age (Fig. 5G), while for the C22 mice, the concentration is higher until 12 weeks of age (Fig. 5H).

**Fig. 5:**
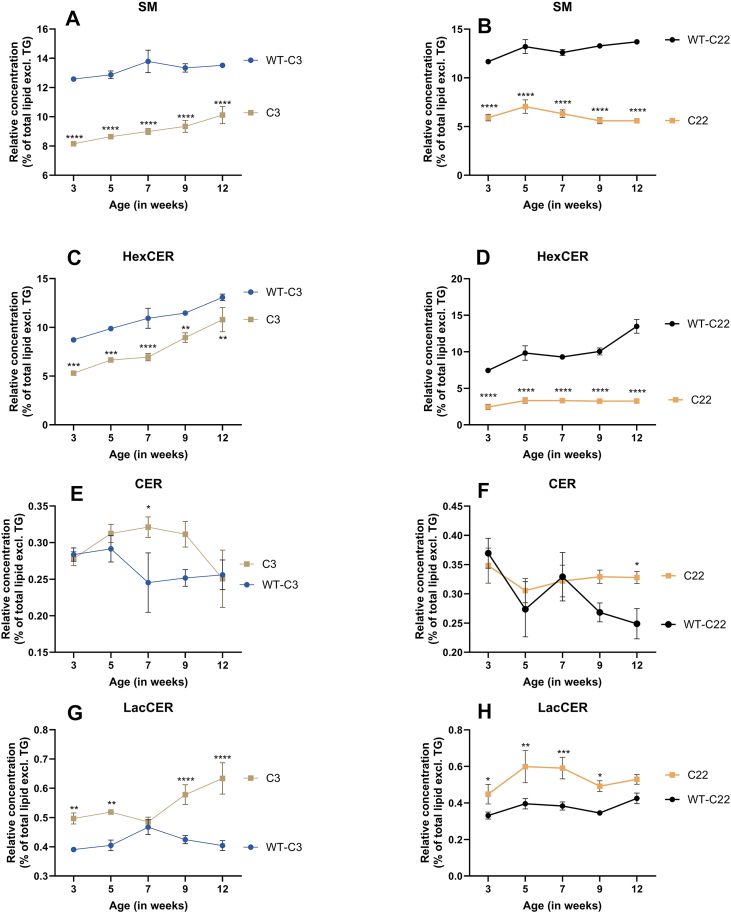
Alteration in sphingolipid concentration present in the sciatic nerve of CMT1A mice. A-H: The concentration of the sphingolipids; ceramide (CER), sphingomyelin (SM), hexosylceramide (HexCer) and lactosylceramide (LacCer), per mg protein divided by the lipidome (excluding TG) of the C3 and C22 and the corresponding wildtypes at 5 time points. Data is visualized as the mean ± SEM, analysis was preformed using a two-way ANOVA with a Tuckey post hoc analysis (∗*P* < 0.05, ∗∗*P* < 0.002, ∗∗∗*P* < 0.0002, ∗∗∗∗*P* < 0.0001).

The reduced concentration of SM can be contributed to lower concentrations of; SM d18:1/22:0, SM d18:1/24:0, and SM d18:1/24:1. Contrary to this, the concentration of SM d18:1/16:0 is increased in both the C3 and C22 (Fig. 6A, B). The HexCER species are all reduced in concentration, with no specific changes in type of fatty acid (Fig. 6C, D). Moreover, CER d18:1/16:0 and CER d18:1/18:0 levels are elevated, with the most pronounced effect observed in the C22. Notably, the CER d18:0 (sphinganine) variants are almost absent in the C22 mice and significantly lower in the C3 (Fig. 6E, F). The increase in relative LacCER concentration is primarily attributed to the rise in LacCER 18:1/18:1 and LacCER18:1/18:0 (Fig. 6G, H).

**Fig. 6:**
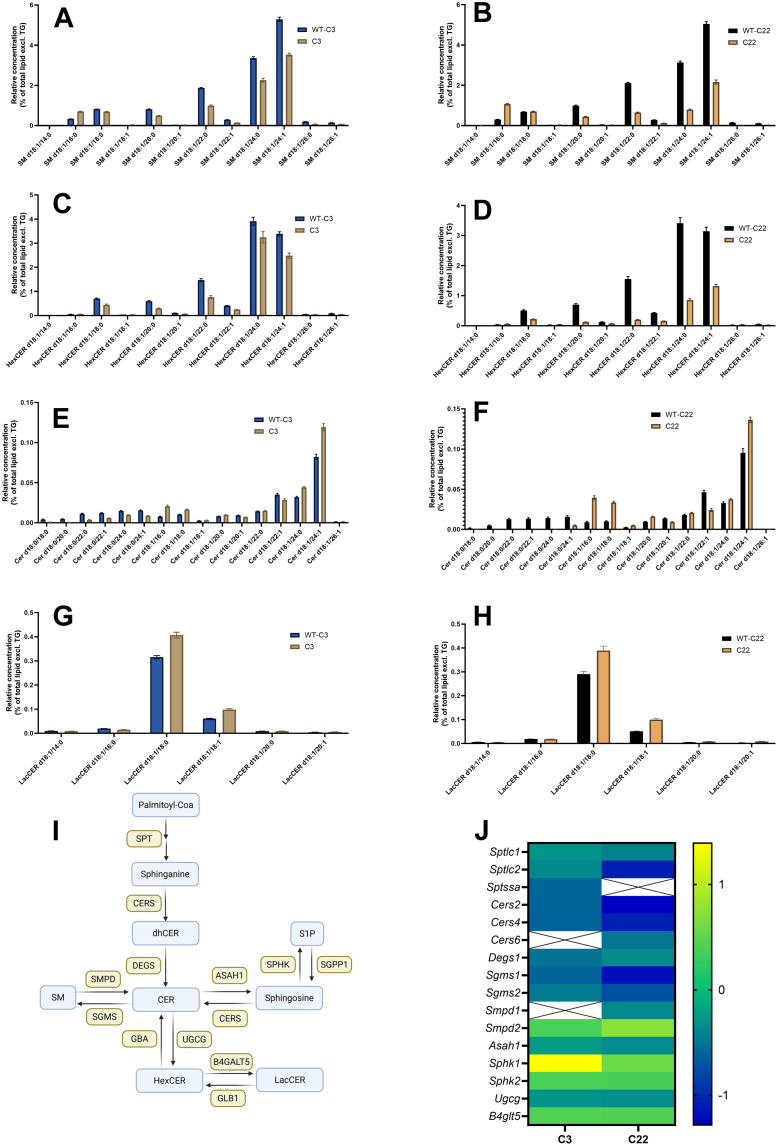
Proportional shift in sphingolipid species present in the sciatic nerve of CMT1A mice. A-H: Visualized is the concentration of the different lipid species of the sphingolipids; sphingomyelin (SM), hexosylceramide (HexCer), ceramide (CER) and lactosylceramide (LacCer), per mg protein divided by the lipidome (excluding TG) of the C3 and C22 and the corresponding wildtypes at 5 time points. concentration. Data is visualized as the mean ± SEM. I & J: A schematic overview of the sphingolipid (SL) synthesis pathway and important genes involved in this pathway. The Heatmap shows the log2(fold change) of differentially expressed genes in the CMT1A mouse models, important in the SL synthesis pathway. ASAH1, N-Acylsphingosine Amidohydrolase 1; B4GALT5, Beta-1,4-Galactosyltransferase 5; CERS2/4/6, Ceramide Synthase2/4/6; DEGS1, Delta 4-Desaturase, Sphingolipid 1; SGMS1/2, Sphingomyelin Synthase half; SMPD1/2, Sphingomyelin Phosphodiesterase half; SPHK1/2, Sphingosine Kinase half; SPTLC1/2, Serine Palmitoyltransferase Long Chain Base Subunit half; SPTSSA, Serine Palmitoyltransferase Small Subunit A; UGCG, UDP-Glucose Ceramide Glucosyltransferase. Figure 6I was created in https://BioRender.com.

Combining these observations, it would suggest that SLs with long-chain fatty acids are more impacted by *PMP22* overexpression and a shift towards SLs with shorter fatty acids occurs. Contrary to this, there is a proportional increase of CERd18:1/24:1 in the C3 and C22 mice compared to the corresponding WT, but these represent a really small fraction of the total lipidome (Fig. 6E, F).

#### The de novo synthesis of SM is downregulated in CMT1A mouse models, with specific CER species

The transcriptome analysis corroborated the observed decrease in SM and CER levels with clear changes in the SL metabolism. Transcriptomics data analyzed in IPA show that both synthesis, transport and modification of sphingolipids are massively impacted due to *PMP22* overexpression, with a clear effect of *PMP22* copy number (Table 1). 

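A list of 42 genes of sphingolipid synthesis, turnover and transport, which shares no source with IPA's sets, had 38 expressed members. Their median log2 fold change was -0.24 (camera adjusted p = 0.0252) in C3, with 15 genes lower and 6 higher over all genes and 17 and 6 adjusted over the list alone. In C22 it was -0.36 (camera adjusted p = 0.0428), with 19 lower and 7 higher, and 20 and 8 adjusted over the list alone. The mean log2 CPM of the list was 5.47 ± 0.08 against 5.62 ± 0.07 in C3 and WT-C3 (SD, n = 5 libraries, exact permutation test, p = 0.0238) and 5.28 ± 0.05 against 5.55 ± 0.08 in C22 and WT-C22 (SD, n = 5). Both results were near the threshold of the set test. In C3 the camera adjusted p was 0.059 without the C3 library of 12 weeks and 0.0551 without the WT-C3 library of 3 weeks. In C22 it was 0.0662 with scaling by library size only (0.0662 being the largest of the scalings and 0.469 that with an estimated correlation), and between 0.0585 and 0.0806 without each of the C22 libraries of 3, 9 and 12 weeks and the WT-C22 library of 3 weeks. The test of the difference between the models gave a median of -0.08 (camera adjusted p = 0.498) for the list.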

Underlying these changes are interesting mechanisms via which the observed changes in the SL lipid species present come to show. The formation of sphinganine, a rate-limiting step in de novo synthesis of SM and CER, is significantly impaired in the C3 and C22. For sphinganine synthesis, palmitoyl-CoA undergoes conversion to 3-Ketosphinganine through the action of Serine Palmitoyltransferase (SPT). 

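Sptlc1 (ENSMUSG00000021468) lies on chromosome 13 from 53486729 to 53531449. Sptlc2 (ENSMUSG00000021036) lies on chromosome 12 from 87351832 to 87435267. Sptlc1 had a log2 fold change of -0.29 (SE 0.08, edgeR adjusted p = 0.0224) in C3 and -0.42 (SE 0.08, edgeR adjusted p = 0.00158) in C22, and Sptlc2 one of -0.36 (SE 0.10, edgeR adjusted p = 0.0239) in C3 and -1.11 (SE 0.13, edgeR adjusted p = 5.92e-05) in C22, each lower at 5 of 5 ages. For Sptlc1 in C3 the adjusted p was 0.075 with scaling by library size only and 0.0973 with no filter on low counts (from 0.00773 to 0.0973 over the 7 alternatives without an age term that kept all libraries), and 0.0507 without the C3 library of 7 weeks. With age as a block the adjusted p of Sptlc1 in C3 was also above 0.05. For Sptlc2 in C3 it was 0.0571 with no filter on low counts (from 0.006 to 0.0571 over the 7 alternatives without an age term that kept all libraries). It lay between 0.0517 and 0.0597 without each of the C3 libraries of 5 and 7 weeks and the WT-C3 libraries of 3 and 5 weeks in turn. The fall of Sptlc2 was larger in C22 by -0.77 (SE 0.17, edgeR adjusted p = 0.00607).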

Two subunits of SPT, namely Serine Palmitoyltransferase Long Chain Base Subunit 1 (*Sptlc1*) and 2 (*Sptlc2*), are downregulated in the C3 and C22 (Fig. 6I, J). The Serine Palmitoyltransferase Small Subunit A (*Sptssa*) expression level is not differentially expressed in the C22 but decreased in the C3 (Fig. 6J). 

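Sptssa (ENSMUSG00000044408) lies on chromosome 12 from 54692171 to 54703363. For Sptssa the log2 fold change was -0.59 (SE 0.06, edgeR adjusted p = 0.0001) in C3, lower at 5 of 5 ages, and -0.08 (SE 0.09, edgeR adjusted p = 0.497) in C22, lower at 4 of 5 ages. In C22 it turned to 0.09 with scaling by library size only. The 2 models differed by 0.49 (SE 0.11, edgeR adjusted p = 0.00471) in the test of the difference itself.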

Sphinganine is subsequently converted by Ceramide Synthases (CERS) to dhCER (Fig. 6I) (35, 36). CERS has several variants, each exhibiting a preference for distinct acyl chain length. The transcription levels of *Cers2* and *Cers4*, both preferentially synthesize very long acyl chains (C22-24 and C18-22, respectively), are downregulated in the C3 and C22 mice (Fig. 6J). In contrast, *Cers1*, responsible for synthesizing C18 ceramides, is not differentially expressed in the C3 and C22. 

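Cers2 (ENSMUSG00000015714) lies on chromosome 3 from 95221790 to 95234060. Cers2 had a log2 fold change of -0.61 (SE 0.10, edgeR adjusted p = 0.00201) in C3 and -1.28 (SE 0.13, edgeR adjusted p = 1.37e-05) in C22, and the fall in C22 was larger by -0.69 (SE 0.17, edgeR adjusted p = 0.0082). Cers4 (ENSMUSG00000008206) lies on chromosome 8 from 4542809 to 4581680. Cers4 had a log2 fold change of -0.63 (SE 0.08, edgeR adjusted p = 0.000466) in C3 and -1.08 (SE 0.13, edgeR adjusted p = 7.76e-05) in C22, and the difference between the models was -0.47 (SE 0.16, edgeR adjusted p = 0.0706). Both genes were lower at 5 of 5 ages in both models. Of the 6 ceramide synthase genes 5 were expressed, and the median of the 5 was -0.13 (camera adjusted p = 0.0375) in C3, with 2 lower and 0 higher in either count, and -0.52 (camera adjusted p = 0.0428) in C22, with 3 lower and 0 higher. The set test of these 5 genes rested on single libraries. In C3 its camera adjusted p lay between 0.0587 and 0.089 without each of the C3 libraries of 9 and 12 weeks and the WT-C3 libraries of 3 and 5 weeks, and in C22 between 0.0572 and 0.0699 without each of the C22 libraries of 3, 9 and 12 weeks and the WT-C22 libraries of 3 and 5 weeks.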

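Cers1 (ENSMUSG00000087408) lies on chromosome 8 from 70768317 to 70784593. Cers1 had 4.07 ± 0.887 CPM in C3, 4.14 ± 0.764 in WT-C3, 3.63 ± 0.349 in C22 and 3.55 ± 0.957 in WT-C22 (SD, n = 5). Its log2 fold change was 0.005 (SE 0.19, edgeR adjusted p = 0.989) in C3 and 0.05 (SE 0.18, edgeR adjusted p = 0.826) in C22, and its sign changed in C3 with median-ratio size factors and without each of the C3 libraries of 5 and 7 weeks and the WT-C3 libraries of 7 and 9 weeks (from -0.12 to 0.09 over the fits without 1 library), and in C22 without the C22 library of 3 weeks or the WT-C22 library of 7, 9 or 12 weeks (from -0.03 to 0.16).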

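Cers6 (ENSMUSG00000027035) lies on chromosome 2 from 68691455 to 68944627. Cers6 had a log2 fold change of -0.52 (SE 0.15, edgeR adjusted p = 0.0149) in C22, lower at 5 of 5 ages, and of -0.08 (SE 0.12, edgeR adjusted p = 0.639) in C3, lower at 3 of 5 ages. With scaling by library size only its adjusted p in C22 was 0.0968, the largest of the 7 alternatives without an age term that kept all libraries (lowest 0.00248). The difference between its changes in C22 and C3 was -0.45 (SE 0.19, edgeR adjusted p = 0.149) and did not pass. With age as a block that difference passed.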

While *Cers6*, responsible for synthesizing C14-C16 ceramide, is down regulated only in C22 (Fig. 6J). Showing a mechanism via which the proportional changes in fatty acid length in SLs occurs. 

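In WT-C22, Cers6 rose with age at 0.08 per week (SE 0.03) in log2, without passing the spline test (edgeR adjusted p = 0.141) or the linear test (edgeR adjusted p = 0.0602). The linear slope passed with the filter on log2 CPM (0.0476) and in DESeq2 (0.0293), out of 0.0293 to 0.0612 over the 4 alternatives. In WT-C3 its slope was 0.05 per week (SE 0.03) (spline adjusted p = 0.499). Cers2 fell in WT-C22 at -0.07 per week (SE 0.02), with a spline adjusted p of 0.0693 and a linear adjusted p of 0.00904 in edgeR. The spline passed with 2 degrees of freedom (0.0479) and in DESeq2's likelihood ratio test (0.00189), out of 0.00189 to 0.0981 over the settings tried, and the linear slope of Cers2 lost its call without the WT-C22 library of 3 weeks (0.117) or 12 weeks (0.154). In WT-C3 the slope of Cers2 was -0.04 per week (SE 0.02) (spline adjusted p = 0.431). Cers4 fell in WT-C22 at -0.09 per week (SE 0.01) and passed the spline test (edgeR adjusted p = 0.0244), but its linear slope did not pass without the library of 12 weeks (0.096). In C3 and C22 no slope of these 3 genes passed, with edgeR spline adjusted p values of 0.294 and 0.635 for Cers2, 0.848 and 0.463 for Cers4 and 0.837 and 0.42 for Cers6.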

When looking into *Cers* expression over time, we see that *Cers6* expression correlates positively with time in the WT, while *Cers2* is negatively correlated, suggesting that the fatty acid shift in CER also occurs during aging (Supplementary Fig. S15).

The conversion of dhCER to CER is mediated by desaturase enzyme (*Degs1*), which exhibits decreased expression levels in both the C3 and C22. Furthermore, the conversion of CER to SM and HexCER is also attenuated (Fig. 6J). However, the conversion from SM to CER demonstrates a heterogeneous pattern. 

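Degs1 (ENSMUSG00000038633) lies on chromosome 1 from 182103335 to 182110389. Degs1 had a log2 fold change of -0.50 (SE 0.10, edgeR adjusted p = 0.00393) in C3 and -0.39 (SE 0.07, edgeR adjusted p = 0.00138) in C22, lower at 5 of 5 ages in C3 and lower at 5 of 5 ages in C22. Both calls held under every alternative and without any of the libraries.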

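Sgms2 (ENSMUSG00000050931) lies on chromosome 3 from 131112634 to 131197172. The second sphingomyelin synthase gene, Sgms2, had a log2 fold change of -0.47 (SE 0.12, edgeR adjusted p = 0.0177) in C3 and -0.85 (SE 0.11, edgeR adjusted p = 8.59e-05) in C22, and without the C3 library of 5 weeks its adjusted p in C3 was 0.0505. Ugcg (ENSMUSG00000028381) lies on chromosome 4 from 59189035 to 59222845. Ugcg, which encodes the enzyme that makes glucosylceramide, changed by -0.30 (SE 0.12, edgeR adjusted p = 0.0857) in C3, lower at 5 of 5 ages, and by -0.42 (SE 0.10, edgeR adjusted p = 0.00445) in C22. With all 25 libraries fitted together Ugcg passed in C3, at an adjusted p of 0.0251 (up to 0.204 over the 7 alternatives without an age term that kept all libraries), and with scaling by library size only it did not in C22, at 0.0652 (from 0.000555). The changes of Ugcg did not differ between the models (edgeR adjusted p = 0.671). B4galt5 (ENSMUSG00000017929) lies on chromosome 2 from 167140364 to 167191291. B4galt5, which encodes an enzyme that makes lactosylceramide from glucosylceramide, was higher, by 0.42 (SE 0.12, edgeR adjusted p = 0.0215) in C3 and 0.38 (SE 0.07, edgeR adjusted p = 0.00122) in C22, and its adjusted p in C3 was 0.055 and 0.0548 without each of the C3 library of 5 weeks and the WT-C3 library of 9 weeks. B4galt6 had a log2 fold change of -0.26 (SE 0.09, edgeR adjusted p = 0.0623) in C3 and -0.30 (SE 0.10, edgeR adjusted p = 0.0267) in C22. Its adjusted p in C22 was 0.259 with scaling by library size only (from 0.016 to 0.259 over the 7 alternatives without an age term that kept all libraries). It lay between 0.0565 and 0.0632 without each of the C22 libraries of 3 and 12 weeks and the WT-C22 libraries of 3, 5, 7 and 9 weeks in turn, and in C3 it was 0.0187 without the WT-C3 library of 12 weeks.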

Notably, acid sphingomyelinase, encoded by the gene Sphingomyelin Phosphodiesterase 1 (*Smpd1*), is downregulated in the C22, while neutral sphingomyelinase, encoded by *Smpd2*, is upregulated in C3 and C22 mice. 

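Smpd1 (ENSMUSG00000037049) lies on chromosome 7 from 105203564 to 105207597. Smpd1 had a log2 fold change of -0.37 (SE 0.09, edgeR adjusted p = 0.00567) in C22, lower at 4 of 5 ages, and -0.12 (SE 0.08, edgeR adjusted p = 0.341) in C3, lower at 3 of 5 ages. With scaling by library size only, the adjusted p in C22 was 0.0781, against a lowest value of 0.000229 over the 7 alternatives without an age term that kept all libraries. The difference between the models was -0.27 (SE 0.12, edgeR adjusted p = 0.165). Smpd2 (ENSMUSG00000019822) lies on chromosome 10 from 41361638 to 41366481. Smpd2 rose in both, with a log2 fold change of 0.38 (SE 0.10, edgeR adjusted p = 0.0144) in C3 and 0.75 (SE 0.08, edgeR adjusted p = 3.39e-05) in C22, at 5 of 5 ages in each.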

Acid sphingomyelinase predominantly facilitates lysosomal breakdown of SM, whereas neutral sphingomyelinase catalyzes SM directly at the plasma membrane (37). Ultimately, membrane lipids are destined for degradation in lysosomes through acid ceramidases (encoded by *Asah1*) into sphingosine. The degradation of sphingosine-by-sphingosine kinase (*Sphk*) into sphingosine-1-phosphate is increased in C3 and C22. Conversely, the reintegration of sphingosine via CERS into SL synthesis is reduced (Fig. 6J).

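Sphk1 (ENSMUSG00000061878) lies on chromosome 11 from 116421751 to 116427501. Sphk1 was expressed at a low level, with 5.38 ± 2.66 CPM in C3, 2.12 ± 0.826 in WT-C3, 1.41 ± 0.454 in C22 and 0.88 ± 0.288 in WT-C22 (SD, n = 5). Its log2 fold change was 1.45 (SE 0.36, edgeR adjusted p = 0.0136) in C3 and 0.69 (SE 0.29, edgeR adjusted p = 0.075) in C22, where it was higher at 5 of 5 ages and did not pass. With age as a block it passed in C22. In C22 its adjusted p was 0.0248 with scaling by library size only (from 0.0248 to 0.127 over the 7 alternatives without an age term that kept all libraries), and 0.0445 without the C22 library of 12 weeks. The changes of Sphk1 did not differ between the models in the test of the difference (-0.78 (SE 0.49, edgeR adjusted p = 0.361)). Sphk2 (ENSMUSG00000057342) lies on chromosome 7 from 45358891 to 45367426. Sphk2 had a log2 fold change of 0.39 (SE 0.12, edgeR adjusted p = 0.033) in C3 and 0.37 (SE 0.07, edgeR adjusted p = 0.00233) in C22, and in C3 the adjusted p was between 0.0658 and 0.0759 without each of the C3 libraries of 3 and 5 weeks and the WT-C3 libraries of 5, 7 and 12 weeks in turn. Asah1 (ENSMUSG00000031591) lies on chromosome 8 from 41792846 to 41827851. Asah1 had a log2 fold change of -0.36 (SE 0.08, edgeR adjusted p = 0.00256) in C22 and -0.24 (SE 0.08, edgeR adjusted p = 0.0419) in C3. The C3 call did not hold, with an adjusted p of 0.124 with scaling by library size only, 0.0674 in edgeR's likelihood ratio test, 0.182 with no filter on low counts and 0.0638 with the filterByExpr filter (from 0.0152 to 0.182 over the 7 alternatives without an age term that kept all libraries). It lay between 0.0558 and 0.1 without each of the C3 libraries of 5, 7, 9 and 12 weeks and the WT-C3 libraries of every age in turn.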

### Plasmalogen levels are severely reduced and accompanied by a proportional shift in CMT1A mouse models

Plasmalogens have been identified as crucial for myelinating Schwann cells and neuronal survival following injury (38, 39). Plasmalogens can act as signaling lipids by participating in the MAPK/ERK and PI3K/AKT pathways (40). In the C3 and C22 the plasmalogen concentration is significantly lower compared to the WTs (Supplementary Figs. S16 and Fig. 7A, B). The transcriptome supports the observed reduction in plasmalogen levels, with lower expression of genes important for the synthesis of plasmalogens (e.g. Fatty acyl-CoA reductase 1 (*Far1*), Plasmanyl ethanolamine desaturase 1 (*Peds1*), Alkylglycerone Phosphate Synthase (*Agps*), choline/ethanolamine phosphotransferase (*Cept1*) (Fig. 7C, D). Additionally, Glyceronephosphate O-acyltransferase (encoded by the gene *Gnpat*), one of the rate-limiting enzymes in plasmalogen synthesis, is downregulated in the C22 (Fig. 7C, D). Conversely, *Dhrs7b*, a gene encoding for acyl/alkyl DHAP reductase (*Adhapr*), which catalyzes acyl-DHAP to form 1-alkyl-2-lyso-*sn*-glycero-3-phosphate (AGP), is downregulated in C3 mice but not significantly altered C22 (Fig. 7D) (40, 41).

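Of a list of 8 genes of plasmalogen synthesis 7 were expressed, Cept1 among them, which the list shares with that of glycerophospholipid synthesis. Their median log2 fold change was -0.26 (camera adjusted p = 0.0252) in C3, with 2 lower in either count, and -0.31 (camera adjusted p = 0.051) in C22, with 4 lower in either count. Neither set result was firm. In C3 the camera adjusted p was 0.0538 without the C3 library of 12 weeks and 0.0551 without the WT-C3 library of 3 weeks, and in C22 it was 0.0493, 0.0484 and 0.0113 without the C22 library of 5 weeks or the WT-C22 library of 7 or 12 weeks. Fry gave 0.000985 for the list in C22, out of 0.000985 to 0.452 over the alternatives without an age term that kept all libraries. The 6 genes drawn in Fig. 7D passed camera in both models. Their medians were -0.27 (camera adjusted p = 0.0252) in C3 and -0.35 (camera adjusted p = 0.0428) in C22. With an estimated correlation they did not pass, at 0.31 and 0.425. The paper drew these genes as differentially expressed in the same libraries, so their pass is not independent support. Peds1 (ENSMUSG00000090213) lies on chromosome 2 from 167484516 to 167531742. Peds1 had a log2 fold change of -0.89 (SE 0.11, edgeR adjusted p = 0.000333) in C3 and -1.57 (SE 0.17, edgeR adjusted p = 2.81e-05) in C22. Its fall was larger in C22 by -0.70 (SE 0.21, edgeR adjusted p = 0.035), a difference with an adjusted p of 0.057 with no filter on low counts (from 0.0171 to 0.057 over the 7 alternatives without an age term that kept all libraries). It lay between 0.0549 and 0.0804 without each of the C3 libraries of 3, 5 and 7 weeks, the WT-C3 libraries of 7 and 12 weeks, the C22 libraries of 7 and 9 weeks and the WT-C22 libraries of 3 and 5 weeks in turn. Agps (ENSMUSG00000042410) lies on chromosome 2 from 75662455 to 75761694. Agps changed by -0.82 (SE 0.10, edgeR adjusted p = 7.16e-05) in C22 and by -0.26 (SE 0.12, edgeR adjusted p = 0.121) in C3, where it was lower at 4 of 5 ages and did not pass. The difference between the models for Agps was -0.58 (SE 0.16, edgeR adjusted p = 0.0223), with an adjusted p of 0.058 with no filter on low counts (from 0.00883 to 0.058 over the 7 alternatives without an age term that kept all libraries), and 0.052 without the C22 library of 3 weeks. Far1 (ENSMUSG00000030759) lies on chromosome 7 from 113090023 to 113170726. Without an age term Far1 passed in neither model, with a log2 fold change of -0.28 (SE 0.12, edgeR adjusted p = 0.118) in C3, lower at 5 of 5 ages, and -0.38 (SE 0.17, edgeR adjusted p = 0.0913) in C22, lower at 4 of 5 ages. With age as a block it passed in C3. Without the WT-C22 library of 12 weeks the change of Far1 in C22 was -0.52 with an adjusted p of 0.00365, while the 7 alternatives without an age term that kept all libraries gave 0.059 to 0.306.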

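Gnpat (ENSMUSG00000031985) lies on chromosome 8 from 125589754 to 125619303. Gnpat had a log2 fold change of -0.21 (SE 0.05, edgeR adjusted p = 0.00719) in C22, lower at 5 of 5 ages, and of -0.10 (SE 0.07, edgeR adjusted p = 0.316) in C3, lower at 4 of 5 ages. With scaling by library size only the C22 change was -0.04. The adjusted p in C22 was 0.528 with scaling by library size only and 0.076 with no filter on low counts (from 0.00063 to 0.528 over the 7 alternatives without an age term that kept all libraries). The difference between the models was -0.13 (SE 0.08, edgeR adjusted p = 0.375).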

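Dhrs7b (ENSMUSG00000042569) lies on chromosome 11 from 60721407 to 60759775. Dhrs7b had a log2 fold change of -0.06 (SE 0.09, edgeR adjusted p = 0.63) in C3, lower at 3 of 5 ages, and of 0.08 (SE 0.10, edgeR adjusted p = 0.536) in C22, higher at 3 of 5 ages. In C3 the sign turned with scaling by library size only (0.015 in log2), and over the 7 alternatives without an age term that kept all libraries the adjusted p there ran from 0.592 to 0.947. The test of the difference between the models gave 0.13 (SE 0.13, edgeR adjusted p = 0.617).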

**Fig. 7:**
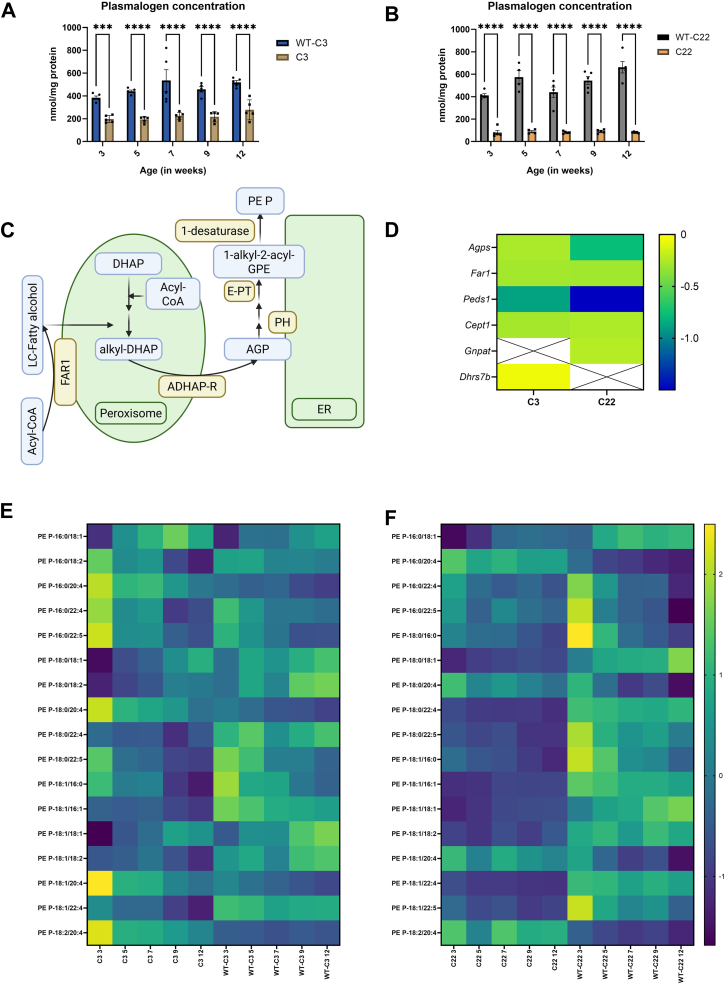
Reduced plasmalogen concentration with clear reduced synthesis of plasmalogens in the sciatic nerve of CMT1A mice. A & B: The plasmalogen (PE P-) concentration per mg protein of the C3 and C22 and the corresponding wildtypes at the 5 time points. Data is visualized as the mean ± SEM, analysis was performed using a two-way ANOVA with a Tuckey post hoc analysis (∗∗∗*P* < 0.0002, ∗∗∗∗*P* < 0.0001). C: A schematic overview of the de novo synthesis of plasmalogens. Figure was created in https://BioRender.com. D: A heatmap of differentially expressed genes depicting the log2(fold change) between the C3 compared to WT-C3 and C22 compared to WT-C22. We observed a consistent reduced expression of genes involved in plasmalogen synthesis in the C3 and C22 mice compared to corresponding controls. E & F: Heatmaps of plasmalogen species over time in the sciatic nerve of the C3 and C22 and their controls over time. The heatmap is visualized with the z-score based on the mean after normalization for total lipid concentration. ADHAP-R, acyl/alkyl DHAP reductase; AGP, 1-akyl-2-lyso-sn-glycero-3-phosphate; Agps, Alkylglycerone Phosphate Synthase; Cept1, Choline/Ethanolamine Phosphotransferase 1; DHAP, droxyacetone phosphate; Dhrs7, Dehydrogenase/Reductase 7; E-PT, ethanolamine-phosphotransferase; ER, endoplasmic reticulum; Far1, Fatty Acyl-CoA Reductase 1; Gnpat, Glycerophosphate O-Acyltransferase; Peds1, Plasmanyl ethanolamine desaturase 1; Peds1, Plasmanylethanolamine Desaturase 1; PH, phosphohydrolase.

Furthermore, the proportional shift in the plasmalogens over time shows a consistently lower concentration in two abundant plasmalogen species (PE P-18:1/18:1 and PE P-18:0/18:1), in C22 and C3 compared to their WT counterparts (Fig. 7E, F). These two plasmalogens already account for approximately 40%–60% of the total plasmalogen content in the WT. However, the proportion of PE P-16:0/18:1 is higher in C3 mice compared to the WT. Additionally, plasmalogens containing arachidonic acid (20:4), including PE P-18:1/20:4, PE P-18:0/20:4, PE P-16:0/20:4, and PE P-18:2/20:4, are relatively more abundant in the C3 and C22 mice compared to the corresponding WT (Fig. 7E, F). Notably, the concentrations of these three plasmalogen subtypes with oleic acid (18:1) are positively correlated with age in all mice. While the subtypes with FA 20:4 (PE P-18:1/20:4, PE P-18:0/20:4, and PE P-16:0/20:4) show a consistent negative correlation with age in all groups (Fig. 7E, F).

### Initiation and regulation of myelination are hampered due to PMP22 overexpression

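A list of 25 genes of myelin proteins and their regulators, all expressed, was examined in place of IPA's Myelination signaling pathway, whose genes are not given. The median log2 fold change was 0.14 (camera adjusted p = 0.132) in C3, with 6 genes lower and 8 higher over all genes (7 and 10 adjusted over the list alone), and 0.21 (camera adjusted p = 0.606) in C22, with 10 lower and 9 higher in either count. The mean log2 CPM of the list differed by 0.13 between C3 and WT-C3 (exact permutation test, p = 0.294, n = 5 libraries) and by -0.01 between C22 and WT-C22 (exact permutation test, p = 0.944, n = 5). Without the C3 library of 12 weeks the list passed the set test as higher in C3, with a camera adjusted p of 0.0357 (up to 0.37 over the fits without 1 library), and without the WT-C22 library of 12 weeks its direction in C22 changed, at 0.888. A z-score of IPA weighs each gene by the direction expected of the pathway and a median does not, so the 2 measures are on different scales.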

The transcriptome of the C3 and C22 mice, analyzed in IPA, shows a clear decrease in the Myelination signaling pathway in both C3 and C22 (Table 2). Moreover, signaling pathways in regulating myelin formation and maturation, ERK/MAPK and Protein phosphatidylinositol 3-kinases/kinase B (also known as PI3K/AKT), have significant negative z-scores in both the C3 and the C22 compared to WT (Table 2). This inactivation is associated with hypomyelination. 

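The transcripts of 25 components of the ERK/MAPK pathway had a median log2 fold change of -0.006 (camera adjusted p = 0.702) in C3, with 2 lower and 3 higher in either count, and of 0.03 (camera adjusted p = 0.606) in C22, with 4 lower and 7 higher in either count. Fry placed the list higher in C22 (adjusted p = 0.0238, against up to 0.713 with camera and an estimated correlation). Its mean log2 CPM differed by 0.05 in C3 (exact permutation test, p = 0.214, n = 5 libraries) and by 0.11 in C22 (exact permutation test, p = 0.0159, n = 5), higher at 5 of 5 ages there. The 21 components of the PI3K/AKT pathway had a median of 0.06 (camera adjusted p = 0.531) in C3, with 0 lower and 4 higher over all genes and 0 and 3 adjusted over the list alone, and of 0.005 (camera adjusted p = 0.789) in C22, with 2 lower and 3 higher over all genes and 0 and 3 adjusted over the list alone. The mean of this list differed by 0.07 in C3 (exact permutation test, p = 0.0397, n = 5 libraries), higher at 4 of 5 ages, and by 0.02 in C22 (exact permutation test, p = 0.579, n = 5). The permutation tests are not adjusted for the number of lists. These values are RNA levels of the components and not the phosphorylation that sets the activity of either pathway.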

The downregulation of these pathways is combined with the downregulation of mTOR signaling, which is downstream of the ERK/MAPK and PI3K/AKT signaling pathways. 

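The 21 components of mTOR signaling had a median log2 fold change of 0.02 (camera adjusted p = 0.757) in C3, with 3 genes lower and 4 higher in either count, and of 0.002 (camera adjusted p = 0.797) in C22, with 3 lower and 3 higher in either count. Fry placed the list higher in C3 (adjusted p = 0.041, against up to 0.856 with camera and an estimated correlation). Its mean log2 CPM differed by 0.05 in either model (exact permutation test, p = 0.0794 in each, n = 5 libraries), higher at 4 of 5 ages.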

The phosphatase and tensin homolog (PTEN) signaling pathway, is upregulated in both the C3 and C22. As PTEN is a direct negative modulator of the PI3K/AKT signaling pathway, these observations are all intertwined. Moreover, we observe an increased expression in the autophagy pathway and the Coordinated Lysosomal Expression and Regulation (CLEAR) signaling pathway in the C3, while in the C22 both these pathways have a negative z-score (Table 2).

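A list of 36 core autophagy genes had a median log2 fold change of -0.005 (camera adjusted p = 0.765) in C3, with 1 gene lower and 4 higher in either count, and of 0.008 (camera adjusted p = 0.937) in C22, with 6 lower and 6 higher in either count. The direction of camera in C22 turned without the C22 library of 5 weeks (adjusted p = 0.943). A list of 50 lysosomal genes of the CLEAR network had a median of 0.04 (camera adjusted p = 0.762) in C3, with 4 lower and 4 higher over all genes and 2 and 4 adjusted over the list alone, and of 0.05 (camera adjusted p = 0.797) in C22, with 9 lower and 11 higher in either count. Exact permutation tests on the mean log2 CPM of the lists gave p = 0.246 and p = 0.0873 in C3 and p = 0.944 and p = 0.325 in C22 for autophagy and CLEAR genes (n = 5 libraries each).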

**Table 2:** Differential expression in pathways important for myelination and lipid homeostasis in the sciatic nerves of CMT1A mice models compared to controls

Pathways	C3 versus WT-C3		C22 versus WT-C22	
	-log(*P*-value)	Z-score	-log(*P*-value)	Z-score
Myelination Signaling Pathway	14.6	−0.33	18.3	−1.96
ERK/MAPK Signaling	4.17	−0.34	7.84	−1.09
PI3K/AKT Signaling	2.04	−1.04	2.1	−0.38
mTOR Signaling	3.19	−1.4	2.65	−1.27
PTEN Signaling	4.92	0.962	9.27	1.98
Autophagy	3.89	0.82	3.64	−0.56
CLEAR Signaling Pathway	3.59	1.73	6.33	−0.23

The bulk RNA sequencing data of the sciatic nerve of C3 and C22 is analyzed with ingenuity pathway analysis. A significant downregulation in the C3 and C22 compared to control is observed in multiple pathways: Myelination Signaling Pathway, ERK/MAPK Signaling, PI3K/AKT Signaling, mTOR Signaling. While the following pathways are upregulated in the C3 compared to controls: PTEN Signaling, Autophagy, Coordinated Lysosomal Expression and Regulation (CLEAR) Signaling Pathway.

To conclude, pathway analysis shows reduced myelination, with reduced expression in myelination signaling pathways. These are combined with altered autophagy and lysosomal regulation, which are differently affected in the C3 and C22 mice models.

## Discussion

Myelination is fundamental for signal propagation and Schwann cell-axon interaction. In CMT1A, demyelination of the peripheral nerves is well-characterized, ultimately resulting in axonal degeneration. In the current study, we analyzed the lipidome and transcriptome of two mouse models of CMT1A, the C22 and the C3, across five different timepoints. Our findings reveal a consistent depletion in myelin-associated lipids, including cholesterol, sphingomyelin, phospholipids and plasmalogens, in both CMT1A mouse models compared to controls. 

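Between C3 and WT-C3, 3345 of 13989 genes (23.9%) were differentially expressed, 1743 higher and 1602 lower, and between C22 and WT-C22 5939 of 13991 (42.4%), 3070 higher and 2869 lower. Of these, 515 in C3 and 1033 in C22 changed more than 2-fold. The setting that moved either count most was a threshold of 0.01 for the adjusted p, which left 1459 genes in C3 and 3979 in C22. The C22 count was highest, at 7221, with scaling by library size only. That scaling also moved the median log2 fold change of all genes from 0.001 to 0.077 in C3 and from 0.005 to 0.174 in C22 and the share of higher genes from 52.1% to 71.4% in C3 and from 51.7% to 76% in C22. With each library left out in turn the count ran from 2245 to 3684 in C3 and from 5058 to 6027 in C22. In both models 2317 genes were called, against 1420 expected if the calls were independent, and 2234 of them (96.4%) in the same direction. The comparisons share no libraries. Among the 2230 mouse genes called in the same direction in both models, 1476 (66.2%) changed more in C22, with a median size in log2 of 0.505 in C3 and 0.63 in C22. Over all genes the log2 fold changes of the models had a Pearson r of 0.575, which is a description across genes and not across replicates. The test of the difference between the changes in C22 and C3 called 1687 genes, 664 with a higher and 1023 with a lower value in C22. For 760 of the 1687 the fitted change was in the same direction and larger in C22, and for 75 larger in C3. For 852 the fitted changes had opposite signs, whether or not either change was itself called. Over all genes, 83 were called in both models in opposite directions. The count of 1687 ran from 1312 to 1951 with 1 library left out. Scaling by library size only moved the median of all genes in the test of the difference from -0.03 to 0.082. It moved the share of higher genes from 39.4% to 63.1%. Of the 1687 genes 748 (44.3%) also differed between WT-C22 and WT-C3, a test that uses the same control libraries. In counts simulated with the 2 differences unrelated, this share was 15.8% to 19.5% with the called changes alone and 26.1% to 29.1% with every fitted change (20 simulations each). The simulated genes varied independently, so deviations that many genes of a control library share, which would add to the overlap, are left out. Copy number and strain are confounded in these groups.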

We observed a dosage effect of *PMP22* copy number, with the C22 model, harboring a higher *PMP22* dosage, exhibiting more pronounced alterations in both lipidomic and transcriptomic landscapes compared to the C3 model. This is in line with the severity of the neurological phenotype.

For proper myelin formation, not only lipid concentration itself but also the relative proportions of lipids and lipid species are crucial (42, 43, 44). Our analysis of the C3 and C22 models extends our previous work showing decreased cholesterol synthesis (15). This study shows that these changes result in a distinct reduction of sterol concentrations. Lathosterol, cholesterol, and cholestanol concentrations are reduced in the C3 and C22, with concentrations in C22 being more impacted than in the C3 mice. The CE concentrations were elevated in both the C22 and C3 compared to the WT mice, which has previously been associated with demyelination (45). In addition, we observed progressive accumulation in CE levels over time in the C22, whereas CE concentration declines over time in the C3. This temporal normalization of CE concentration is linked to remyelination, with CE clearance shown to correlate with remyelination. In contrast, in chronic demyelination of the spinal cord the CE concentration stays elevated (45). Suggesting that in the C22 the demyelination is more chronic and severe compared to the C3, where there might be partial remyelination. CE are formed to transport and store cholesterol in the cell and protect the cell from potential adverse effects of oxysterols (46, 47). This increase in CE while cholesterol synthesis is hampered can also be viewed as a more generic neurodegenerative phenotype, as it is also observed in AD and PD (48, 49). However, how this phenotype comes to show differs greatly. We hypothesize that in the case of CMT1A the altered sterol synthesis and concentrations is a result of the link between PMP22 and cholesterol homeostasis. One argument for this is that PMP22 contains CRAC and CARC motifs, enabling PMP22 to directly bind cholesterol (10, 11). Moreover, cholesterol synthesis, based on RNA expression levels, was increased by reducing PMP22 levels with antisense oligonucleotides in CMT1A animal models, strengthening the link between *Pmp22* expression levels and cholesterol homeostasis (50). Additionally, a study in PMP22 knockout mice and fibroblasts from CMT1A patients has shown that PMP22 levels are important for proper ABCA1-mediated cholesterol efflux (12). It has also been shown, in rat Schwann cells, that drug induced increases in CE concentration results in increased *Pmp22* levels (13). We further hypothesize that CE accumulation may result from impaired incorporation of cholesterol into the membrane, leading to its storage in esterified form. 

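Abca1 (ENSMUSG00000015243) lies on chromosome 4 from 53030787 to 53159900. Abca1, the cholesterol efflux transporter, had 105 ± 14.8 CPM in C3 and 51.5 ± 8.44 in WT-C3 (SD, n = 5), a log2 fold change of 1.03 (SE 0.13, edgeR adjusted p = 0.000366). The means were 167 ± 8.24 CPM in C22 and 69.7 ± 16.8 in WT-C22 (SD, n = 5), a log2 fold change of 1.25 (SE 0.15, edgeR adjusted p = 5.33e-05). It was higher at 5 of 5 ages in each model and stayed between 0.94 and 1.1 in C3 and between 1.15 and 1.34 in C22 with each library left out in turn.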

Which is supported by the observation that ABCA1 is upregulated in our CMT1A mouse models. Combining this with the alterations in CLEAR signaling and autophagy pathways, we argue that there is an interdependence between PMP22 and cholesterol homeostasis. Suggesting that the link between *PMP22* expression levels and cholesterol could be a potential driver of CMT1A pathology. Although the precise mechanisms underlying these shifts remain to be elucidated, our data indicate that modulation of cholesterol synthesis represents a promising avenue for therapeutic interventions in CMT1A.

In addition to the changes in sterol concentration, we show that from 3 weeks of age, the C3 mice have a lower phospholipid and SM concentration. With additional proportional shifts, such as the increase in PC at the expense of PE. A previous study in a CMT1A rat model showed similar changes at P5 and P10 (51), with PC and PE being relatively increased. The reduced SM and phospholipid concentrations were also reported in Prior, Silva (15) in both C3 mice (at 5 weeks of age) and in iPSC-derived Schwann cell precursors of CMT1A patients. We conclude that the change in phospholipids and SM is consistent across various models of CMT1A and from a very early stage of development. Notably, the reduced concentrations in SLs and plasmalogens are combined with shifts in fatty acids attached to the acyl group of these lipids. These fatty acids play a vital role in determining the preference for a specific phase, surface topography, and transmembrane binding properties of these lipids (34, 52). The proportion of SM containing shorter and more saturated fatty acids is increased in C3 and C22. Conversely, the plasmalogen species exhibited a proportional increase in FA 20:4, while the plasmalogens with FA 18:1 were reduced in both CMT1A mouse models. These alterations in plasmalogens and SM species influence myelin properties, leading to distinct differences in myelination between CMT1A and control groups. The concentration of plasmalogens and SM is closely linked to cholesterol transport, transmembrane function, and the efficiency of vesicular membrane fusion (53). Interestingly, plasmalogen levels in the membrane modulate the PI3K/AKT signaling. Deficiency of plasmalogen levels is suggested to inhibit PI3K/AKT signaling resulting in altered mTOR signaling and reduced myelination (54). We observed both pathways being downregulated in the C3 and C22. The observed changes in FA composition and the overall reduced concentration of plasmalogens are also observed in peroxisome biogenesis disorders, such as Zellweger spectrum disorders (ZSDs) and rhizomelic chondrodysplasia punctata (RCDP) type 1 (55). In patients with ZSD and RCDP, defects of myelination are observed (56, 57). 

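A list of 24 genes of peroxisome assembly and peroxisomal oxidation had a median log2 fold change of -0.10 (camera adjusted p = 0.182) in C3, with 4 genes lower and 2 higher over all genes and 5 and 2 adjusted over the list alone, and of -0.12 (camera adjusted p = 0.563) in C22, with 6 lower and 2 higher over all genes and 5 and 2 adjusted over the list alone. Fry gave an adjusted p of 0.0384 in C3, the lowest over the alternatives, with 0.577 for camera with an estimated correlation as the highest. The mean log2 CPM of the list differed by -0.11 in C3 (exact permutation test, p = 0.0556, n = 5 libraries) and by -0.11 in C22 (exact permutation test, p = 0.0873, n = 5).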

The lipidomics data would suggest that the peroxisomal functioning is hampered, although this is not fully supported by our RNA-seq data, making plasmalogen synthesis and peroxisomal functioning very interesting targets to mitigate the potential negative effects of demyelination.

We also observed changes in FA composition within SM and CER lipid classes. These changes may reflect alterations in the intracellular transport of newly synthesized CER from the ER to the Golgi, where it can be converted into SM. Typically, this process occurs either via vesicles or via ceramide transfer protein (CERT). CERT prefers the transport of CER with an acyl chain length less than 22 carbon atoms (58). As proposed by Prior, Silva (15), PMP22 overexpression may lead to difficulties in handling lipids and the clearance of lipid droplets. The absence of alternative transport routes causes dependence on the transport of CER via CERT. In CMT1A, this could contribute to the proportional changes in fatty acids available to synthesize SM, resulting in a shift toward SM with shorter carbon chains (33). Alterations in fatty acid composition, exemplified by elevated levels of lignoceric acid (24:0) and palmitic acid (16:0), have been implicated within the pathophysiological framework of multiple neurodegenerative disorders, including AD and PD (59, 60). An intriguing hypothesis is that for compact myelin formation, myelin proteins (e.g. PMP22, MBP, P2, and PLP) need to bind to phospholipids to stack lipid bilayers (61, 62, 63). The preference of myelin proteins for specific lipids and ordered membranes can vary depending on the presence of cholesterol and/or SM. Therefore, the changes in the lipid composition can both be a result and driver of dysmyelination (42, 62, 63). When *PMP22* expression is altered, this balance is disrupted, leading to fragile and dysfunctional myelin, which in turn causes the characteristic demyelinating phenotype. It remains important to note that lipid homeostasis is also post-transcriptionally regulated, gaining insight into this post-transcriptional role of PMP22 in lipid metabolism would be relevant for understanding how the observed changes come to show in CMT1A.

In conclusion, our findings highlight a crucial role for SM, plasmalogen and cholesterol metabolism in the pathogenesis and progression of CMT1A. Transcriptomics showed dysregulated lipid homeostasis, which were dependent on *PMP22* copy number, leading to alterations in the lipid species present in the lipidome. These findings suggest multiple potential pathways by which *PMP22* overexpression can drive dysmyelination and demyelination and show potential ways to intervene in the disease progression. 

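The reference of the authors holds the human locus, so human and mouse transcripts were counted apart. The table lists 15 human genes by Ensembl identifier, 8 of which had any count, and does not pair them with names. The one listed as ENSG00000109099 takes over 99% of the counts on the human genes. It had 12620 ± 1614 CPM in C3 and 11840 ± 1508 in C22 (SD, n = 5), a log2 difference of -0.09 of C22 over C3 (exact permutation test, two-sided, p = 0.468), and 1 to 83 counts in each control library. Scaling by library size only gave -0.01 (exact permutation test, p = 0.905), and taken relative to mouse Pmp22 the sign turned, to 1.18 (exact permutation test, p = 0.00794). Pmp22 (ENSMUSG00000018217) lies on chromosome 11 from 63019718 to 63050600. Mouse Pmp22 had 10420 ± 1354 CPM in C3 and 23240 ± 4555 in WT-C3 (SD, n = 5), a log2 fold change of -1.16 (SE 0.16, edgeR adjusted p = 0.000548). The means were 4312 ± 411 CPM in C22 and 22940 ± 7461 in WT-C22 (SD, n = 5), a log2 fold change of -2.42 (SE 0.23, edgeR adjusted p = 9.42e-06). The fall in C22 was larger by -1.28 (SE 0.27, edgeR adjusted p = 0.00346). The ratio of the human to the mouse gene was 1.21 ± 0.0247 in C3 and 2.74 ± 0.126 in C22 (SD, n = 5, exact permutation test, p = 0.00794). The sum of both was 23040 ± 2956 CPM in C3 against 23250 ± 4552 in WT-C3 (SD, n = 5, exact permutation test, p = 1) and 16150 ± 1906 in C22 against 22940 ± 7461 in WT-C22 (SD, n = 5, exact permutation test, p = 0.0952), and it was lower in C22 than in C3 (exact permutation test, p = 0.0159). These are shares of the RNA of the nerve, with no absolute scale. The paper describes changes in its transcriptome and lipidome data that are larger in C22 than in C3, as an effect of the copy number of PMP22. It proposes several possible routes from PMP22 overexpression to dysmyelination and demyelination, and potential points to intervene.

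**Figure D2:**
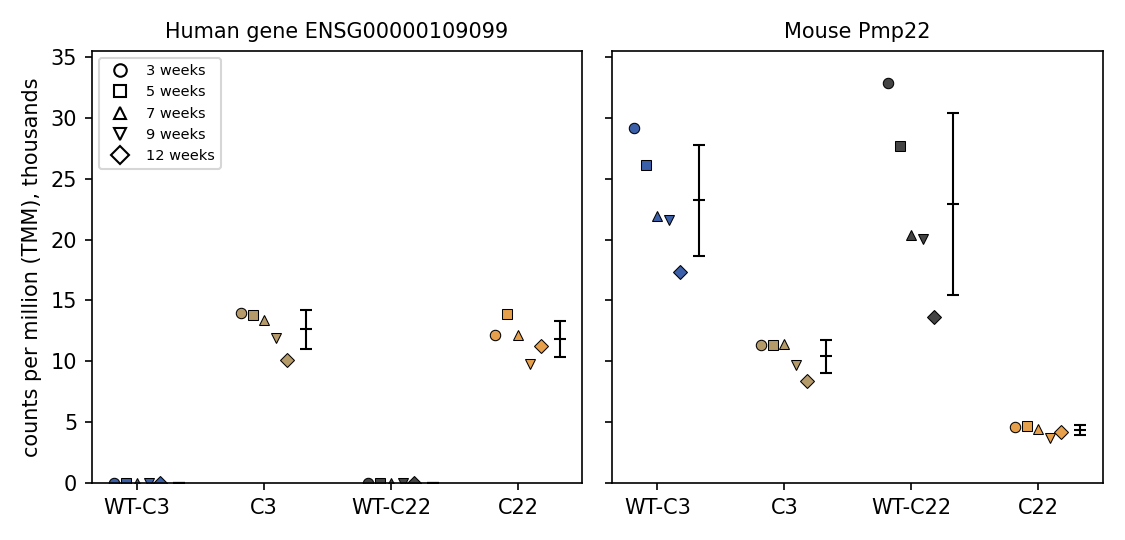
Human gene ENSG00000109099 and mouse Pmp22 in TMM-scaled CPM in WT-C3, C3, WT-C22 and C22, with a marker for the age of each library and bars for the mean and SD of the 5 libraries. The human gene is at similar levels in C3 and C22, and mouse Pmp22 is lower in C22 than in C3 and lower in both than in their controls.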

We propose opportunities for dietary interventions, specifically boosting the plasmalogen levels, to improve and support myelination in CMT1A. Previous studies on lipid enriched diets in CMT1A models showed promising results (14, 17). However, with the knowledge presented here, we hypothesize that plasmalogen supplementation with consideration of fatty acid composition would yield better results. As plasmalogens form a major component of the membrane and could regulate the cholesterol homeostasis (42, 64). Moreover, plasmalogen replacement therapy, a strategy to improve plasmalogen levels by supplementation of small molecules, has been effective in multiple pathologies (e.g., AD and PD) and increases nerve conduction with minimal negative effects (40, 65).

## Data availability

The data of C3 and C3-WT without TG can be interactively viewed via; https://cpm-lumc.shinyapps.io/soda-light/?experimentId=NLA_920 and for C22 and C22-WT without TG via https://cpm-lumc.shinyapps.io/soda-light/?experimentId=NLA_918. The RNA-seq data is available in the NCBI's gene expression omnibus (GEO) under number GSE312450. Data underlying this article will be shared on reasonable request to the corresponding author.

## Supplemental data

This article contains supplemental data.

## Conflict of interest

The authors declare that they do not have any conflicts of interest with the content of this article.

# Supplementary material for: Longitudinal analysis of lipid changes in the sciatic nerve caused by overexpression of PMP22 in murine models of CMT1A
**Source:** J Lipid Res. 2026 Mar 11;67(4):101018. doi: 10.1016/j.jlr.2026.101018
**Supplement:** Supplementary Figures

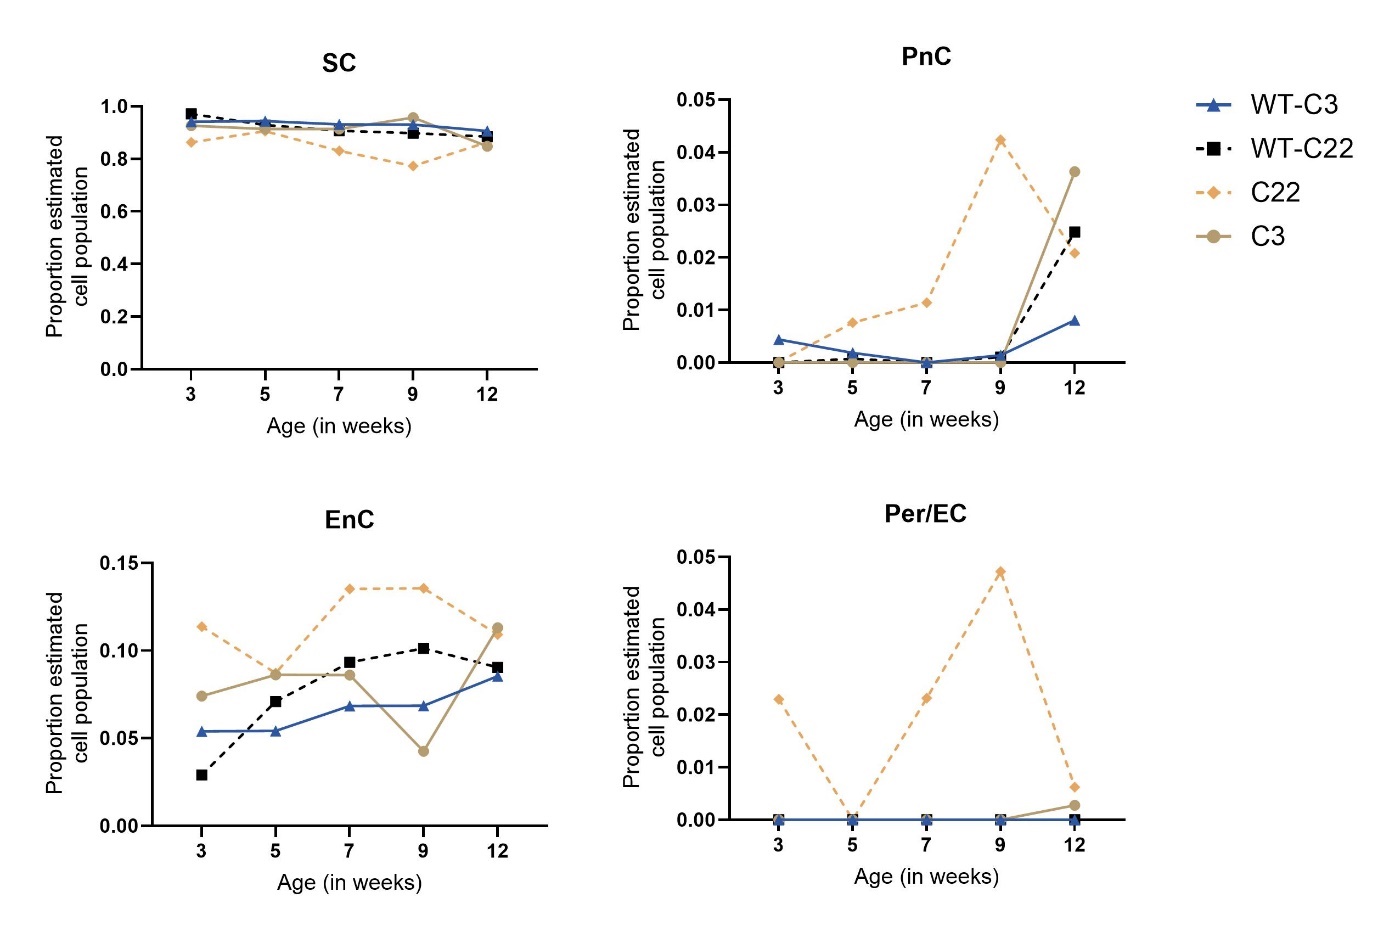

**Supplementary figure 1. Estimated cell population based on deconvolution of RNA-bulk sequencing of the sciatic nerve of CMT1A mouse models and the corresponding control over time.** A, B, C & D: It becomes apparent that Schwann cells (SC) are the major cell population in the axon with no major shift between the C3 and WT-C3 and the C22 compared to the WT-C22. There are relative lower amounts of perineurial (PnC), endoneurial (EnC) and pericytes and endothelial (Per and EC) cells in the sciatic nerve, based on the transcriptomics data. The estimated proportion per cell type is based on deconvolution of the RNA-bulk data set with MUSIC and a single nuclei data set from the sciatic nerve. Data is visualized as a single data point per timepoint.

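The single nuclei data used for the deconvolution are not part of the deposited files, so the estimated proportions were not recomputed, and the levels of marker genes of each cell type were examined instead. Markers of myelinating Schwann cells (10 genes) had a median log2 fold change of 0.14 (camera adjusted p = 0.721) in C3 and -0.56 (camera adjusted p = 0.375) in C22, with 2 lower and 3 higher in C3 and 5 lower and 3 higher in C22 over all genes (2 and 4, and 5 and 3, adjusted over the list alone). Markers of macrophages (13 genes) had medians of 0.02 (camera adjusted p = 0.78) and 0.02 (camera adjusted p = 0.797), those of endoneurial fibroblasts (10 genes) 0.01 (camera adjusted p = 0.967) and -0.14 (camera adjusted p = 0.606), and 5 expressed markers of mast cells 0.27 (camera adjusted p = 0.609) and -0.12 (camera adjusted p = 0.811). The markers of perineurial cells (8 genes) were lower, with medians of -0.49 (camera adjusted p = 0.0189) in C3, where 5 were called lower, and -0.65 (camera adjusted p = 0.00956) in C22, where 6 were, in either count. Markers of endothelial cells and pericytes (12 genes) were also lower, with medians of -0.27 (camera adjusted p = 0.0325) in C3 and -0.56 (camera adjusted p = 0.00593) in C22, with 4 lower and 1 higher in C3 over all genes (6 and 1 adjusted over the list alone) and 9 lower in C22 in either count. In C3 this list did not pass without the C3 library of 3 weeks (camera adjusted p = 0.0923) or the WT-C3 library of 3 weeks (camera adjusted p = 0.0551). A marker level in bulk RNA changes with the share of a cell type and with the expression in its cells alike.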

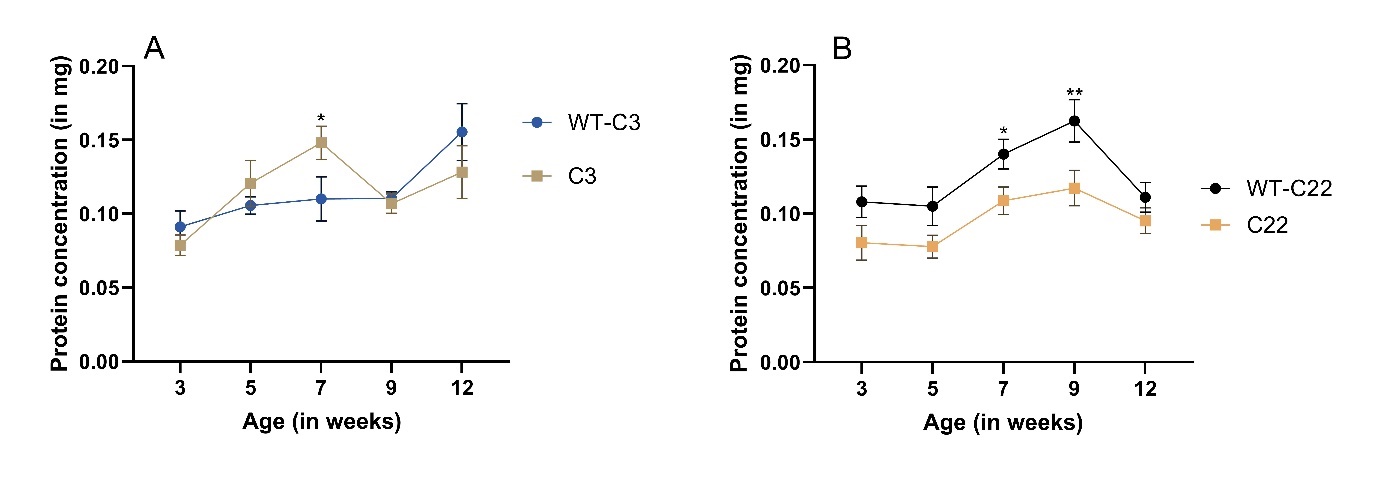

**Supplementary figure 2. Protein concentration of the sciatic nerve of CMT1A mouse models and the corresponding control over time used for normalization of the measured lipidome.** A: The protein concentration (in mg) the sciatic nerve of the C3 and the control (WT-C3) over time. B: The protein concentration (in mg) of the C22 and the corresponding control (WT-C22) over time. Data is visualized as the mean ± SEM. Analysis was preformed using a two-way ANOVA with a Tuckey post hoc analysis (*P<0.05 and **P < 0.002).

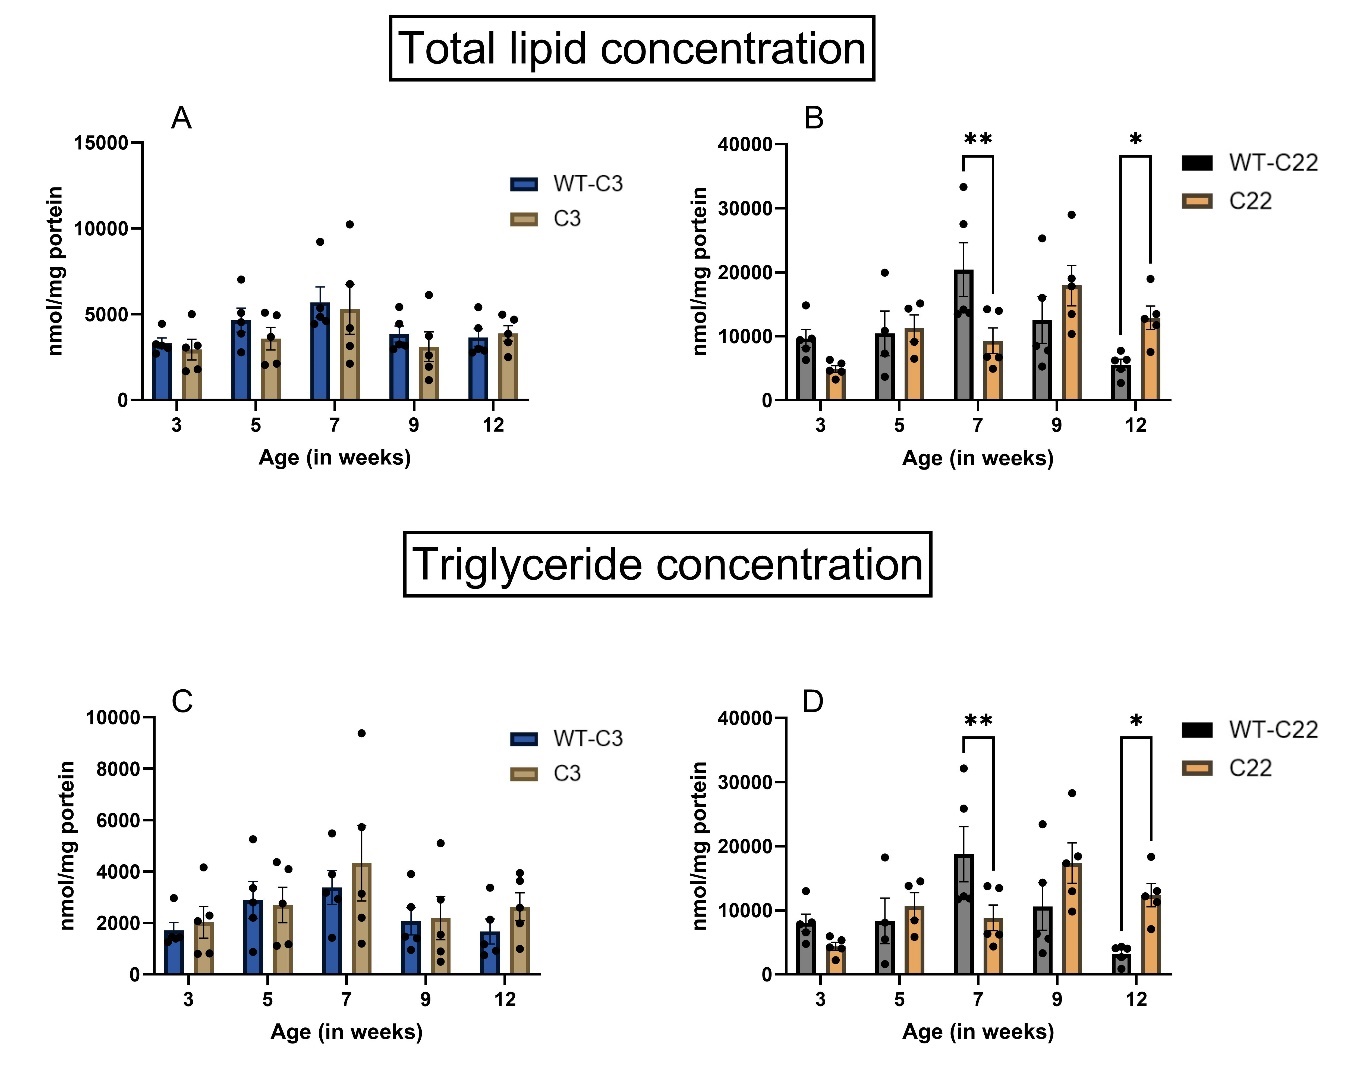

**Supplementary figure 3. Total and triglyceride concentration of lipids measured in the sciatic nerve of three different CMT1A. mouse models and their respective wild type control.** Visualized is the total lipid concentration (A & B) and the triglyceride concentration (C & D) measured by the Lipidized corrected for mg protein per sample of the sciatic nerve of C3, C22 and the corresponding controls at 5 different time points (3, 5, 7, 9 and 12 weeks of age). C&D: Data is visualized by means of a boxplot ± SEM, analysis was preformed using a two-way ANOVA with a Tuckey post hoc analysis (*P<0.05 and **P < 0.002).

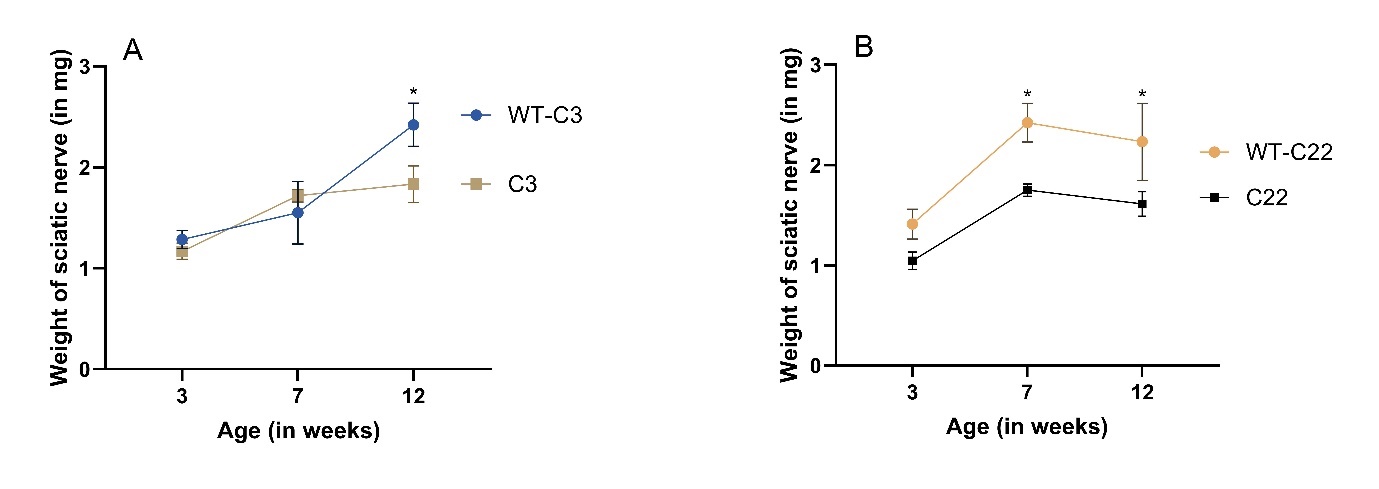

**Supplementary figure 4. The weight of the sciatic nerve of CMT1A mouse models and the corresponding control over time used for normalization of the cholesterol measurements.** A: The average weight (in mg) of the sciatic nerve of the C3 and the control (WT-C3). B: The weight of the sciatic nerve (in mg) of the C22 and the control (WT-C22). Data is visualized as the mean ± SEM. Analysis was preformed using a two-way ANOVA with a Tuckey post hoc analysis (*P<0.05).

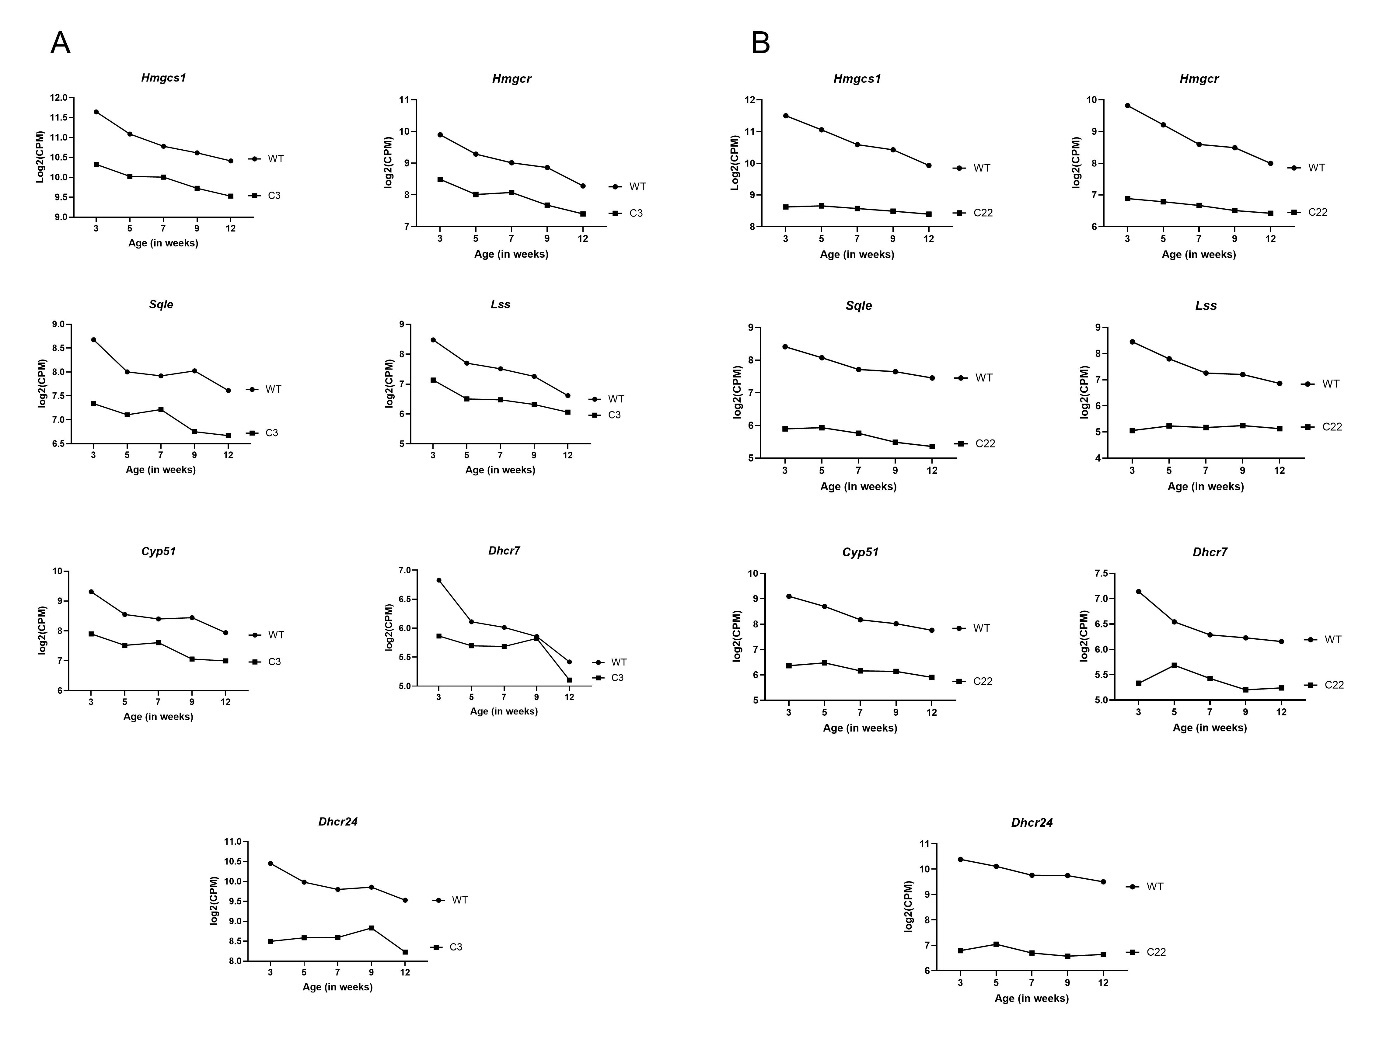

**Supplementary figure 5. Time course analysis of genes important for de novo cholesterol synthesis.** A & B: Visualized are expression levels of genes over time that play a pivotal role in cholesterol synthesis for C3 and the corresponding WT and C22 and the corresponding WT. The expression of all genes are negatively correlated with time in both the WT-C3 and WT-C22. *Hmgcs(1), 3-Hydroxy-3-Methylglutaryl-CoA Synthase 1; Hmgcr, 3-hydroxy-3-methylglutaryl CoA reductase; Sqle, Squalene Epoxidase; Lss, Lanosterol synthase; Cyp51, Lanosterol 14α-demethylase; Dhcr7, 7-Dehydrocholesterol Reductas; Dhcr24, 24-Dehydrocholesterol Reductase.*

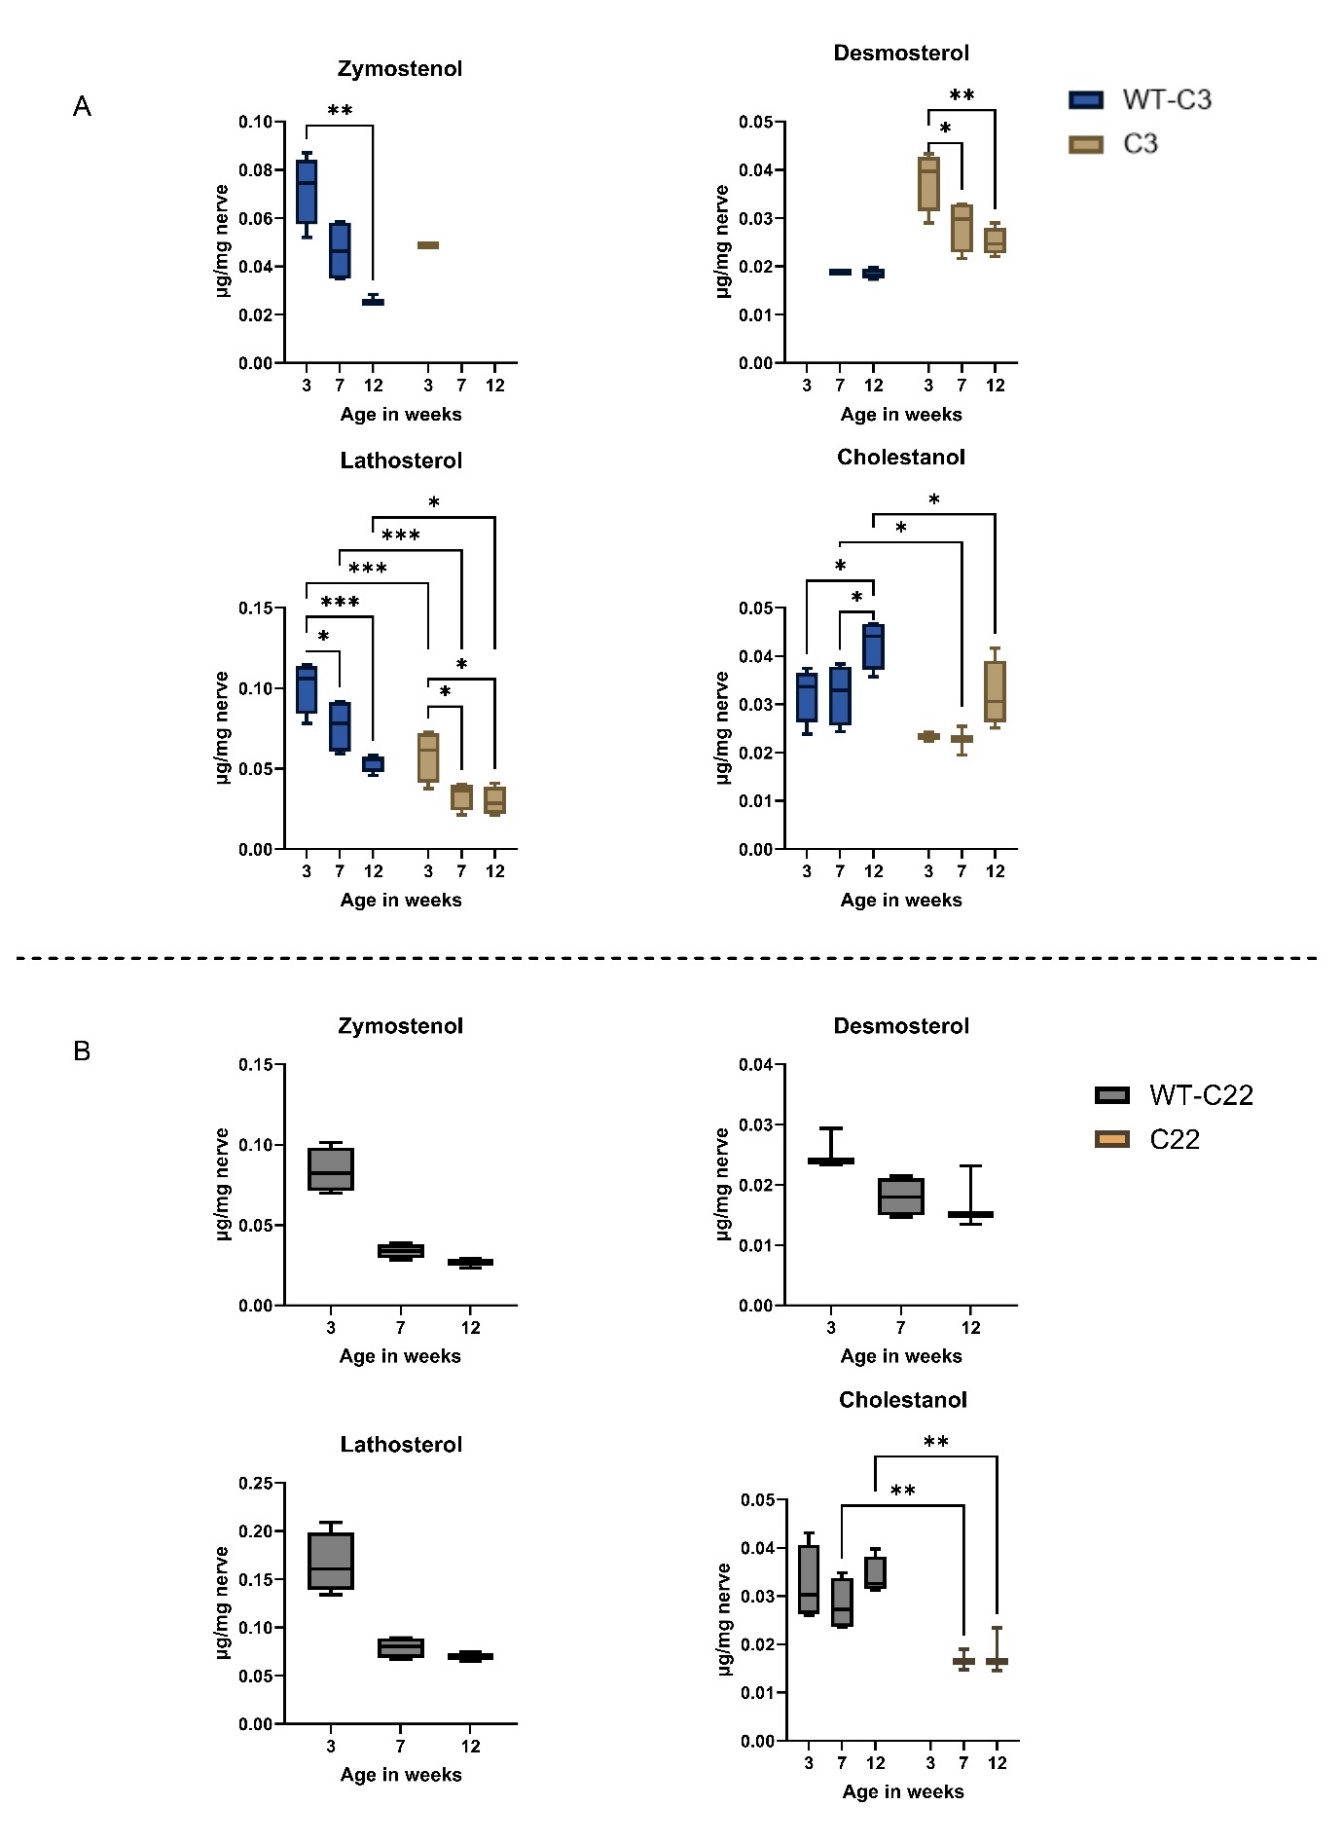

**Supplementary figure 6. Cholesterol precursors over time in the sciatic nerve of two different CMT1A mice models.** Concentration of the sterols measured in the sciatic nerves of the C3 (A), C22 (B) and the corresponding controls is normalized for the weight of the sciatic nerve in mg. We measured the concentrations of; zymostenol, desmosterol, lathosterol and cholestanol, at 3, 7 and 12 weeks of age. Data is visualized by means of a box plot ± SEM, analysis was preformed using a two-way ANOVA with a Tuckey post hoc analysis (*P<0.05, **P < 0.002, ***P<0.0002).

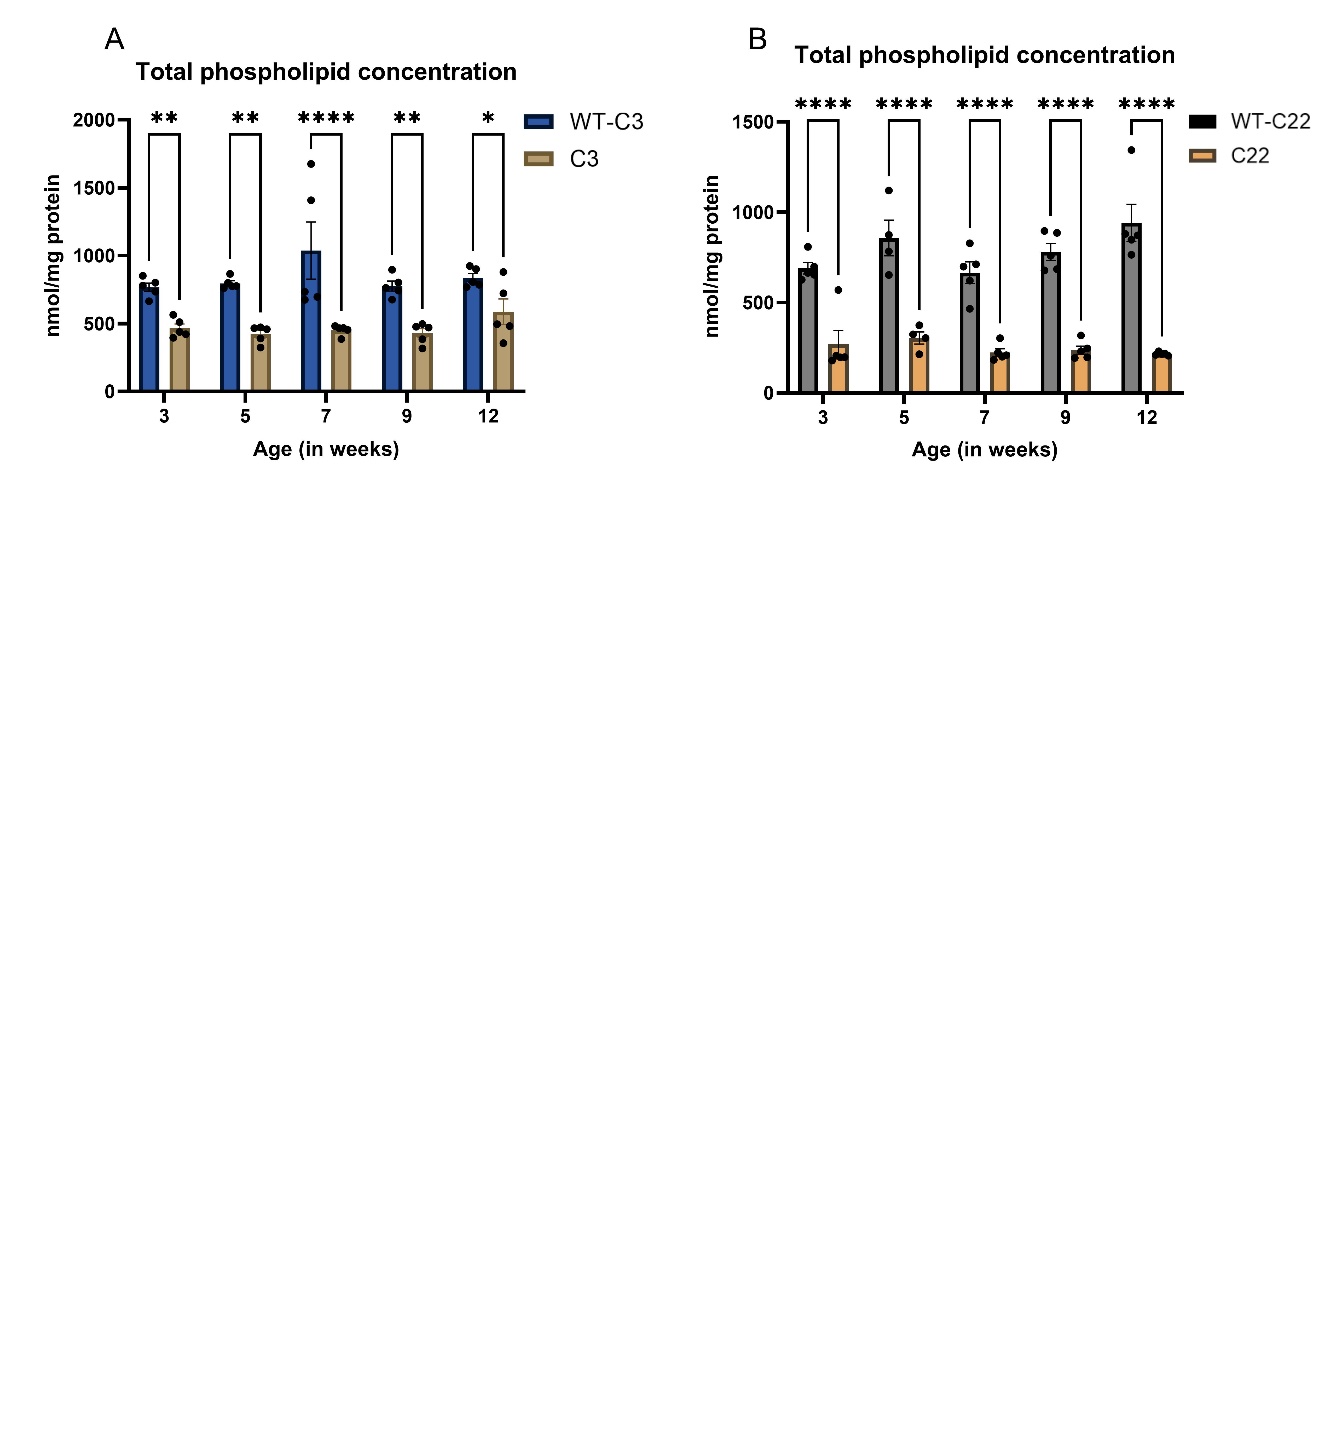

**Supplementary figure 7**. **Total phospholipid concentration in the lipidome of the sciatic of two different CMT1A mice models and the controls**. A & B: Total phospholipid concentration, calculated by cumulative quantification of: PC, PE, PA, PG, PI, PS, LPC and LPE. A: The concentration of phospholipids of the sciatic nerves corrected for protein concentration, is consistently lower in the C3 compared to the control (WT-C3). B: The concentration of phospholipids in the sciatic nerves corrected for protein concentration, is consistently lower in the C22 compared to the control (WT-C22). Data is visualized as the mean ± SEM, analysis was preformed using a two-way ANOVA with a Tuckey post hoc analysis (*P<0.05, **P < 0.002, **** P<0.0001).

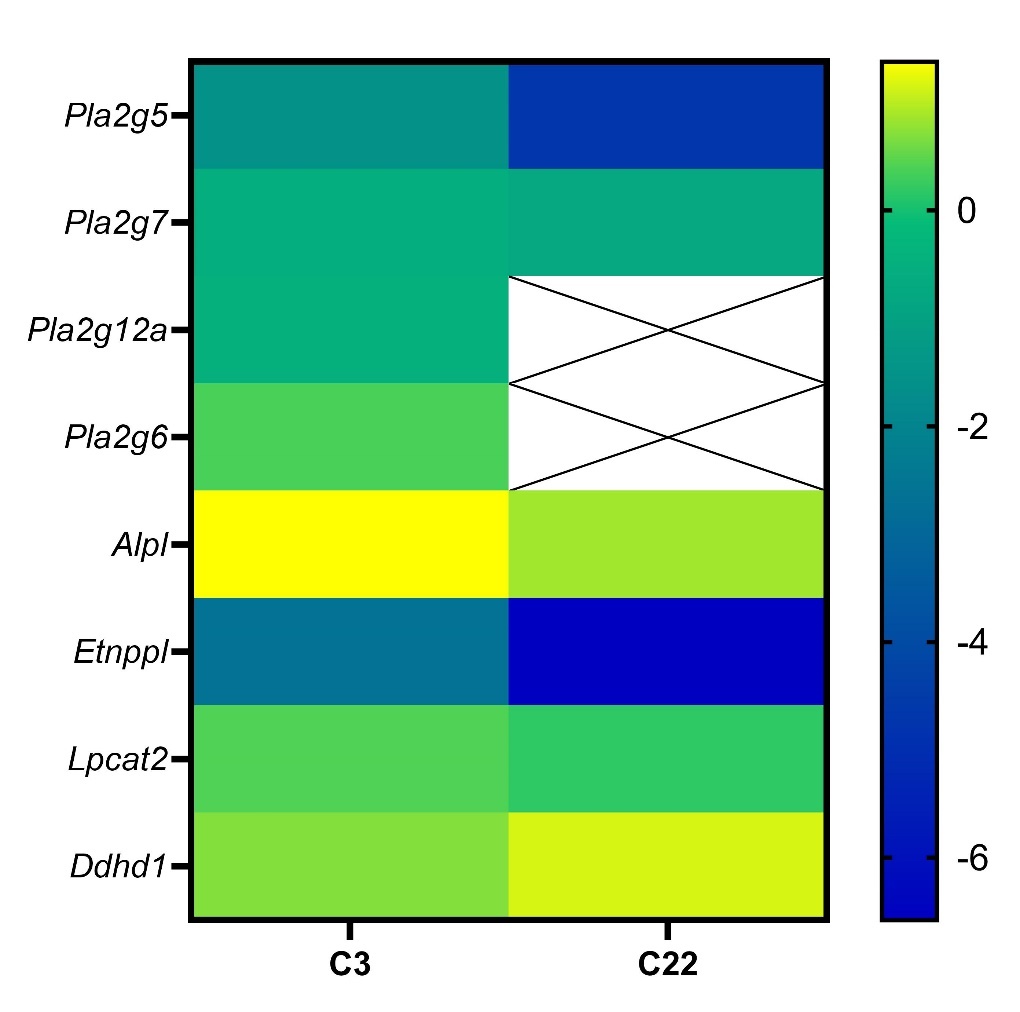

**Supplementary figure 8. Expression levels of genes important in the breakdown of phospholipids in two different CMT1A mouse models.** Visualized are the Log2(fold change) of expression levels of genes that play pivotal roles in the breakdown of different phospholipids in the C3 and C22 compared to the corresponding wild types. The genes shown are differentially expressed between the CMT1A mouse models and the corresponding controls, unless no color is shown, and thus no log2(fold change) value. *Pla2g5, Phospholipase A2 Group V; Pla2g7,* *Phospholipase A2 Group VII; PLA2G12a , Phospholipase A2 Group XIIA; ETNPPL, Ethanolamine-Phosphate Phospho-Lyase; LPCAT2, Lysophosphatidylcholine Acyltransferase 2; Dddh1, DDHD Domain Containing 1.*

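Alpl (ENSMUSG00000028766) lies on chromosome 4 from 137469039 to 137524102. Ddhd1 (ENSMUSG00000037697) lies on chromosome 14 from 45825924 to 45895857. Of the genes in this supplementary figure, Alpl had a log2 fold change of 1.38 (SE 0.14, edgeR adjusted p = 0.000105) in C3 and 0.83 (SE 0.12, edgeR adjusted p = 0.000281) in C22, and Ddhd1 one of 0.69 (SE 0.07, edgeR adjusted p = 7.68e-05) in C3 and 1.16 (SE 0.11, edgeR adjusted p = 1.02e-05) in C22, each higher at 5 of 5 ages. The rise of Ddhd1 was larger in C22 by 0.45 (SE 0.13, edgeR adjusted p = 0.0245), and that of Alpl smaller, by -0.56 (SE 0.18, edgeR adjusted p = 0.0435). The adjusted p of the difference in Alpl was past 0.05 in all 7 alternatives without an age term that kept all libraries (0.0522 to 0.178) and between 0.0546 and 0.107 without the C3 libraries of 5, 7 and 12 weeks, the WT-C3 libraries of 3, 5, 7 and 12 weeks, the C22 libraries of 3, 5, 7 and 9 weeks and the WT-C22 libraries of 3, 7, 9 and 12 weeks in turn. Etnppl (ENSMUSG00000019232) lies on chromosome 3 from 130411097 to 130431441. Etnppl had a log2 fold change of -2.96 (SE 0.97, edgeR adjusted p = 0.0449) in C3, where its adjusted p was between 0.0536 and 0.131 without each of the C3 libraries of 3, 5, 7 and 9 weeks and the WT-C3 libraries of 7, 9 and 12 weeks in turn. In C22 it had 0 or 1 counts in each library, against 3 to 50 in WT-C22, so that it was at least 7.4-fold lower (adjusted p = 0.000169), taken against a floor of 3 counts.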

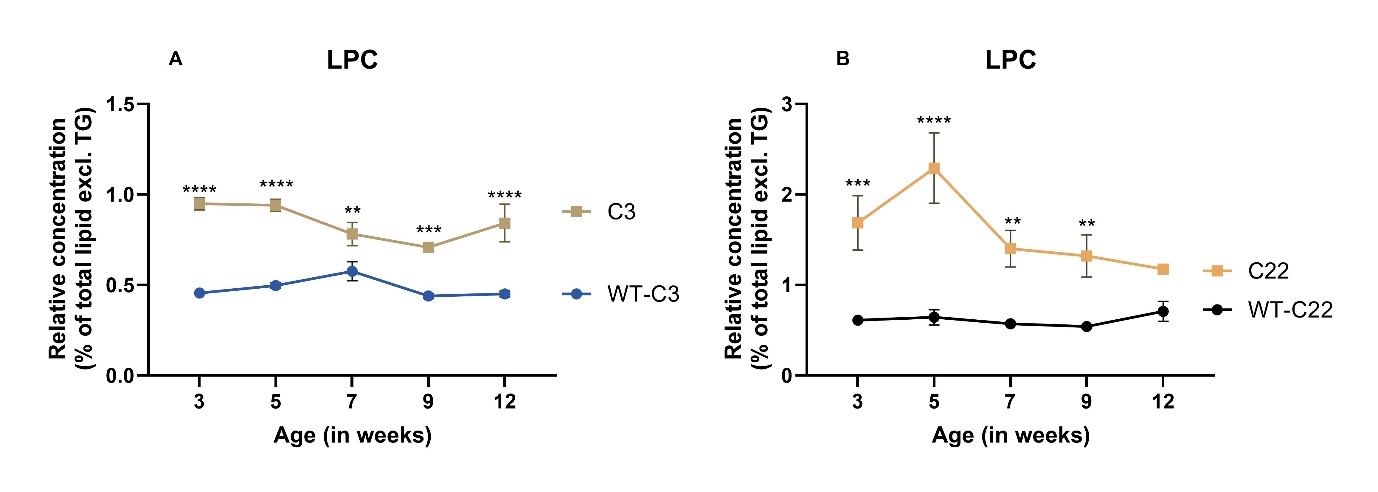

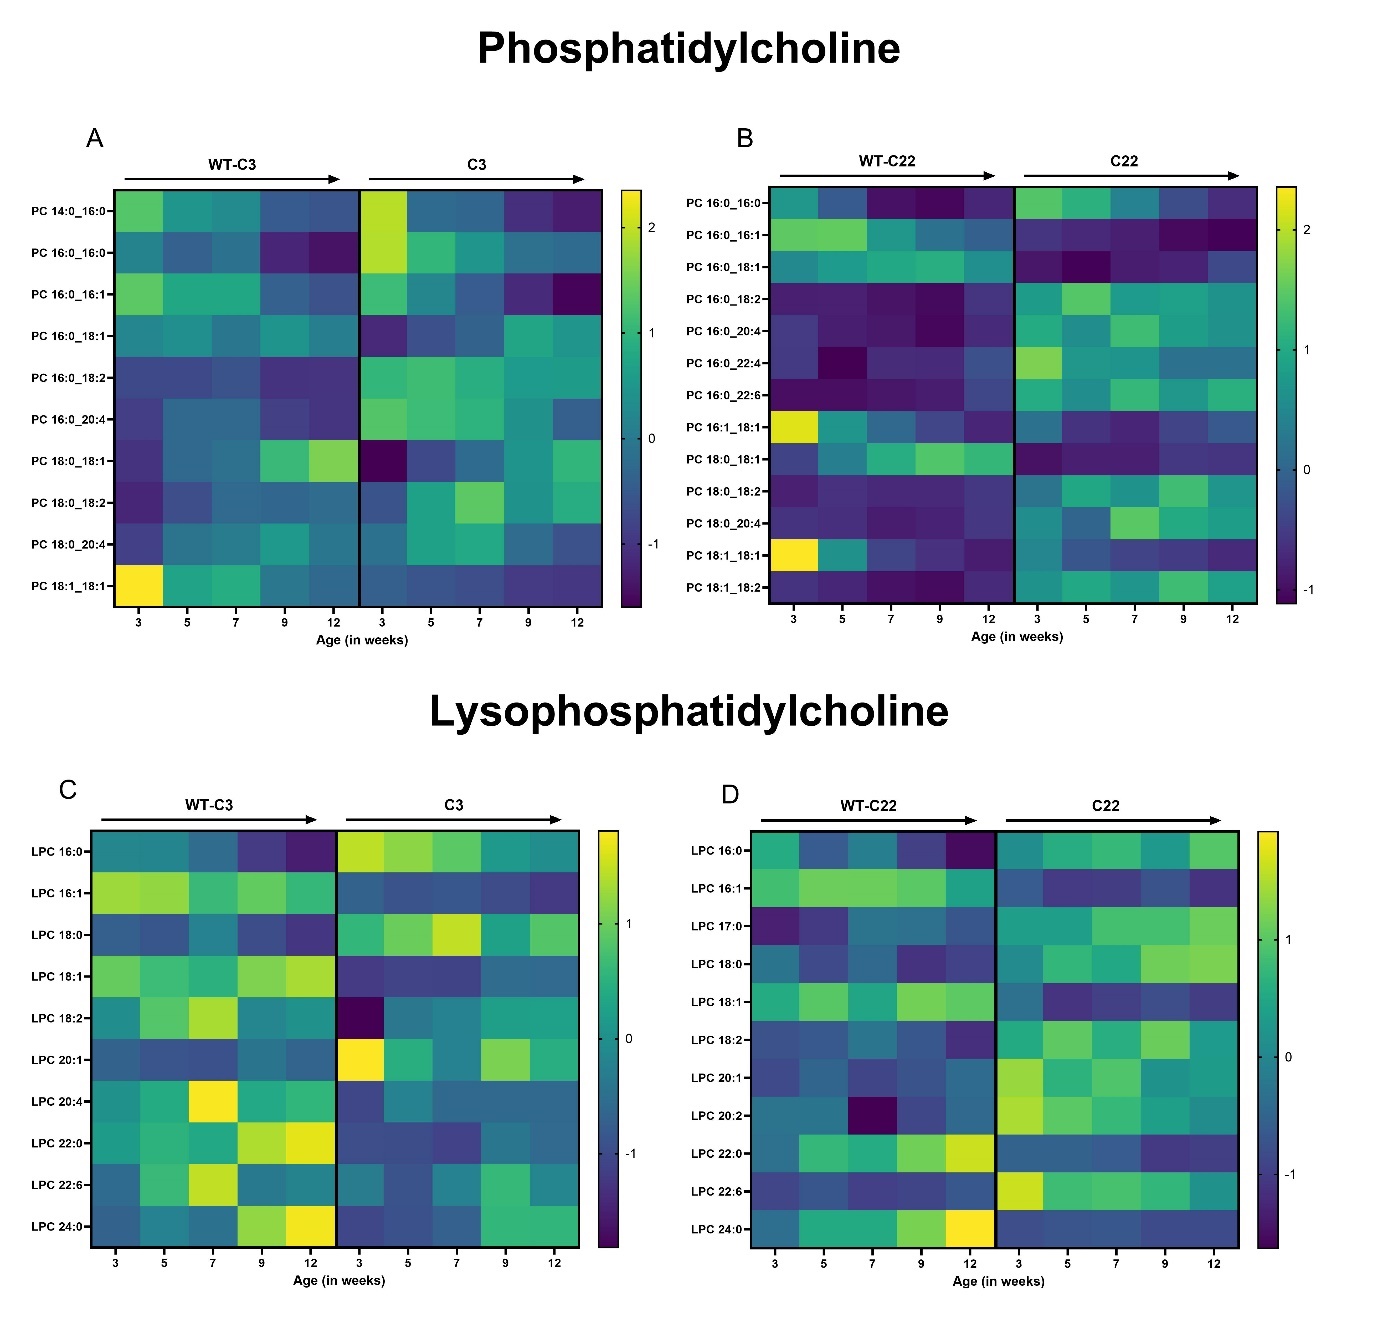

**Supplementary figure 9. Relative concentration of lysophosphatidylcholine (LPC) measured in the sciatic nerve of 2 different CMT1A mouse models.** A & B: LPC concentration per mg protein divided by the lipidome (excluding TG) over time in the sciatic nerve of the C3 (A) and C22 (B) and the corresponding controls. Data is visualized as the mean ± SEM, analysis was preformed using a two-way ANOVA with a Tuckey post hoc analysis (**P < 0.002, ***P<0.0002, **** P<0.0001).

**Supplementary figure 10. Heatmap of z-scores for relative abundance of phosphatidylcholine (PC) and lysophosphatidylcholine (LPC), measured in the sciatic nerve of 2 different CMT1A mouse models and controls over time.** The heatmap depicts z-scores of the lipid species present in each lipid class, normalized for the total concentration of that lipid class. Lipid species of which the average, the CMT1A model and WT combined, were below 1% of the concentration of the lipid class are not depicted in this heatmap. A shift from mono-unsaturated fatty acids towards ploy-unsaturated and saturated fatty acids for both the C3 (A & C) and the C22 (B & D) compared to the corresponding wildtypes in PC (A & B) and LPC (C & D) for the WT-C3, C3, WT-C22 and the C22 at 2, 5, 7, 9 and 12 weeks of age.

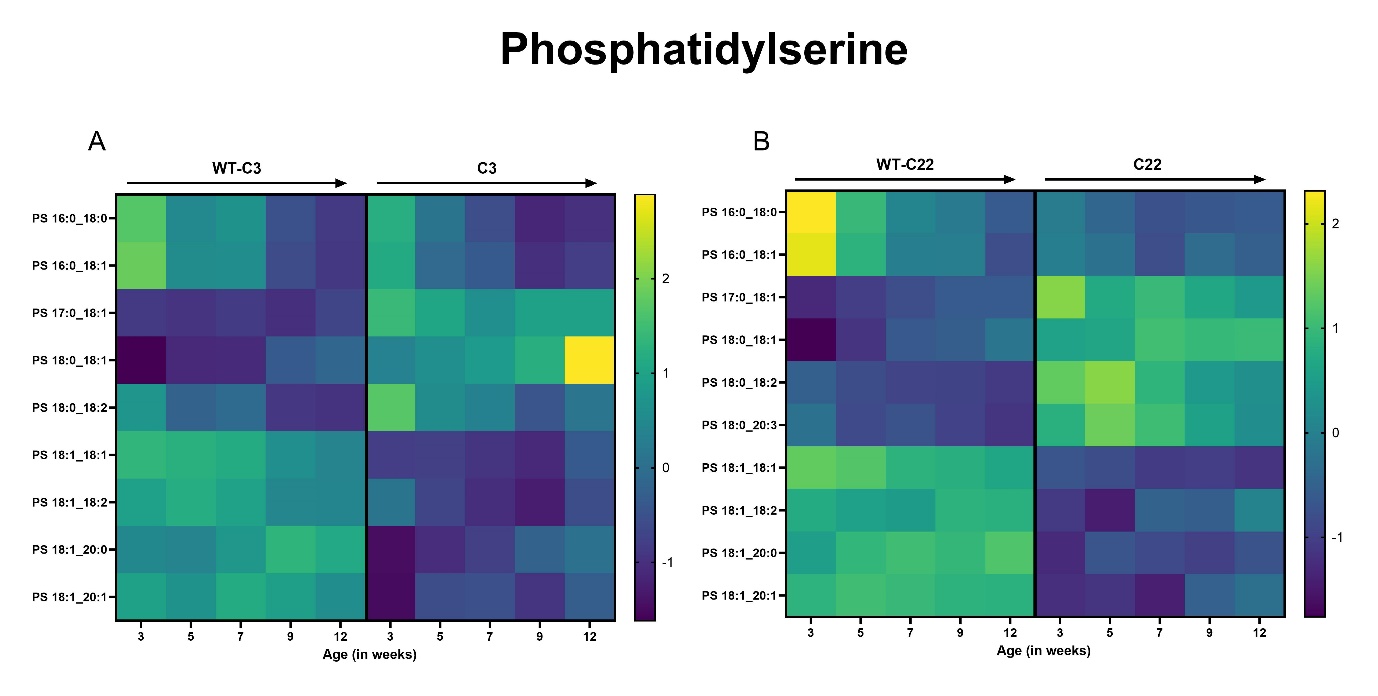

**Supplementary figure 11. Heatmap of z-scores for relative abundance of lipid species of phosphatidylserine (PS), measured in the sciatic nerve of 2 different CMT1A mouse models and controls over time.** The heatmap depicts z-scores of the lipid species present in each lipid class, normalized for the total concentration of that lipid class. Lipid species of which the average, both the CMT1A model and WT combined, were below 1% of the concentration of the lipid class are not depicted in this heatmap. Showing shifts in the lipid species present in PS for the WT-C3, C3, WT-C22 and the C22 at 2, 5, 7, 9 and 12 weeks of age. The data shows a shift from oleic acid (18:1) towards stearic acid (18:0) for both the C3 (A) and the C22 (B) compared to the corresponding wildtypes.

**
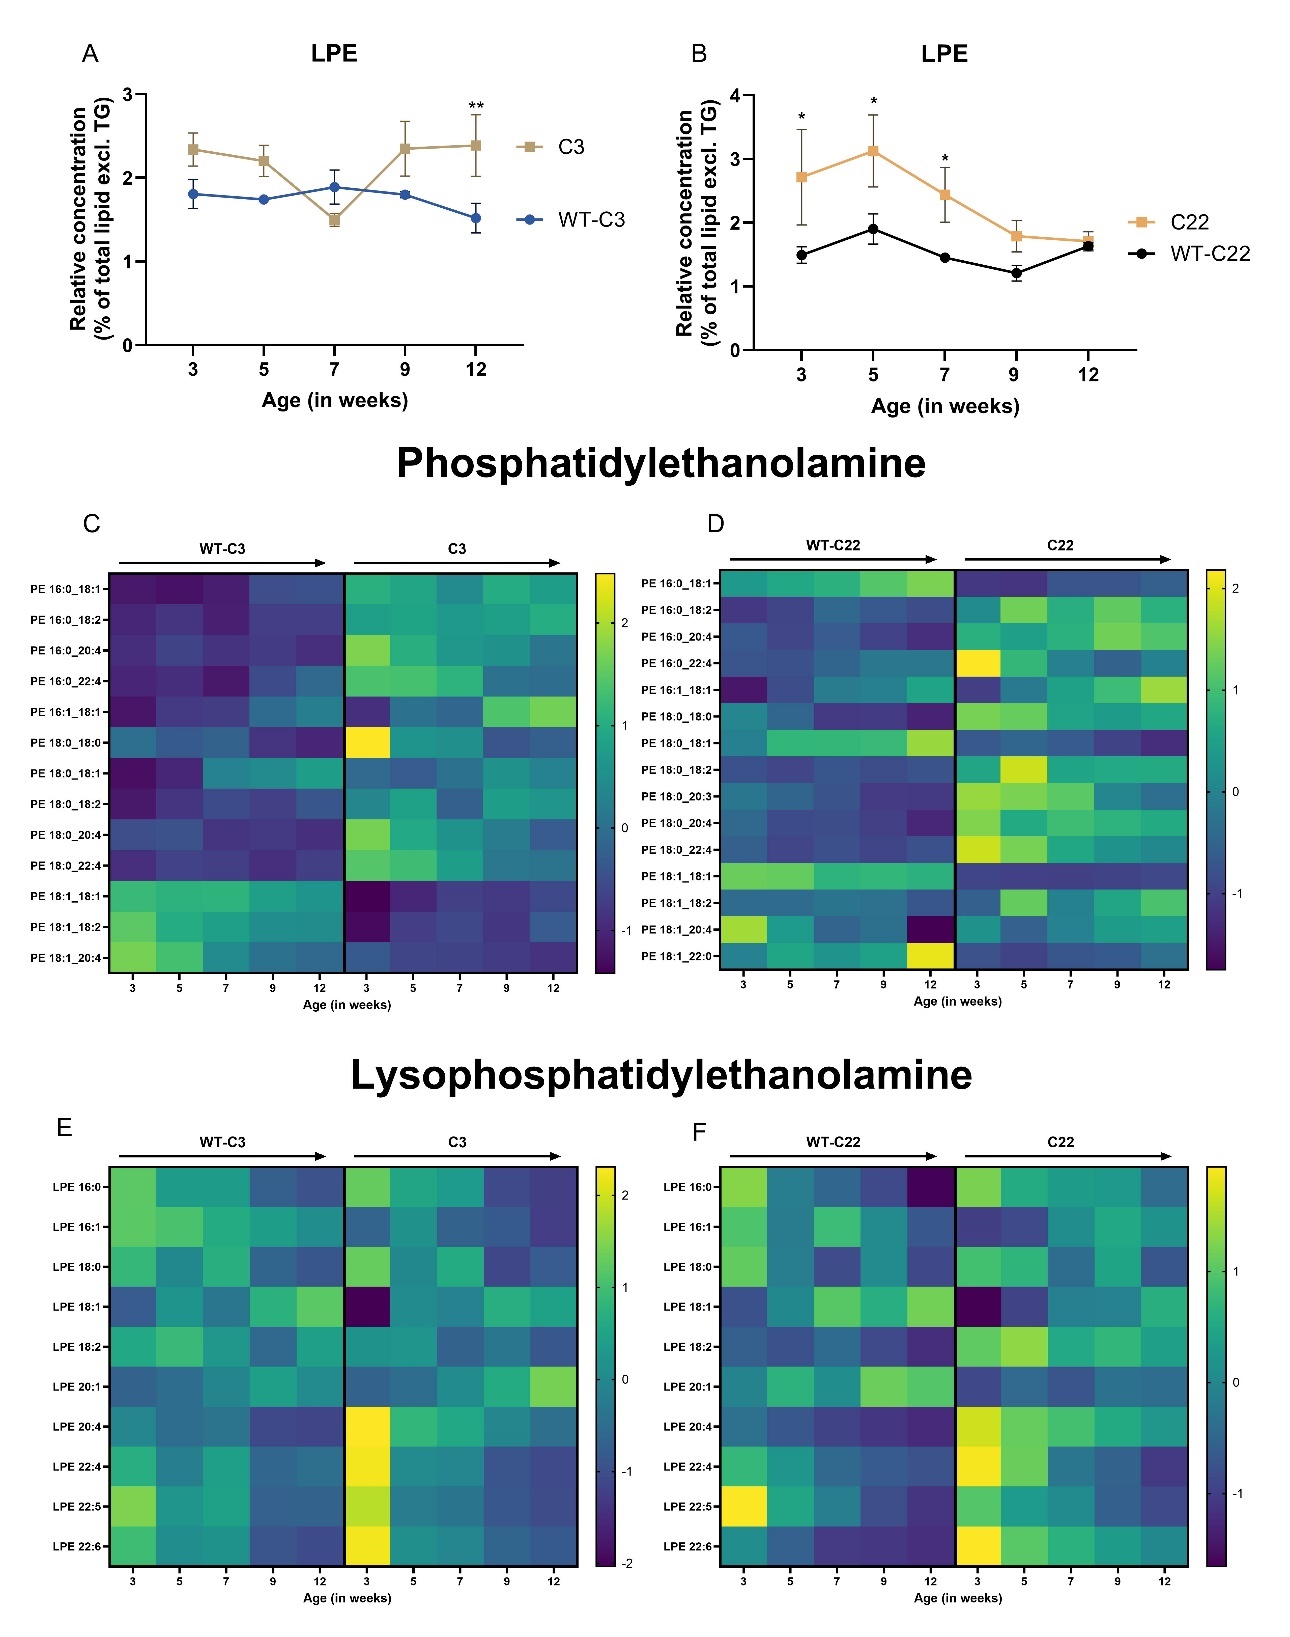
**
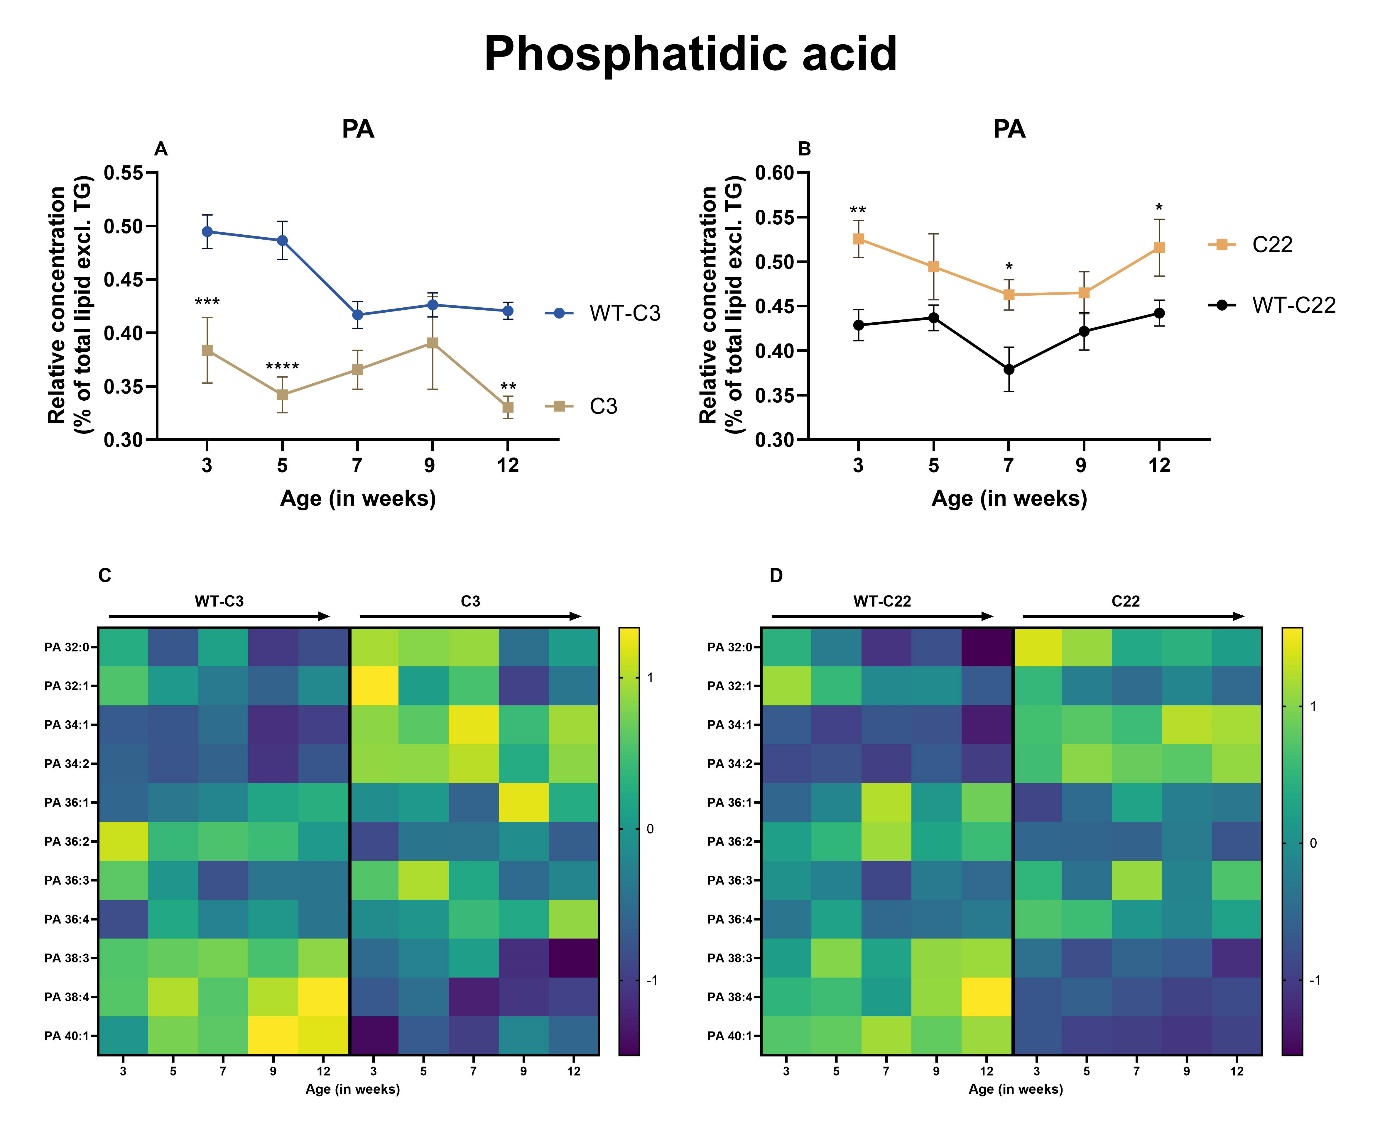

**Supplementary figure 12. Relative concentration of lysophosphatidylethanolamine (LPE) and heatmaps of z-scores for relative abundance of phosphatidylethanolamine (PE) and LPE, measured in the sciatic nerve of 2 different CMT1A mouse models and controls over time.** A & B: LPE concentration per mg protein divided by the lipidome (excluding TG) over time in the sciatic nerve of the C3 (A) and C22 (B) and the corresponding controls. Data is visualized as the mean ± SEM, analysis was preformed using a two-way ANOVA with a Tuckey post hoc analysis (*P<0.05, **P < 0.002). C-F: The heatmap depicts z-scores of the lipid species present in each lipid class, normalized for the total concentration of that lipid class. Lipid species of which the average, both the CMT1A model and WT combined, were below 1% of the concentration of the lipid class are not depicted in this heatmap. Showing shifts in the lipid species present in PE and LPE for the WT-C3, C3, WT-C22 and the C22 at 2, 5, 7, 9 and 12 weeks of age. The data shows a shift from mono-unsaturated fatty acids towards ploy-unsaturated and saturated fatty acids for both the C3 and the C22 compared to the corresponding wildtypes.

**Supplementary figure 13. Relative concentration of phosphatidic acid measured in the sciatic nerve of 2 different CMT1A mouse models.** A & B: Relative concentration of phosphatidic acid (PA) in the sciatic nerve of the C3 and C22 and corresponding controls**.** Data is visualized as the mean ± SEM, analysis was preformed using a two-way ANOVA with a Tuckey post hoc analysis (*P<0.05, **P < 0.002, ***P<0.0002, **** P<0.0001). C & D: The heatmap depicts z-scores of the lipid species present in each lipid class, normalized for the total concentration of that lipid class. Lipid species of which the average, both the CMT1A model and WT combined, were below 1% of the concentration of the lipid class are not depicted in this heatmap. Showing shifts in the lipid species present in PA for the WT-C3, C3, WT-C22 and the C22 at 2, 5, 7, 9 and 12 weeks of age. The data shows a shift to shorter fatty acids for both the C3 and the C22 compared to the corresponding wildtypes.

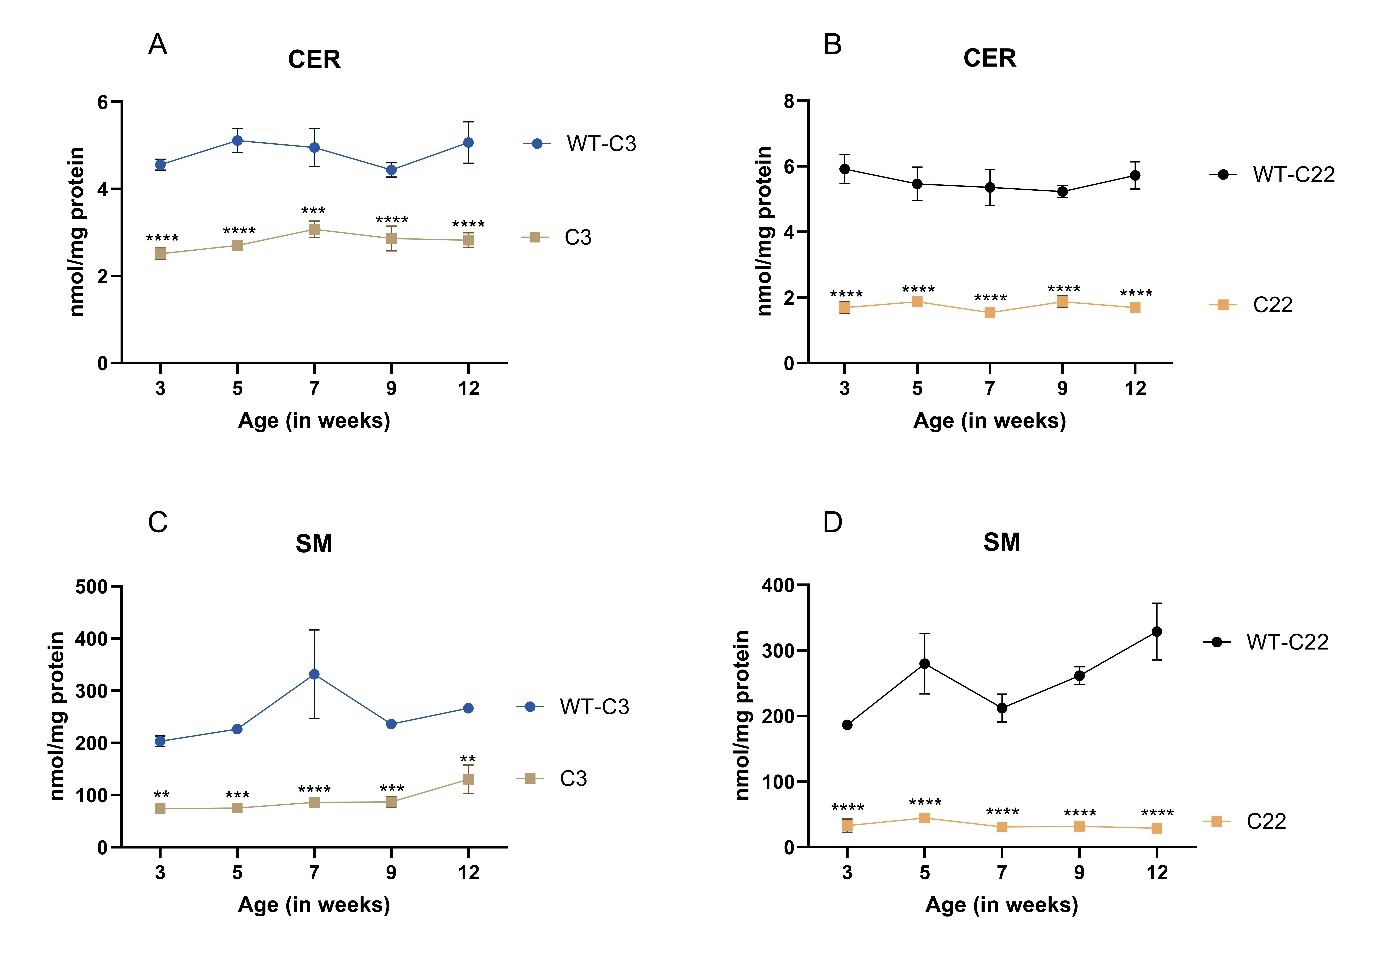

**Supplementary figure 14. Ceramide and sphingomyelin concentration over time in the sciatic nerve of CMT1A mouse models.** The Ceramide (CER) concentration per mg protein of the C3 (A) and C22 (B) mouse models and the corresponding controls at the 5 time points. C & D: The Sphingomyelin (SM) concentration per mg protein is consistently lower in all the C3 and C22 mice models compared to the controls. Data is visualized as the mean ± SEM, analysis was preformed using a two-way ANOVA with a Tuckey post hoc analysis (**P < 0.002, ***P<0.0002, ****P<0.0001).

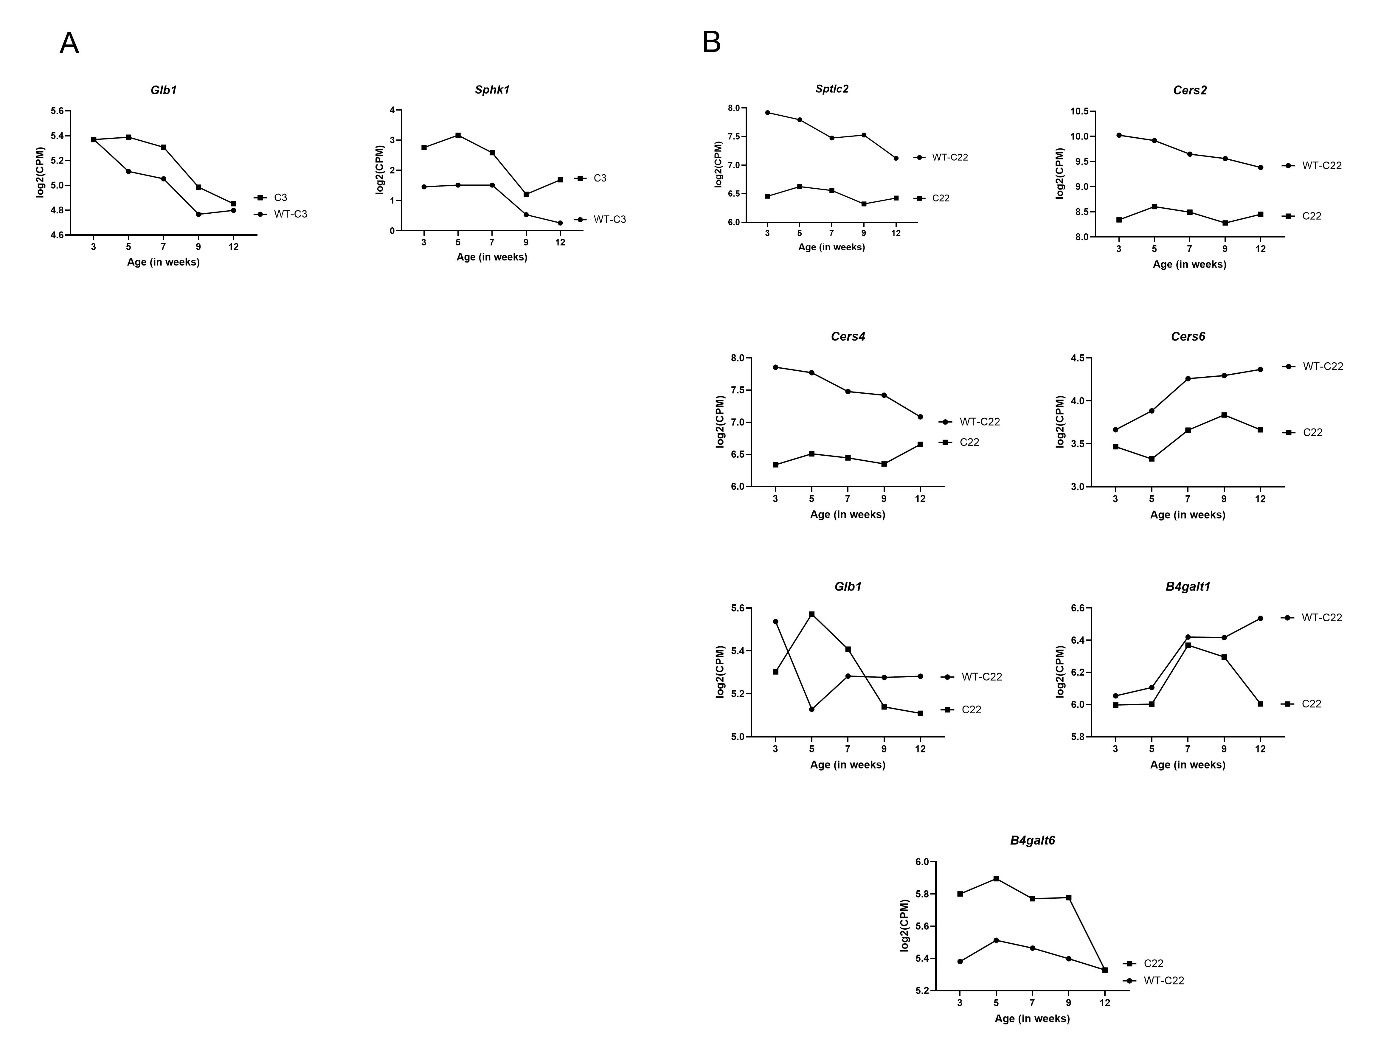

**Supplementary figure 15. Time course analysis of genes important for de novo sphingomyelin and ceramide synthesis.** Visualized are the expression levels of genes that play a pivotal role in Sphingomyelin and Ceramide synthesis over time for C3 (A) and C22 (B) and the corresponding wildtypes. The expression of genes depicted are effected by time in one of the groups. *Cers2, Ceramide Synthase 2; Cers4, Ceramide Synthase 4; Cers6, Ceramide Synthase 6; Sptlc2, Serine Palmitoyltransferase Long Chain Base Subunit 2; B4galt1, Beta-1,4-Galactosyltransferase 1; B4galt6, Beta-1,4-Galactosyltransferase 6 ; Glb1, Galactosidase Beta 1; Sphk1, Sphingosine kinase 1.*

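Of the genes of sphingolipid metabolism in this figure beyond the ceramide synthases, none passed the spline test at an adjusted p under 0.05 in any of the 4 groups. Sptlc2 came nearest, in WT-C22, with a slope of -0.09 per week (SE 0.02) in log2 and an edgeR spline adjusted p of 0.0509, which was 0.0166 with 2 degrees of freedom and 0.00178 in DESeq2's likelihood ratio test (0.0536 and 0.0556 in the log2 CPM filter and the 10-library fit). Its linear slope had an adjusted p of 0.00199, but 0.0506 and 0.145 without the WT-C22 library of 3 or 12 weeks. Sphk1 fell in C3 at -0.16 per week (SE 0.04) (spline adjusted p = 0.102, linear adjusted p = 0.0253 in edgeR), and the linear call was lost in the fit of the C3 and WT-C3 libraries alone (0.0823) and without the C3 library of 5 weeks (0.0609) or 12 weeks (0.247). For Glb1 the lowest spline adjusted p was 0.135, in C3 with a slope of -0.06 per week (SE 0.02), for B4galt6 0.148, in WT-C22 with -0.05 per week (SE 0.02), and for B4galt1 0.415, in C3 with 0.003 per week (SE 0.03), whose sign turned without the C3 library of 3 or 12 weeks (-0.03 in each).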

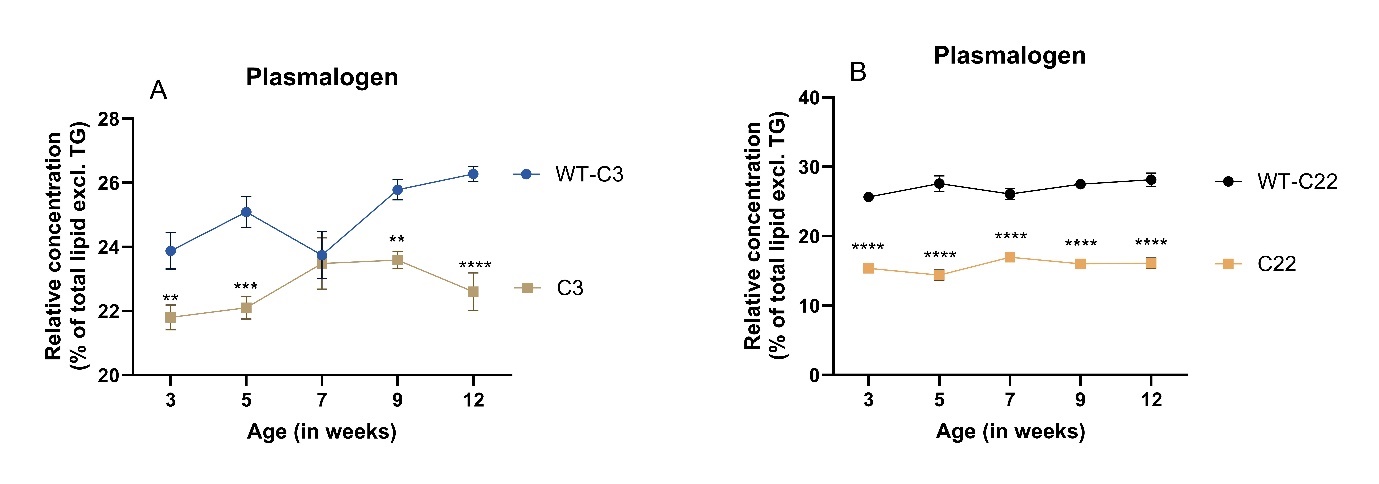

**Supplementary figure 16. Proportion of plasmalogen concentration of total lipid without triglyceride concentration of the sciatic nerve of CMT1A mouse models and the corresponding control over time without.** The plasmalogen concentration is consistently higher in WT-C22 than the C22 (B), while this is not the case for the C3 compared to the WT-C3 (A). The proportional concentration of C3 is lower than in the control at all ages except 7 weeks of age. Data is visualized as the mean ± SEM, analysis was preformed using a two-way ANOVA with a Tuckey post hoc analysis (*P<0.05, **P < 0.002, ***P<0.0002, ****P<0.0001).

How the deposited data were processed for this re-analysis (not part of the article)

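RNA of the sciatic nerve of C3, WT-C3, C22 and WT-C22 mice and of C3 mice with a knockout of c-Jun in Schwann cells was examined in 25 libraries, with 5 libraries per group and 1 for each age of 3, 5, 7, 9 and 12 weeks. Per the paper, the authors trimmed the reads, aligned them to GRCm39 with the human locus of the transgene added, removed duplicates by molecular identifier, counted fragments on the genes of Ensembl 110 and deposited the raw counts without normalization. The deposited table holds 56956 genes, 15 of them human, and 5 summary lines on reads that were not counted, and all of its library columns were used. Of the fragments, 8.12% to 12.11% lay on no gene, 1.78% to 2.04% on more than 1 gene and 2.76% to 3.93% aligned to several places. The depth on genes ran from 2140142 to 49072746 counts, and 3 counts in a library were taken as the limit of detection. Symbols were matched for 56323 of the 56941 mouse genes.

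Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept at a log2 CPM above 1 in at least 7 libraries, which is 25% of them, leaving 13993. TMM factors were computed among the libraries compared, and a quasi-likelihood fit with group as its only term was tested for C3 against WT-C3, C22 against WT-C22, the difference between those changes, C3 without c-Jun against C3, and WT-C22 against WT-C3. P values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Lists of genes were tested with camera (limma 3.58.1, preset correlation 0.01) and adjusted over 33 lists per comparison, with fry and camera with an estimated correlation as alternatives. Among the lists are the genes drawn in Figs. 2A, 4B, 6J and 7D and Supplementary figure 8 of the paper. The legends give those genes as differentially expressed in these same libraries, so tests of these lists are not independent of that choice. The other lists were written from general knowledge of the pathways and cell types and are not the sets of IPA. They cover cholesterol synthesis and handling, glycerophospholipids, sphingolipids, oleate, phospholipase A2, ceramide synthases, plasmalogens, peroxisomes, myelin, ERK/MAPK, PI3K/AKT, mTOR, autophagy, CLEAR genes, proliferation, immediate early genes, Y-linked genes, and markers of myelinating and repair Schwann cells, macrophages, fibroblasts, perineurial cells, endothelial cells and pericytes, mast cells, adipocytes, skeletal muscle and blood. Age effects used a natural spline (splines 4.3.3) with 3 degrees of freedom, and a linear slope, in 1 fit of all libraries, with 5 and 15 residual degrees of freedom. Single values were compared with exact two-sided permutation tests. DESeq2 1.42.0 was used for an alternative test.

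The genes named are each gene the paper names on its transcriptome, the human genes of the transgene, members of a list where its result is given, and in the comparisons of C3, C22 and C3 without c-Jun the 5 largest rises and falls among genes with an adjusted p under 0.05, a mean of at least 5 CPM and the same direction at all ages. Results on some of these genes are not reported here. This rule, the comparisons, the lists and the alternatives were set before the data were examined. The alternatives were median-ratio size factors, library size only, DESeq2, the likelihood ratio test of edgeR, no filter on low counts, filterByExpr, all libraries in 1 fit, age as a block, a threshold of 0.01, and leaving out each library in turn. For age effects they were 2 degrees of freedom, a linear slope, a fit of a model and its control alone, the log2 CPM filter, median-ratio size factors and DESeq2's likelihood ratio test. Libraries of the same age were treated as pairs only where they resembled each other, once group means were removed, at each age. That held for C3 without c-Jun against C3, with correlations across genes of 0.438, 0.123, 0.347, 0.264 and 0.615 from the youngest to the oldest age. There the fit with age as a block called 273 genes (164 higher, 109 lower) in place of 77 (31 higher, 46 lower), and the share of higher genes moved from 40.3% to 60.1%.

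The steps were tested on simulated counts with a dispersion of 0.035. Of 200 changed genes 70.5% were recovered, and 94.8% of those changed by a log2 of 1 or more, while 9 of 13793 unchanged genes were called. A slope of 0.15 per week was recovered for 49% of genes with the linear fit and 27% with the spline. The deconvolution and the IPA analysis were left out, since the single nuclei data and the IPA sets are not among the files.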

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

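The tests below were chosen after the results were seen, except those on strain in place of copy number, gene length and expression level, the sex chromosomes among the genes changed in C22, Xist, and the exchanges of libraries in the time courses.

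Single libraries stood apart in 20 of 265 groups of 5, judged by the gap to the nearest library over the range of the group, where 13.2 would by chance with a critical value of 0.71. In C3 without c-Jun these were the 12-week library for Pcyt1b (0.758), Pla2g12a (0.838), Lpcat2 (0.755) and Ddhd1 (0.766) and the 3-week library for Ptdss1 (0.887), Sptssa (0.784) and Degs1 (0.736). In C3 they were the 12-week library for Dhcr7 (0.735), Cers6 (0.875) and Peds1 (0.733) and the 9-week library for Sgms1 (0.72), and in WT-C3 the 3-week library for Ugcg (0.895). In C22 they were the 5-week library for Cdipt (0.774) and Sptlc1 (0.749). In WT-C22 they were the 12-week library for Sgms1 (0.803), Etnk1 (0.727) and B4galt6 (0.743), the 3-week library for Pla2g5 (0.733) and Smpd2 (0.744), and the 7-week library for the ratio of the human to the mouse gene (0.955), where the human gene had 83 counts. The youngest and oldest libraries make up most of them, and age was not separated from variation between pools, since each age has 1 library.

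The changes in C22 and C3 differed in the test of the difference itself for the genes below, which the paper names. The value in C22 was lower than in C3 for Pmp22 (-1.277), Hmgcs1 (-1.251), Sqle (-1.182), Lss (-1.398), Cyp51 (-1.1), Pcyt1b (-1.492), Sgms1 (-0.629), Cds2 (-0.589), Pla2g5 (-3.133), Alpl (-0.563), Sptlc2 (-0.766), Cers2 (-0.691), Peds1 (-0.699) and Agps (-0.576). It was higher for Ddhd1 (0.445) and Sptssa (0.491). The median of the cholesterol list differed by -1.122 (camera adjusted p = 1.82e-08) and that of repair Schwann cell genes by -0.629 (camera adjusted p = 0.00165). With an estimated correlation neither list passed (0.615 and 0.284, with ranges over the alternatives without an age term from 2.35e-11 to 0.615 and 0.000257 to 0.284). With 1 library left out, the adjusted p of the difference rose above 0.05 in at least 1 fit for Hmgcs1 (up to 0.0502), Lss (up to 0.0792), Cyp51 (up to 0.111), Alpl (up to 0.107), Peds1 (up to 0.0804) and Agps (up to 0.052). Over all genes, 2 of 100 drawn splits of the 31752 possible gave as many genes with a different change, the real split included, and the other split gave 1980. For the median of the cholesterol list 20 of the 100 splits gave a value as far from 0. Exchanging libraries of a model and its control carries the change within that model into the difference, so this does not decide on the cholesterol list. Copy number and strain cannot be told apart, because each model was made in 1 strain, and 748 of the 1687 genes also differ between the controls. Both tests use the control libraries. The share is 44.3%, against 15.8% to 29.1% in counts simulated with the 2 differences unrelated, a simulation added after the results were seen, and it does not separate copy number from strain.

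The list of cholesterol synthesis was lower in both models, and of the 100 drawn splits of the 126 possible only the real one gave a median as far from 0, in C3 (1) and in C22 (1). Without scaling factors the median in C3 was -0.965, which argues against the scaling. A smaller share of Schwann cells alone would raise the markers of other cell types, but perineurial markers differed by -0.63 in C22. Several cell types can change together, so this does not decide on the share of Schwann cells. Markers of myelinating Schwann cells had a median of 0.137 in C3, with 2 called lower and 3 higher. In C22 their median was -0.565, with 5 called lower and 3 higher. Genes matched in length and expression had a median of -0.017 in C22 and -0.012 in C3. The list was also lower in C3, where Y-linked genes differed by -0.257 in the mean log2 CPM, so more females in the pools would have to act through a difference that these genes, with p = 0.508 in an exact permutation test (n = 5 libraries), do not show. The transgene, the share of Schwann cells and changes in the state of the cells remain open.

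Of the human genes, the paper does not report levels. The ratio of the human gene to mouse Pmp22 was 1.21 in C3 and 2.74 in C22, while the human gene was no higher in C22, which carries more copies. Scaling does not explain this, as the log2 difference without scaling factors was -0.012. Reads shared between the human and the mouse gene would have left the count, but the change in fragments that align to several places was only 0.31 percentage points above that in C3, where a human gene doubled from C3 would add 1.26% of the counts. For the fall of mouse Pmp22, these fragments changed by -0.07 percentage points in C22, while Pmp22 lost 1.86% of the counts. Mouse Pmp22 differed by -0.019 in log2 between the controls, which does not decide what each strain does with the transgene, so strain and copy number cannot be told apart here either. A lower share of cells that express either gene, or a regulation of both, was not tested.

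Genes of proliferation were higher, with a median of 1.869 in C3 (camera adjusted p = 4.45e-07) and 1.748 in C22 (camera adjusted p = 1.86e-05), a set the paper does not report. Of the drawn splits, 1 of 100 was as far from 0 in each model, and without scaling factors the median in C3 was 1.952. Markers of macrophages had a median of 0.017 in C3, with genes going both ways, which does not decide on macrophages. Which cells divide was not tested, and proliferation of Schwann cells, fibroblasts or macrophages remains open.

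Genes of repair Schwann cells, 8 of 12 of them expressed, were higher in C3 with a median of 1.489 (camera adjusted p = 4.66e-12, with an estimated correlation 0.019, and from 3.93e-12 to 0.019 over 4 alternatives). In C22 the median was 0.501 (camera adjusted p = 0.213), the same with Shh at its bound, and 1 of 100 drawn splits was as far from 0 in either model. Without scaling factors the median in C3 was 1.563. Without Jun itself, the mean log2 CPM of the list was 1.465 higher in C3 than in WT-C3. In C3 without c-Jun it differed by -0.692 from C3 and was 0.773 above WT-C3. Each of these differences had p = 0.00794 in an exact permutation test (n = 5 libraries). These values fit a part of the rise that depends on c-Jun, as a hypothesis found and tested on the same libraries. In C22, where Shh is not detected, the mean without Jun differed by -0.214 from WT-C22 (exact permutation test, p = 0.0159, n = 5). That mean counts Shh at the floor, which lowers it, so it does not show a fall of the list as a whole. With Jun included, the mean differed by -0.005 in C22 (exact permutation test, p = 0.968, n = 5). There 4 genes of the list were called higher and 3 lower. Shh, singled out after its values were seen, was at least 12.8-fold higher in WT-C22 than in C22, where it had 0 counts in all libraries against 11 to 144, and was higher in C3 by a log2 of 2.483.

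The paper does not report the C3 mice without c-Jun, in which 77 genes differed from C3 at an adjusted p under 0.05 and 1096 at an unadjusted p under 0.05. Of 100 drawn splits 3 gave as many. Of the others, the one with 431 genes differs from the real one by exchanging the 12-week C3 library and the 3-week library without c-Jun, and the one with 231 genes separates the younger ages of both groups from the older ones. Among the 12 drawn splits that part all ages, only the real one did. Jun fell by 1.9 in log2, and its highest log2 CPM in these mice, 5, lies below the lowest in C3, 6.56, which argues against exchanged labels for Jun. The count was 43 and 45 without the C3 library of 5 or 7 weeks, and 47, 45 and 50 without the library without c-Jun of 5, 7 or 9 weeks. All these counts and splits are from the fit without an age term. The fit with age as a block, for which the libraries of an age resembled each other here, called 273 genes (164 higher, 109 lower). The share of higher genes was 40.3% without the block and 60.1% with it.

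Y-linked genes were 0.849 higher in the mean log2 CPM in C22 than in WT-C22 (exact permutation test, p = 0.0318, n = 5 libraries), and Xist differed by -0.53 (exact permutation test, p = 0.19, n = 5). A different share of males in the pools cannot be told apart from other causes at this spread of Xist. The genes changed in C22 are not concentrated on the sex chromosomes, with 3.35% of them on X or Y against 3.19% of the genes tested.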

How the results depend on the processing

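Over all settings, 129 counts of genes stayed within 1.5 times their value and 62 did not. Of the set tests, 870 kept their direction and side of the threshold, 56 fell short of it, 21 newly passed and 23 changed direction. Of the values of single genes, 2865 kept both, 165 fell short, 20 newly passed and 22 changed direction, and of the slopes with age 425, 28, 4 and 11 did. Which lists are covered in each comparison, and that slopes of C3 without c-Jun are not, was decided after it was seen how many values changed. The cause was not tested for any change given here, unless it is named.

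With a threshold of 0.01, which by construction calls fewer genes, 1459 genes were called in C3, 849 in the difference between the models, 38 in C3 without c-Jun and 1720 between the controls. For C3 without c-Jun, the count was 250 in DESeq2, 193 in edgeR's likelihood ratio test, 134 with no filter, 139 with all libraries in 1 fit and 273 with age as a block. It ran from 43 to 98 with 1 library left out, at 43 and 45 without the C3 libraries of 5 and 7 weeks and 47, 45 and 50 without its own of 5, 7 and 9 weeks.

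With an estimated correlation, camera no longer passed the threshold (adjusted p in parentheses) in C3 for cholesterol synthesis (0.3104), glycerophospholipid synthesis (0.4255), sphingolipid metabolism (0.3807), oleate synthesis (0.1988), phospholipase A2 (0.3807), ceramide synthases (0.3104), plasmalogen synthesis (0.3104), perineurial cells (0.5206), endothelial cells and pericytes (0.5812), proliferation (0.3104) and immediate early genes (0.546), in C22 for cholesterol synthesis (0.2102), glycerophospholipid synthesis (0.3422), sphingolipid metabolism (0.4685), oleate synthesis (0.1533), phospholipase A2 (0.2102), ceramide synthases (0.4067), perineurial cells (0.4993), endothelial cells and pericytes (0.4521) and proliferation (0.4521), in the difference between the models for cholesterol synthesis (0.6145) and repair Schwann cells (0.284), in C3 without c-Jun for cholesterol synthesis (0.9799). The lists camera called in C3 and C22 also passed fry, and with an estimated correlation the list of repair Schwann cells still passed in C3 (0.01899) and in C3 without c-Jun (0.001217). Fry newly passed in C3 for peroxisomes (0.03844) and mTOR (0.04096), in C22 for plasmalogen synthesis (0.0009846), ERK/MAPK (0.0238), cholesterol handling (0.01622), repair Schwann cells (0.006128), endoneurial fibroblasts (0.01136), immediate early genes (0.005611) and Y-linked genes (0.02919), in the difference between the models for glycerophospholipid synthesis (0.03501). Its direction turned in C3 for cholesterol handling (0.994) and endoneurial fibroblasts (0.994), in C22 for autophagy (0.9228), and it did not pass in C3 without c-Jun for cholesterol synthesis (0.7816).

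With scaling by library size only, camera newly passed in C3 for adipocytes (0.04416), no longer passed in C22 for sphingolipid metabolism (0.06618) and turned in C22 for mast cells (0.8911), and the sign turned for Dhrs7b in C3 (0.015), Ptdss2 in C22 (0.159) and Sptssa in C22 (0.088). The sign also turned for Cers1 in C3 (-0.00045) with median-ratio size factors, for Ptdss2 in C22 (0.00029) with no filter, and for Glb1 in C22 (-0.00096) in DESeq2. The log2 difference of the human gene between C22 and C3 turned to 1.177 relative to mouse Pmp22, which is itself lower in C22.

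Age as a block was tried for each comparison, though the libraries of an age resembled each other at every age only in C3 without c-Jun. The correlations by age were 0.362, -0.224, 0.084, 0.158 and 0.113 for C3 and WT-C3, 0.103, 0.09, 0.088, 0.436 and -0.15 for C22 and WT-C22, and 0.342, 0.653, 0.148, 0.536 and 0.046 for the controls. With the block, 3691 genes were called in C3, 6170 in C22, 2052 in the difference between the models and 3721 between the controls. In the block fit camera no longer passed in C3 for glycerophospholipid synthesis (0.05236), sphingolipid metabolism (0.05197) and ceramide synthases (0.06029), newly passed in C3 for adipocytes (0.01766), in C22 for plasmalogen synthesis (0.04966) and immediate early genes (0.04966) and turned in C3 for endoneurial fibroblasts (0.8263), in C22 for skeletal muscle (0.8078), and the sign turned for Cers1 in C3 (-0.034). Of single genes the paper names, the block newly called Dhcr7 (0.041), Ptdss1 (0.049) and Far1 (0.029) in C3, Chpt1 (0.0051) and Sphk1 (0.0174) in C22, and Cers6 in the difference (0.0355), and did not call Sptlc1 in C3 (0.0528).

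With 1 library left out, the adjusted p of these lists changed side or direction in C3: endoneurial fibroblasts (0.8029 to 0.9415, changed without the C3 libraries of 9 and 12 weeks and the WT-C3 libraries of 3 and 7 weeks), endothelial cells and pericytes (0.007543 to 0.09226, changed without the C3 library of 3 weeks and the WT-C3 library of 3 weeks), macrophages (0.3488 to 0.977, changed without the WT-C3 library of 5 weeks), ceramide synthases (0.0241 to 0.08901, changed without the C3 libraries of 9 and 12 weeks and the WT-C3 libraries of 3 and 5 weeks), cholesterol handling (0.8305 to 0.9943, changed without the C3 libraries of 3 and 12 weeks), adipocytes (0.00364 to 0.3215, changed without the C3 library of 12 weeks), blood (0.04686 to 0.3861, changed without the WT-C3 library of 7 weeks), skeletal muscle (0.1376 to 0.9087, changed without the C3 library of 12 weeks), glycerophospholipid synthesis (0.01076 to 0.09003, changed without the C3 library of 12 weeks and the WT-C3 libraries of 3, 5 and 9 weeks), immediate early genes (0.001504 to 0.0719, changed without the WT-C3 libraries of 3 and 5 weeks), myelin (0.03574 to 0.3697, changed without the C3 library of 12 weeks), plasmalogen synthesis (0.00648 to 0.05507, changed without the C3 library of 12 weeks and the WT-C3 library of 3 weeks) and sphingolipid metabolism (0.00648 to 0.05896, changed without the C3 library of 12 weeks and the WT-C3 library of 3 weeks). In C22 these did: autophagy (0.883 to 0.9877, changed without the C22 library of 5 weeks), macrophages (0.5504 to 0.9877, changed without the C22 library of 9 weeks), mast cells (0.6634 to 0.9877, changed without the WT-C22 libraries of 3 and 5 weeks), ceramide synthases (0.01493 to 0.06988, changed without the C22 libraries of 3, 9 and 12 weeks and the WT-C22 libraries of 3 and 5 weeks), blood (0.3718 to 0.9877, changed without the WT-C22 library of 5 weeks), skeletal muscle (0.4539 to 0.9902, changed without the C22 libraries of 9 and 12 weeks and the WT-C22 library of 5 weeks), myelin (0.2913 to 0.8884, changed without the WT-C22 library of 12 weeks), plasmalogen synthesis (0.01131 to 0.08078, changed without the C22 library of 5 weeks and the WT-C22 libraries of 7 and 12 weeks), Y-linked genes (0.03505 to 0.2151, changed without the C22 library of 12 weeks) and sphingolipid metabolism (0.008371 to 0.08061, changed without the C22 libraries of 3, 9 and 12 weeks and the WT-C22 library of 3 weeks). In C3 without c-Jun it was cholesterol synthesis (2.016e-11 to 0.3116, changed without the C3 c-Jun cKO libraries of 9 and 12 weeks and the C3 library of 3 weeks). The sign of single genes turned in C3 for Cers1 (-0.122 to 0.093, turned without the C3 libraries of 5 and 7 weeks and the WT-C3 libraries of 7 and 9 weeks), and in C22 for Cers1 (-0.025 to 0.162, turned without the C22 library of 3 weeks and the WT-C22 libraries of 7, 9 and 12 weeks), Glb1 (-0.057 to 0.082, turned without the C22 libraries of 5 and 7 weeks and the WT-C22 library of 5 weeks) and Ptdss2 (-0.067 to 0.031, turned without the C22 libraries of 9 and 12 weeks and the WT-C22 libraries of 3 and 12 weeks).

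The numbers of genes with an effect of age moved most. A linear slope called 912 in C3, 401 in WT-C3, 1188 in WT-C22, 913 in C3 without c-Jun and 71 between C22 and WT-C22. A spline with 2 degrees of freedom called 519 in C3, 244 in WT-C3, 66 in C22, 819 in WT-C22, 2 between C3 and WT-C3 and 26 between C22 and WT-C22, a fit of a model and its control alone 58 in C3, 15 in WT-C3, 305 in C22, 0 between C3 and WT-C3 and 0 between C22 and WT-C22, DESeq2's likelihood ratio test 930 in C3, 381 in WT-C3, 487 in C22, 932 in WT-C22, 985 in C3 without c-Jun, 60 between C3 and WT-C3 and 188 between C22 and WT-C22 and the log2 CPM filter 51 in C22, 2 between C3 and WT-C3 and 0 between C22 and WT-C22. With 1 library left out, the linear fit called 75 to 868 in C3 (75 without the C3 library of 3 weeks and 320 without the C3 library of 12 weeks), 0 to 397 in WT-C3 (0 without the WT-C3 library of 3 weeks and 128 without the WT-C3 library of 12 weeks) and 1 to 469 in C22 (1 without the C22 library of 3 weeks, 60 without the C22 library of 5 weeks, 59 without the C22 library of 9 weeks and 469 without the C22 library of 12 weeks). It called 121 to 1190 in WT-C22 (214 without the WT-C22 library of 3 weeks, 661 without the WT-C22 library of 5 weeks and 121 without the WT-C22 library of 12 weeks) and 106 to 886 in C3 without c-Jun (184 without the C3 c-Jun cKO library of 3 weeks and 106 without the C3 c-Jun cKO library of 12 weeks). For the difference of slopes it called 0 to 4 between C3 and WT-C3 (0 without the C3 library of 3 weeks, 0 without the C3 library of 12 weeks, 0 without the WT-C3 library of 3 weeks and 1 without the WT-C3 library of 5 weeks) and 1 to 88 between C22 and WT-C22 (5 without the C22 library of 3 weeks, 12 without the C22 library of 12 weeks, 15 without the WT-C22 library of 3 weeks, 38 without the WT-C22 library of 5 weeks and 1 without the WT-C22 library of 12 weeks). At an unadjusted p under 0.05 the linear fit of all libraries called 2410 genes in WT-C3 and 1040 between C3 and WT-C3. The slope changed sign for B4galt1 in C22 (-0.0071 to 0.0711, without the C22 library of 3 weeks), B4galt1 in C3 (-0.0274 to 0.0182, without the C3 libraries of 3 and 12 weeks), B4galt6 in C22 (-0.024 to 0.0081, without the C22 library of 12 weeks), B4galt6 in WT-C3 (-0.048 to 0.0014, without the WT-C3 library of 12 weeks), Cers2 in C22 (-0.0222 to 0.0089, without the C22 libraries of 5 and 9 weeks), Cers4 in C3 (-0.012 to 7e-04, without the C3 library of 12 weeks), Cers6 in C3 (-0.0016 to 0.0243, without the C3 library of 12 weeks), Glb1 in WT-C22 (-0.0371 to 0.0173, without the WT-C22 library of 3 weeks) and Lss in C22 (-0.0083 to 0.033, without the C22 library of 3 weeks). In simulated data of this size the spline recovered 27% of genes with a slope of 0.15 per week, so a gene that it leaves out may still change with age. The C3 library of 9 weeks has 2140142 counts, which limits genes of low expression, and without it 3625 genes differed between C3 and WT-C3 in place of 3345.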

Differences from the paper's values

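Of 71 log2 fold changes read by eye from the paper's figures and compared by size, all had the same sign here and 67 lay within 1 standard error. Etnppl in C22, at 0 or 1 counts per library, gives only a lower bound of its fall and was not compared by size. Some values of this re-analysis were known when the figures were read. The paper's Sgms1 in C22 is about -1.1 in Fig. 4B, read by eye, against -1.23 (SE 0.08) here, and of the alternatives set before the data were examined only library size only brought it within the error. The paper's Sptlc1 in C3 is about -0.2 in Fig. 6J, read by eye, against -0.29 (SE 0.08), and it was within with library size only, the likelihood ratio test of edgeR, no filter, filterByExpr, age as a block, and without the C3 library of 9 or 12 weeks or the WT-C3 library of 9 weeks, not with the others. For Degs1 in C22 the paper's value is about -0.3 in Fig. 6J, read by eye, against -0.39 (SE 0.07), within with the likelihood ratio test, no filter, all libraries in 1 fit, and without the C22 library of 3 or 9 weeks or the WT-C22 library of 3 or 5 weeks, not with the others. For Ugcg in C22 it is about -0.3 in Fig. 6J, read by eye, against -0.43 (SE 0.1), within with library size only and without the C22 or WT-C22 library of 3 or 5 weeks, not with the others.

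The paper shows Dhcr7 as changed in C3, and here its adjusted p was 0.169, and 0.041 only with age as a block. Chpt1 is shown as lower in C22, where it was 0.0556 here and passed in DESeq2 (0.019), the likelihood ratio test (0.0327), all libraries in 1 fit (0.0235), age as a block (0.0051) and without the C22 library of 9 weeks (0.00425) or the WT-C22 library of 3 weeks (0.0268). Ptdss1 is shown as lower in C3, where it was 0.169 here and 0.049 with age as a block. The paper gives the synthesis of PI as lower in both models, and Cdipt, which encodes its last enzyme, was 0.129 in C3 here and 0.0325 without the C3 library of 9 weeks. Pla2g12a has no change in C22 in the paper, and was lower here (0.0454), a call lost with library size only (0.527), the likelihood ratio test (0.0932), no filter (0.131), all libraries in 1 fit (0.0609) and without most single libraries (0.0538 to 0.111). The paper gives Lpcat2 as higher in C22, where it was 0.315 here and 0.0293 with library size only. Sphk1 is shown as higher in C22, where it was 0.075 here, and 0.0248 with library size only, 0.0445 without the C22 library of 12 weeks and 0.0174 with age as a block. Far1 is given as lower in both models, and was 0.118 in C3 and 0.0913 in C22 here, and passed with age as a block in C3 (0.029) and without the WT-C22 library of 12 weeks in C22 (0.00365). Agps in C3 was 0.121 here, with no setting that called it, though the paper gives it as lower. Ugcg is shown as lower in C3, where it was 0.0857 here and 0.0251 with all libraries in 1 fit. Dhrs7b is given as lower in C3, where it was 0.63 here, and no setting that was run called it. The paper names only Cds2 of its pair as changed, and Cds1 was called higher in both models here (0.0462 and 0.00467), though in C3 not with no filter (0.0652) or without most single libraries (0.0589 to 0.11). It relates Cers6 and Cers2 to age in the controls, and the spline called neither in WT-C22 (0.141 and 0.0693) or WT-C3 (0.499 and 0.431). In WT-C22, Cers2 passed as a linear slope (0.00904), with 2 degrees of freedom (0.0479) and in DESeq2's likelihood ratio test of the spline (0.00189), and Cers6 only as a linear slope with the log2 CPM filter (0.0476) and in DESeq2's likelihood ratio test of the slope (0.0293). The legend of Supplementary figure 15 states an effect of age in at least 1 group for each gene shown, and of these the spline called none of Sptlc2, B4galt1, B4galt6, Glb1 and Sphk1 in C3, WT-C3, C22 or WT-C22. Sptlc2 passed in WT-C22 as a linear slope (0.00199), with 2 degrees of freedom (0.0166) and in DESeq2's likelihood ratio test (0.00178), and in C3 in that test of the slope (0.0301), and Sphk1 passed in C3 as a linear slope (0.0253). The paper reports pathways of myelination, ERK/MAPK, PI3K/AKT and mTOR as lower in both models and autophagy and CLEAR as higher in C3. Camera called none of the lists used here. These lists are not the sets of IPA, and a z-score of IPA weighs genes by expected direction, so the measures are unlike. Of the 25 myelin genes, 6 were called lower and 8 higher in C3, and 10 lower and 9 higher in C22. Fry called ERK/MAPK in C22 (0.0238, median log2 fold change 0.027) and mTOR in C3 (0.041, median 0.019), and camera called myelin in C3 without the C3 library of 12 weeks (0.0357), where the list as a whole had a median of 0.143. Exact permutation tests on the mean log2 CPM, not adjusted for the number of lists, placed ERK/MAPK higher in C22 (p = 0.0159) and PI3K/AKT higher in C3 (p = 0.0397), n = 5 libraries each. The paper gives 40 M reads per sample, and the median library had 24.7 M counts on genes, which is not the same unit.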

Other observations

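The tests below on other splits were chosen after the results were seen, except the exchanges in the time courses. Of 100 drawn splits of the 126 possible, 1 gave as many genes in C3 against WT-C3, 1 in C22 against WT-C22 and 1 in WT-C22 against WT-C3, the real one each. A list median as far from 0 was given in C3 and C22 by 1 and 2 splits for glycerophospholipid synthesis, 1 and 1 for sphingolipid metabolism, 1 and 4 for oleate, 6 and 3 for plasmalogens, 2 and 1 for perineurial cells, 5 and 1 for endothelial cells and pericytes, 4 and 9 for peroxisomes and 26 and 17 for myelin, the real split included. With a cut at 5 of 100 splits, the medians of plasmalogens and of endothelial cells and pericytes in C3, of peroxisomes in C22 and of myelin in both are therefore within what other groupings of the same libraries gave. Below that cut, other groupings still reached the medians of glycerophospholipid synthesis, oleate and plasmalogens in C22. The same held for perineurial cells and peroxisomes in C3. For repair Schwann cell genes in C3 without c-Jun, with a median of -0.85 (camera adjusted p = 5.04e-35), it was 1 split, the real one.

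Of the called genes in C3, 3108 of 3345 were also called without the 9-week C3 library, which had the lowest depth, so that library does not carry the result. The time courses of C3 and WT-C3 differed for 4 genes and those of C22 and WT-C22 for 7 (1311 and 1705 at an unadjusted p under 0.05). Exchanging libraries of the same age between a model and its control gave as many genes in 10 and 9 of 16 ways, up to 3571 and 5209 genes. An exchange moves the difference between the groups into the time course, and the smallest share possible is 0.0625, so these counts decide nothing.

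Other lists were tested in C3 and C22. Immediate early genes had a median of 0.33 (camera adjusted p = 0.0304) in C3 and 0.14 (camera adjusted p = 0.139) in C22, and the C3 call was lost without the WT-C3 library of 3 or 5 weeks (0.0699 and 0.0719). Genes of cholesterol handling had medians of 0.04 (camera adjusted p = 0.967) and 0 (camera adjusted p = 0.593). Markers of adipocytes had medians of -0.44 (camera adjusted p = 0.106) and -0.25 (camera adjusted p = 0.762), of skeletal muscle 0.85 (camera adjusted p = 0.62) and -1.38 (camera adjusted p = 0.937), and of blood -1.65 (camera adjusted p = 0.177) and -0.33 (camera adjusted p = 0.797). Without the C3 library of 12 weeks adipocyte markers passed in C3 (0.00364), and without the WT-C3 library of 7 weeks blood markers did (0.0469). Y-linked genes had medians of -0.15 (camera adjusted p = 0.721) and 0.92 (camera adjusted p = 0.139), and passed in C22 without the C22 library of 12 weeks (0.035). In C3 without c-Jun, the cholesterol list had a median of -0.24 (camera adjusted p = 0.0124), which did not hold in fry (0.782) or with an estimated correlation (0.98), with a range from 3.84e-06 to 0.98 over 5 alternatives, nor without its own library of 9 weeks (0.0818) or 12 weeks (0.312) or the C3 library of 3 weeks (0.263).

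The largest rises in C3, besides the human genes ENSG00000109099 and ENSG00000125409, were Piwil4 at 5.45 (SE 0.21, edgeR adjusted p = 6.91e-08), Slc17a8 at 4.27 (SE 0.33, edgeR adjusted p = 2.58e-05) and Gadl1 at 3.99 (SE 0.51, edgeR adjusted p = 0.000368). The largest falls were Bc1 at -4.23 (SE 1.11, edgeR adjusted p = 0.0175), Cyp2j13 at -3.84 (SE 0.35, edgeR adjusted p = 5.14e-05), Etnppl, Aldoc at -2.94 (SE 0.35, edgeR adjusted p = 0.000255) and Wt1 at -2.86 (SE 0.29, edgeR adjusted p = 9.88e-05). Bc1 lost its call in DESeq2 (0.127), in edgeR's likelihood ratio test (0.079), with a range from 0.00318 to 0.127 over 7 alternatives, and without the C3 library of 5 or 7 weeks (0.0566 and 0.0504). In C22 the largest rises besides the same human genes were Cmtm2b at 7.08 (SE 0.35, edgeR adjusted p = 7.32e-08), Nxf7 at 6.69 (SE 0.40, edgeR adjusted p = 2.71e-07) and Piwil4 at 6.34 (SE 0.17, edgeR adjusted p = 2.94e-09). The largest falls were Jakmip2 at -6.20 (SE 0.17, edgeR adjusted p = 2.94e-09), Snap91 at -5.96 (SE 0.28, edgeR adjusted p = 5.26e-08), Wt1 at -5.65 (SE 0.30, edgeR adjusted p = 1.40e-07), Nalf2 at -5.42 (SE 0.16, edgeR adjusted p = 2.94e-09) and Cyp2j13, which is near the limit of detection in C22. Nxf7 and Snap91 reached that limit in single libraries. Nxf7 in WT-C22 had a log2 CPM of -3.01 at 9 weeks, that of the human gene with 1 count there. Snap91 in C22 was at -2.90 at 5 weeks, like Cyp2j13. The sizes of these changes are therefore not exact. In C3 without c-Jun the largest rises over C3 were Eno1b at 5.14 (SE 0.56, edgeR adjusted p = 0.00103), Fbp1 at 4.72 (SE 0.25, edgeR adjusted p = 1.76e-06), Gm4735 at 3.98 (SE 0.36, edgeR adjusted p = 0.000298), Tyrp1 at 3.34 (SE 0.19, edgeR adjusted p = 2.84e-06) and Rab15 at 2.18 (SE 0.22, edgeR adjusted p = 0.000521). Besides Jun, the largest falls included Plac9 at -1.96 (SE 0.23, edgeR adjusted p = 0.00149) and Slc17a8 at -1.78 (SE 0.31, edgeR adjusted p = 0.0234), which lost its call without the C3 c-Jun cKO libraries of 7 and 9 weeks and the C3 libraries of 5 and 7 weeks (0.0719 to 0.0849).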
